# A gene network switch enhances the oxidative capacity of ovine skeletal muscle during late fetal development

**DOI:** 10.1186/1471-2164-11-378

**Published:** 2010-06-15

**Authors:** Keren Byrne, Tony Vuocolo, Cedric Gondro, Jason D White, Noelle E Cockett, Tracy Hadfield, Christopher A Bidwell, Jolena N Waddell, Ross L Tellam

## Abstract

**Background:**

The developmental transition between the late fetus and a newborn animal is associated with profound changes in skeletal muscle function as it adapts to the new physiological demands of locomotion and postural support against gravity. The mechanisms underpinning this adaption process are unclear but are likely to be initiated by changes in hormone levels. We tested the hypothesis that this developmental transition is associated with large coordinated changes in the transcription of skeletal muscle genes.

**Results:**

Using an ovine model, transcriptional profiling was performed on *Longissimus dorsi *skeletal muscle taken at three fetal developmental time points (80, 100 and 120 d of fetal development) and two postnatal time points, one approximately 3 days postpartum and a second at 3 months of age. The developmental time course was dominated by large changes in expression of 2,471 genes during the interval between late fetal development (120 d fetal development) and 1-3 days postpartum. Analysis of the functions of genes that were uniquely up-regulated in this interval showed strong enrichment for oxidative metabolism and the tricarboxylic acid cycle indicating enhanced mitochondrial activity. Histological examination of tissues from these developmental time points directly confirmed a marked increase in mitochondrial activity between the late fetal and early postnatal samples. The promoters of genes that were up-regulated during this fetal to neonatal transition were enriched for estrogen receptor 1 and estrogen related receptor alpha cis-regulatory motifs. The genes down-regulated during this interval highlighted de-emphasis of an array of functions including Wnt signaling, cell adhesion and differentiation. There were also changes in gene expression prior to this late fetal - postnatal transition and between the two postnatal time points. The former genes were enriched for functions involving the extracellular matrix and immune response while the latter principally involved functions associated with transcriptional regulation of metabolic processes.

**Conclusions:**

It is concluded that during late skeletal muscle development there are substantial and coordinated changes in the transcription of a large number of genes many of which are probably triggered by increased estrogen levels. These changes probably underpin the adaption of muscle to new physiological demands in the postnatal environment.

## Background

The transition from the mammalian fetal environment to that enveloping a newborn animal is profound and associated with major physiological changes. Skeletal muscle in particular, must rapidly adapt to meet the demands of locomotion and to provide postural support against gravity in the newborn animal. These skeletal muscle adaptations are of even greater importance in newborn ruminants, which stand, walk and run within one to two hours of birth - a physiological trait that is required to avoid predation and allow movement with the mother as she feeds on different pastures and supplies nourishment to the newborn animal.

Individual skeletal muscles are adapted to specific functions. Muscles undergoing slow but continuous contractions such as various postural muscles, are characterized by predominance of slow twitch oxidative fibres (type 1 fibres), while muscles requiring rapid contraction generating substantial force such as some locomotory muscles, have a greater proportion of fast twitch glycolytic fibres (type IIb fibres). Fibre types intermediate between these two exist and most muscles contain a mixture of fibre types. The developmental program that produces the differing functional outcomes in specific adult skeletal muscles is unclear but it is known to involve the programming of fetal muscles [1-3].

Skeletal muscle development in sheep is characterized by the sequential formation of primary, secondary and tertiary myofibres beginning approximately 32, 38 and 62-76 days of fetal life, respectively [1,3,4]. Parturition is at 147 days from conception. The primary fibres are composed of multinucleated myotubes, which are derived from the fusion of committed myoblasts present in the embryonic dermamyotome. Secondary and tertiary myotubes, which surround the primary myotubes, are formed from myoblasts associated with primary myotubes. The formation of secondary myotubes typically occurs after innervation. The primary myotubes have a greater chance of becoming type I fibres while the secondary and tertiary myotubes have a greater propensity of forming type IIb fibres in the adult. The wave of tertiary myotube formation is complex and initially consists of different muscle groups that populate the spaces between secondary fibers and along the borders of fascicles using the secondary fibers as scaffolds. The different muscle developmental stages are characterized by progressive changes in the expression of embryonic, neonatal and adult myosin heavy chain genes [4].

The molecular events controlling the preparation of fetal skeletal muscle during its late developmental phase for the demands of the post-partum environment are unknown. *Longissimus dorsi *(LD) skeletal muscle, which has both locomotory and postural roles, is one of the largest muscles of the back spanning the entire thoracic and lumbar regions, and contains a mixture of fibre types in the adult state [5]. We have chosen ovine LD skeletal muscle to examine transcriptional changes occurring during development from stages representing the beginning of tertiary myotube formation (80 days of fetal development) through to birth and to a young immature lamb of 3 months of age. The objective of this research was to define the hierarchical transcriptional changes associated with skeletal muscle development and to interpret this information in the context of progressive changes in biological functions. We hypothesize that there is a major developmental switch in gene expression occurring during late fetal development which is associated with tertiary myotube formation and changes in the oxidative status of muscle in preparation for the new physiological demands on the muscle in the postnatal environment.

## Results

### Experimental model

Gene expression was measured using microarray analysis of samples representing various stages in late fetal and postnatal development of ovine LD skeletal muscle. 

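RNA from the longissimus dorsi of single animals was hybridised to the Affymetrix bovine genome array, with 1 array per animal and 3 animals at each of 5 stages, 15 arrays in all. The fetal stages were 80, 100 and 120 d of development. The postnatal stages were 150 d, in the first days after birth, and 230 d, which was 83 days after birth. Different animals were sampled at each stage, and by the paper's account all were male except 1 female each at 100 d and 120 d. The deposited values are MAS5 signals on a linear scale, in which the authors combined the probes of each probe set and scaled every array to a mean of 200. Median signal was 64.1 ± 2.68 (SD, n = 3) at 80 d, 66.0 ± 3.17 at 100 d, 64.1 ± 4.68 at 120 d, 58.9 ± 6.85 at 150 d and 66.5 ± 2.08 at 230 d. The share of probe sets with a signal of 50 or more lay between 50.7% and 58.1% on the 15 arrays. The 100 brightest probe sets took 19.2% ± 1.11 of the signal at 120 d and 23.3% ± 1.96 at 150 d. The ratio of the 3' to the 5' actin control was 1.88 ± 0.289 at 80 d, 1.53 ± 0.237 at 100 d, 1.03 ± 0.104 at 120 d, 0.910 ± 0.052 at 150 d and 0.996 ± 0.053 at 230 d. The same ratio of the GAPDH control did not fall with age. It was 1.09 ± 0.117, 1.13 ± 0.036, 1.14 ± 0.051, 1.21 ± 0.117 and 1.16 ± 0.090 from 80 d to 230 d. After removal of 112 control probe sets, 15981 probe sets with a signal of at least 50 on at least 3 arrays were tested on the log2 scale with limma, each stage against the stage before it. A probe set was called changed at a Benjamini-Hochberg adjusted p under 0.01 within the interval. The study also used 0.01, but names a moderated F-statistic as its test, which was run here as an alternative. Of the kept probe sets, 10034 carry a single gene symbol. A gene with several probe sets is given by the one with the highest mean log2 signal. Gene lists were tested with camera against all other genes, at an adjusted p under 0.05 over 45 lists per interval, and their medians are given relative to the median of all genes.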

Figure 1 shows the experimental model, which included three fetal and two postnatal samples (n = 3 for each developmental stage). Birth was at approximately 147 days of development. The fetal samples corresponded with the period of formation of tertiary myotubes [1,3,4].

**Figure 1:**
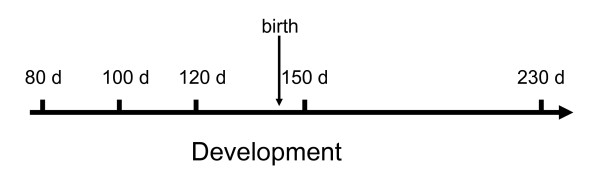
**Experimental design**. LD skeletal muscle samples were taken from three animals at each of five developmental stages i.e. 80, 100, and 120 days of fetal development, 150 days of development (i.e. 1-3 days post- partum) and 230 days of development (i.e. 83 days post- partum). Birth was at approximately 147 days of development.

### Global gene expression across LD skeletal muscle development

Figure 2 shows a visual representation of the expression of all genes expressed in at least one stage across the skeletal muscle developmental time course. The mean MAS5 intensity data at each developmental stage (n = 3) were used. Genes were differentially coloured relative to the global mean at 80 days of development. The predominant feature of the diagram is a major switch in gene expression occurring between the last fetal developmental time point (120 d) and the stage 1-3 d after birth (150 d). This major switch in gene expression involved 2,471 significantly differentially expressed genes and dominated less apparent trends occurring between the other developmental stages. 

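MYL4, the embryonic myosin light chain, fell from a signal of 7560 ± 1650 (SD, n = 3) at 120 d to 105 ± 96.2 (SD, n = 3) at 150 d, a log2 fold change of -6.66 (standard error 0.63, adjusted p = 4.3e-05). HBB, a beta-globin chain, fell from 12500 ± 275 (SD, n = 3) to 249 ± 86.2 (SD, n = 3), a log2 fold change of -5.71 (standard error 0.49, adjusted p = 2.9e-05), while its other probe sets gave -8.64 and -0.10. MDK, which encodes the growth factor midkine, fell from 660 ± 95.6 to 19.8 ± 13.1 (log2 fold change -5.42, standard error 0.57, adjusted p = 7.9e-05), and against the signal minimum of 50 the fall was at least 13.1-fold. MYL3, the slow myosin light chain, rose from 404 ± 154 (SD, n = 3) to 8720 ± 3610 (SD, n = 3), a log2 fold change of 4.43 (standard error 0.53, adjusted p = 0.00019). PGP, a phosphatase, rose from 259 ± 142 to 6170 ± 3190 (log2 fold change 4.63, adjusted p = 3e-05). CKMT2, the mitochondrial creatine kinase, rose by 3.52 (adjusted p = 1.7e-05). ANGPT4, an angiopoietin, fell to a signal under 50, at least 2.25-fold against that minimum (adjusted p = 0.0036), and its call was lost without 120 d replicate 3. The rank of a gene with such a signal among the largest changes is uncertain. In all, 1789 probe sets changed, 706 higher and 1083 lower at 150 d. This count was 1185, 1169 and 885 without 120 d replicate 1, 2 and 3, and 1127 without 150 d replicate 2. When the 6 arrays of the interval were fitted alone, 2 probe sets passed, HBB and 1 without a gene symbol, with 1646 at an adjusted p under 0.05 and 4825 at an unadjusted p under 0.05. The median log2 fold change of all probe sets was -0.153. With array medians set equal 1005 were higher and 634 lower, with quantile normalization 721 and 776, and with arrays scaled to the hybridisation controls, which stood higher on the postnatal arrays, 162 and 3870. From the switch visible in Figure 2 between the last fetal time point and the first days after birth, and the number of genes in it, the paper concludes that this transition dominated the weaker trends between the other stages.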

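Each probe set's signal was divided by its median over the 5 stage means, and the SD of the log2 values over all 15981 probe sets was taken on each array as a measure of range. It was 0.579 ± 0.032 (SD, n = 3 arrays) at 100 d, 0.531 ± 0.047 at 120 d and 0.929 ± 0.041 at 150 d. The 3 arrays of 120 d lay 0.282 below the other 12 arrays (difference -0.282, two-sided exact permutation test, p = 0.033, where 0.0022 is the smallest p possible), though single arrays of 120 d (0.479 to 0.572) and 100 d (0.561 to 0.616) overlapped. Without 120 d replicate 2 the difference was -0.27 and no longer passed. Without the division the SD was 1.93 ± 0.065 at 120 d, 1.90 ± 0.029 at 100 d and 2.09 ± 0.071 at 150 d, and 120 d did not differ from the other arrays (exact permutation test, p = 0.23).

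**Figure D1:**
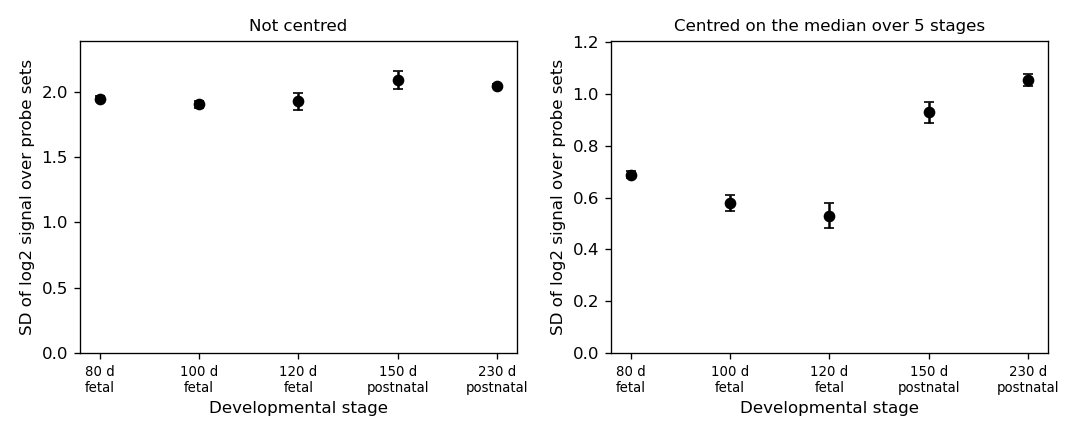
SD over probe sets of log2 signal at each stage, without centring (left) and after division by each probe set's median over the stages (right). Values are means, with the SD between 3 arrays as error bars. The lowest mean stands at 100 d on the left and at 120 d on the right.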

The range in gene expression levels was substantially restricted in the fetal 120 d sample compared with all other samples. Moreover, the range in gene expression intensities at 80 days of fetal development was not as great as in the postnatal 230 d sample.

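On the scale relative to each gene's median over the stages, the SD over probe sets was 0.689 ± 0.012 (SD, n = 3 arrays) at 80 d and 1.05 ± 0.022 (SD, n = 3 arrays) at 230 d. The 230 d arrays exceeded the 80 d arrays by 0.365, and every 230 d array lay above every 80 d array (exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). On signals not divided by the median the excess was 0.103 (exact permutation test, p = 0.1, again the smallest possible). Every 230 d array also lay above every 80 d array with the mean over the stages or the fetal stages as centre. A centre from the last 3 stages, the late centre, reversed the order. The SD was then 1.075 ± 0.013 at 80 d and 0.753 ± 0.030 at 230 d, and every 80 d array lay above every 230 d array. The order thus depended on the centre. The late centre includes 230 d and leaves out 80 d, and the fetal centre the reverse. Each lowers the SD of the stages it is taken from, so neither can decide which stage had the larger SD. The 230 d arrays also differed from all 12 others on the divided scale (exact permutation test, p = 0.0022, the smallest possible). They did so with the mean and the fetal centre too (exact permutation test, p = 0.0022 each). They did not pass without centring (difference 0.0818, exact permutation test, p = 0.14). With the late centre they lay lower and did not pass (difference -0.126, exact permutation test, p = 0.22).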

**Figure 2:**
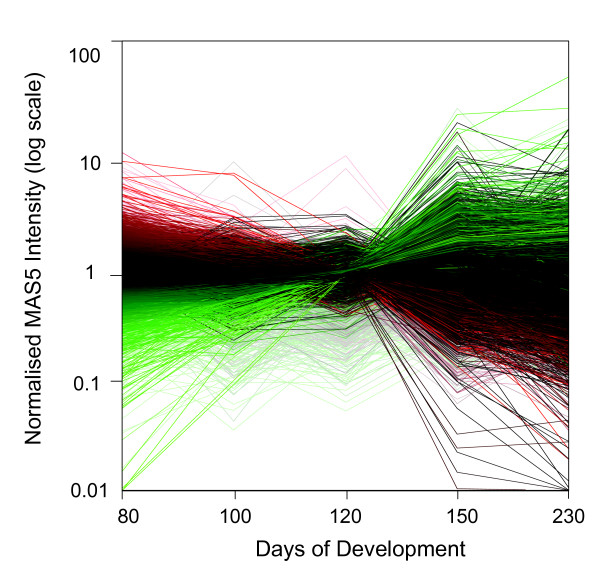
**Visual representation of the changes in global gene expression in ovine skeletal muscle during late fetal and postnatal development**. Affymetrix MAS5 data were globally scaled to 200 on each microarray and normalized across all microarrays to enable visualization of the expression of all genes. Each analysis time point consisted of triplicate samples, and the mean for each developmental stage is presented. The genes are differentially colored according to their normalized expression intensity relative to the global gene intensity at 80 days of fetal development. Genes with mean intensities less than the global average at 80 days are colored green, while those with mean intensities greater than the global average at 80 days are colored red. Gene intensities that were not different from the 80 day fetal global mean are colored black. Genes represented by unsaturated colors were of low confidence according to a defined set of criteria. The ordinate shows the logarithm of the MAS5 intensity data while the abscissa corresponds to the five developmental stages i.e. 80, 100 and 120 days of fetal development, 150 days of development (i.e. 1-3 days after birth) and 230 days of development (young lamb).

The gene expression data were subjected to statistical analysis to identify genes that were significantly differentially expressed between any two adjacent developmental time points. Three data processing methods were employed and each was subjected to independent statistical analysis. Genes that were significantly differentially expressed between any two adjacent developmental time points, as measured by the convergence of the three analysis methods, are listed in Additional File 1. This conservative approach using multiple methods provided increased robustness in the identification of differentially expressed genes. A total of 2,798 unique genes were differentially expressed at some stage during the total developmental period. These represented 17.9% (2,798/15,642) of the total number of genes that were expressed at any stage during development. This result indicated that skeletal muscle development during the late fetal stages and postnatal period was associated with substantial transcriptional changes.

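Genes that changed in at least 1 interval included CRABP1, a retinoic acid binding protein, which fell from 57.6 ± 28.8 (SD, n = 3) at 120 d to 4.57 ± 2.1 (SD, n = 3) at 150 d (log2 fold change -3.67, adjusted p = 6.4e-05). TACC3, a protein of the mitotic spindle, fell from 84 ± 5.15 to 8.9 ± 10 over the same interval (log2 fold change -3.85, adjusted p = 0.00084). The lower signals of both lie under the minimum of 50, and against that minimum the falls were at least 1.07-fold and 1.68-fold. SQLE, an enzyme of sterol synthesis, fell from 396 ± 54.6 at 150 d to 74.6 ± 16.9 at 230 d (SD, n = 3 each; log2 fold change -2.42, adjusted p = 0.0012). Of 15981 probe sets, 2015 (12.6%) changed in at least 1 of the 4 intervals, among them 1226 named genes. Without 120 d replicate 3 the count was 1101, and without 150 d replicate 2 it was 1229. A moderated F-statistic over all 4 intervals called 4137 (25.9%). The 3 values of one stage lay apart from those of the next for 37.3% of probe sets between 120 d and 150 d, 24% between 150 d and 230 d, 19.1% between 80 d and 100 d and 16% between 100 d and 120 d, where chance gives 10%.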

The differentially expressed genes were clustered into co-expression patterns. Table 1 summarizes the number of genes in each of the major clusters (n ≥ 50 genes) using specific terminology to reflect the direction of the expression changes in the four contrasts between adjacent developmental stages i.e. U, up; D, down; F, flat. For example, the 'FFUF' cluster contains genes that were only differentially expressed between 120 days of fetal development and the 150 d sample taken 1-3 days after birth. Details of the differentially expressed genes present in the major clusters are listed in Additional File 1. As the three microarray analysis methodologies produced unrelated measures of signal intensity, only MAS5.0 signal data were used to define the gene expression clusters. However, the significantly differentially expressed genes were defined from the convergence of the three microarray analysis methodologies. 77 clusters were identified using this approach but only 12 clusters containing 50 or more genes were subject to more detailed analysis. None of the remaining 65 smaller clusters was over-represented in any gene ontology terms, pathways or key words.

**Table 1:** Summary of clusters of differentially expressed genes during the development of LD skeletal muscle

Cluster^1^	Number of genes^2^	Biological description of the cluster
FFFU	545	Change in postnatal development
FFFD	612	Change in postnatal development
FFUF	787	Developmental switch between late fetal development and birth
FFDF	1392	Developmental switch between late fetal development and birth
FFUD	150	Transient change around birth
FFDU	440	Transient change around birth
FFDD	96	Continuation of the developmental switch between late fetal development and birth into the young lamb
FUFF	113	Fetal changes in preparation for the major developmental switch between late fetal development and birth.
FDFF	104	Fetal changes in preparation for the major developmental switch between late fetal development and birth.
UFFF	221	Fetal changes in preparation for the major developmental switch between late fetal development and birth.
DFFF	109	Fetal changes in preparation for the major developmental switch between late fetal development and birth.
DUFF	79	Transient early fetal change

^1^D (Down), significantly decreased expression; U (Up), significantly increased expression; F (Flat), no significant change. Each symbol (D, U, F) represents the direction of change in gene expression between any two adjacent developmental time points. Each cluster is represented by these symbols across four developmental intervals. Only clusters containing more than 50 genes are shown.

^2^Number of significantly differentially expressed genes in each cluster.

As anticipated from the visual representation of global gene expression shown in figure 2, the largest clusters, containing 787 (FFUF) and 1392 genes (FFDF), reflected changes between the samples taken at 120 days of fetal development and the samples taken 1-3 days after birth (150 days of development). These two clusters combined represented 77.9% of the genes that were differentially expressed at any stage throughout the developmental profile. This result reinforced the visual representation shown in figure 2 that there was a major developmental switch in gene expression between late fetal development and birth. 

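MEG3, an imprinted noncoding RNA, followed the FFDF pattern and fell from 12300 ± 409 (SD, n = 3) at 120 d to 1230 ± 749 (SD, n = 3) at 150 d, a log2 fold change of -3.48 (standard error 0.35, adjusted p = 6e-05), with -1.16 for 1 of its other probe sets. Its imprinted neighbour DLK1 fell from 6230 ± 783 to 1910 ± 607 (log2 fold change -1.74, standard error 0.27, adjusted p = 0.00093), with -0.44 for another of its probe sets. Pattern FFUF held GPD1, glycerol-3-phosphate dehydrogenase, which rose from 929 ± 133 to 5970 ± 1580 (SD, n = 3 each; log2 fold change 2.66, adjusted p = 3.6e-05), and PYGM, muscle glycogen phosphorylase, which rose by 1.84 (adjusted p = 0.00025). With the letters taken from the test, 653 probe sets had pattern FFUF and 1019 had FFDF, 83% of those that changed at all. With array medians set equal they held 920 and 592, and with quantile normalization 679 and 729, so which of them was larger depended on the scaling. When 1 array was left out the share lay between 75.3% (without 120 d replicate 3) and 90.4%. Pattern FFUF held 360 probe sets without 120 d replicate 3, and FFDF held 640, 632 and 469 without 120 d replicate 1, 2 and 3 and 606 without 150 d replicate 2. Letters from a 2-fold difference without a test gave 40.7%. Of the genes in the study's FFUF list, 334 were matched, and 222 (66.5%) passed the test upward between 120 d and 150 d. Of its FFDF list, 487 were matched and 215 (44.1%) passed downward. These lists were drawn from the same arrays and are not independent evidence.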

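FBP2, the muscle form of fructose-1,6-bisphosphatase, rose from 19.5 ± 14.5 (SD, n = 3) at 80 d to 422 ± 67 (SD, n = 3) at 100 d, a log2 fold change of 4.93 (standard error 0.59, adjusted p = 0.0032). The signal at 80 d lies under the minimum of 50, against which the rise was at least 8.37-fold. TMOD4, a tropomodulin of the thin filament, rose over the same interval from 331 ± 72.6 to 2360 ± 659 (log2 fold change 2.81, adjusted p = 0.00028). ART3, an ADP-ribosyltransferase, rose from 83.3 ± 22.9 to 454 ± 80.3 (log2 fold change 2.47, adjusted p = 0.00064), with 1.31 and 0.17 for its other probe sets. NNAT, an imprinted membrane proteolipid, fell in both fetal intervals, from 1990 ± 182 at 80 d to 604 ± 65.1 at 100 d and 157 ± 27.2 at 120 d (SD, n = 3 each; adjusted p = 0.0096 and 0.0067), with log2 fold changes of -1.95 and -2.57 for its other probe set. Between 100 d and 120 d HES6, a basic helix-loop-helix regulator, passed as lower (adjusted p = 0.0036) with signals of 42.9 ± 5.77 and 4.37 ± 2.54, both under the minimum of 50, so no fold change is given, and the mitochondrial genes CKMT2 and COQ8A rose by 1.98 and 1.62 (adjusted p = 0.0067 each, with 1.74 for another probe set of CKMT2). The test called 17 probe sets higher and 3 lower between 80 d and 100 d, and 6 higher and 3 lower between 100 d and 120 d, with 1319 and 1191 at an unadjusted p under 0.05. The share higher, 85% and 66.7%, was 100% and 55.6% with arrays scaled to the hybridisation controls, and 100% and 33.3% when arrays were scaled without the 100 brightest probe sets. No probe set followed pattern FUFF or DFFF, 1 (HES6) followed FDFF and 6 followed UFFF, among them FBP2. With array medians set equal UFFF held 1, and with quantile normalization UFFF held 11 and DFFF 3. Without 1 array, UFFF held 2 probe sets (80 d replicates 1 and 2 and each 100 d replicate). The counts of 20 and 9 in the fetal intervals were 836 and 1124 with the moderated F-statistic, the kind of statistic the study names. They were 39 and 33 with limma's trend and robust options, and 35 and 19 with a stricter filter on low signals. Without a filter they were 9 and 3, and on the 6 arrays of an interval alone 2 and 0. The first count, 20, came to 9, 9 and 13 without 80 d replicate 1, 2 and 3, to 8, 9 and 8 without those of 100 d, to 13, 12 and 13 without those of 120 d, and to 12 and 13 without 230 d replicate 1 and 2. The second, 9, came to 2 without 100 d replicate 1 or 3, to 0 without 120 d replicate 1 or 3, and to 1 without 120 d replicate 2. Of these genes, FBP2 lost its call without any 100 d array (log2 fold changes 4.94, 4.82 and 5.05), HES6 without any 100 d array or 120 d replicate 1 or 3, NNAT in 13 and 12 of 15 runs that left out 1 array, CKMT2 in 11 and COQ8A in 15. Over all 15 runs the log2 fold changes of NNAT were -1.80 to -1.64 and -2.09 to -1.85. Those of CKMT2 were 1.82 to 2.12 and those of COQ8A 1.41 to 1.74.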

Four clusters, FUFF, FDFF, UFFF and DFFF containing 113, 104, 221 and 109 genes, respectively, reflected changes in gene expression that were occurring during fetal development prior to the much larger transcriptional changes occurring between late fetal development (120 d) and the samples taken just after birth (150 d). Two clusters, FFUD (150 genes) and FFDU (440 genes), represented transient changes in gene expression coincident with, or in preparation for, the birth process. 

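NMRK2, a nicotinamide riboside kinase of muscle, rose from 736 ± 251 (SD, n = 3) at 120 d to 11100 ± 3100 (SD, n = 3) at 150 d and fell to 1130 ± 255 (SD, n = 3) at 230 d. Its log2 fold changes were 3.93 (standard error 0.31, adjusted p = 1.9e-05) and -3.27 (standard error 0.31, adjusted p = 0.00022). The opposite course was taken by CD3D, a chain of the T cell receptor complex, which fell from 50.4 ± 12.1 to 13.2 ± 8.86 and then rose to 111 ± 49.9 (adjusted p = 0.0065 and 0.0024). Its geometric mean signal lay under the minimum of 50 at 120 d and 150 d, so no fold change is given for the fall, and against that minimum the rise was at least 2.09-fold (log2 fold change 3.21). MXI1, a leucine zipper antagonist of MYC, went from 1010 ± 221 to 523 ± 56.1 and 1290 ± 157 (adjusted p = 0.0079 and 0.0044), with log2 fold changes of -0.24 and 0.64 for another probe set. The calls of CD3D and MXI1 between 120 d and 150 d were lost in 7 and 13 of 15 runs that left out 1 array, with log2 fold changes of MXI1 over all 15 runs of -1.05 to -0.76, and the later call of MXI1 was lost without 150 d replicate 2 or 3 and 230 d replicate 1 or 2 (1.24, 1.29, 1.28 and 1.23). Pattern FFUD held 37 probe sets and FFDU 51, with array medians set equal 67 and 26, and with quantile normalization 32 and 30, so which of them was larger depended on the scaling. Leaving out 1 array gave 9 (150 d replicate 2) to 34 probe sets for FFUD and 20 (230 d replicate 2) to 57 for FFDU. Of 63 matched genes in the study's FFUD list 14 passed both ways the list states, and of 125 in its FFDU list, of which 294 of 305 genes were in the copy read, 11 did, on lists drawn from the same arrays and so not independent evidence. Over all probe sets the fold changes of the 2 intervals had a correlation of -0.243 (Pearson r across genes, which are not independent replicates). Unchanged groups that share the 150 d arrays gave -0.501 in simulation, and the covariance was -0.156 against -0.0975 in simulation.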

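FBXO32, the ubiquitin ligase atrogin-1, rose from 84 ± 47.7 (SD, n = 3) at 150 d to 2090 ± 756 (SD, n = 3) at 230 d, a log2 fold change of 4.75 (standard error 0.45, adjusted p = 0.00022). LRRC2, a leucine-rich repeat protein, rose from 62.1 ± 26.2 to 453 ± 48.1 (SD, n = 3 each; log2 fold change 2.94, adjusted p = 0.0018), with 1.69 for another probe set. PFKFB3, which makes the activator of phosphofructokinase, had a log2 fold change of 2.98 (adjusted p = 0.0052). GATM, an enzyme of creatine synthesis, fell from 540 ± 166 to 56.1 ± 23.1 (SD, n = 3 each; log2 fold change -3.31, standard error 0.41, adjusted p = 0.00098). INSIG1, a regulator of sterol synthesis, fell from 497 ± 111 to 128 ± 8.35 (log2 fold change -1.93, adjusted p = 0.00028). RARRES1, a retinoic acid responder gene, passed as lower (adjusted p = 0.003) with signals of 54.5 ± 35.5 and 3.47 ± 0.95, whose geometric means both lie under the minimum of 50, so no fold change is given. In all, 151 probe sets were higher and 173 lower at 230 d than at 150 d. With array medians set equal the numbers were 103 and 221, and with arrays scaled to the hybridisation controls 33 and 176. Of the 324, 88 followed pattern FFFU and 124 FFFD, with array medians set equal 70 and 141, and with quantile normalization 73 and 101. PFKFB3 lost its call without any 150 d array or without 230 d replicate 1 or 2 (log2 fold change 2.92, 3.18, 2.83, 2.82 and 2.38), and RARRES1 without 150 d replicate 2 or 3 or 230 d replicate 1 or 2. The total of 324 came to 214, 185 and 202 without 80 d replicate 1, 2 and 3, to 190 and 196 without 100 d replicate 2 and 3, to 192 and 137 without 150 d replicate 1 and 2, and to 170, 157 and 178 without 230 d replicate 1, 2 and 3, where FFFU lay between 27 (230 d replicate 2) and 100 and FFFD between 59 (150 d replicate 2) and 109. On the 6 arrays alone 0 probe sets passed, with 2509 at an unadjusted p under 0.05.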

There was also a substantial number of genes associated with postnatal muscle development (i.e. FFFU (545 genes) and FFFD (612 genes)).

Figure 3 shows qRT-PCR expression patterns for selected genes representative of some of the clusters identified by microarray analysis. 

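SIRT1, an NAD-dependent deacetylase, had a signal of 449 ± 187 (SD, n = 3) at 80 d, 297 ± 81 at 100 d, 345 ± 57.1 at 120 d, 131 ± 52.5 at 150 d and 190 ± 106 at 230 d. Its log2 fold change between 120 d and 150 d was -1.47 (standard error 0.44, adjusted p = 0.031), which did not pass 0.01, although each 150 d array lay below each 120 d array. A further probe set of the gene gave -1.40 (adjusted p = 0.026).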

Typically, the qRT-PCR results showed good agreement with the major trends identified by microarray analysis e.g. *SIRT1 *(see also [6,7]). Precise replication of the cluster designation did not always occur e.g. *MYH8 *and *FOS*. This may result from differences between the sensitivities and dose-response curves for data derived from microarrays and qRT-PCR as well as potentially confounding issues associated with differential splice variants. However, it is clear that the dramatic changes in gene expression in the predominant FFUF and FFDF microarray clusters were replicated by the qRT-PCR analysis for many of the tested genes. In addition, qRT-PCR was used to analyse expression patterns of a number of genes that were not represented on the microarray, not reporting on the microarray due to cross-species analysis issues, or not providing a unique signal that discriminated between gene family members (Figure 4). This analysis reinforced the observations shown in figures 2 and 3 that many genes dramatically changed their expression patterns between late fetal development and 1-3 days post-partum e.g. lipoprotein lipase (*LPL*) and *CD36 *were strongly up-regulated during this transition while the non-coding RNA, *MEG8*, the imprinted retrotransposon-like gene, *RTL1 *[8], and the promyogenic transcription factor, *MYF5*, were correspondingly strongly down-regulated. 

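MYH8, the fetal myosin heavy chain, stood at 13200 ± 523 (SD, n = 3) at 80 d and 14400 ± 1450 at 100 d. Between 120 d and 150 d it fell from 14400 ± 200 to 1890 ± 2200, a log2 fold change of -3.66 (standard error 0.67, adjusted p = 0.0022). The call was lost without 120 d replicate 3 (-3.67). FOS, an immediate early transcription factor, had means of 311 ± 271, 97.6 ± 80, 91.5 ± 30.3, 827 ± 922 and 1050 ± 318 from 80 d to 230 d (SD, n = 3 each). Between 120 d and 150 d its log2 fold change was 2.59 (standard error 0.99, adjusted p = 0.079) and did not pass the test.

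**Figure D2:**
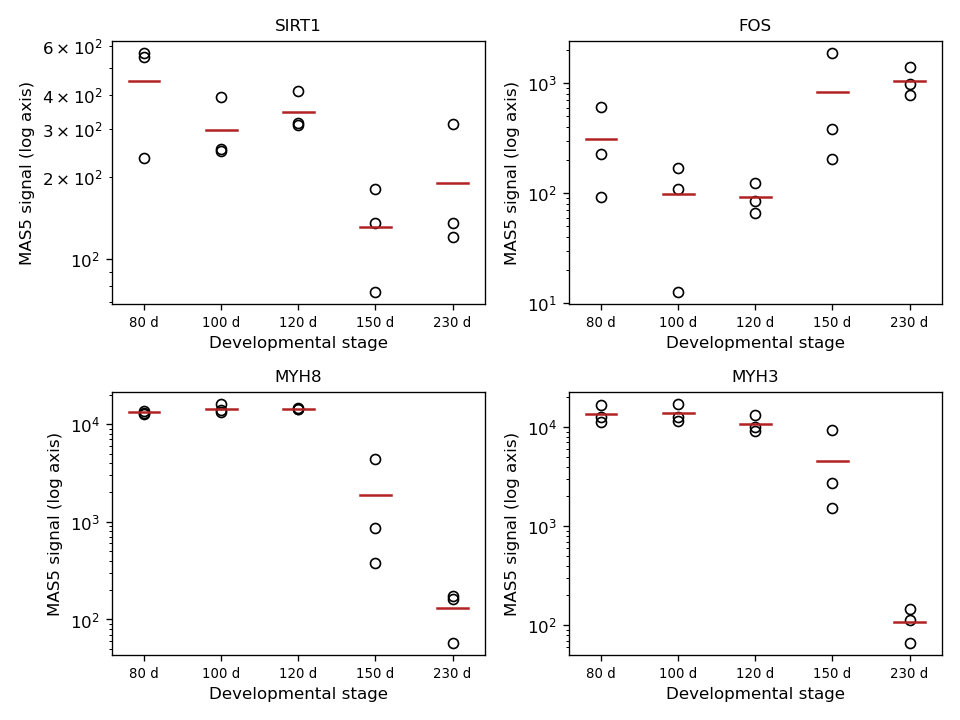
Signal of SIRT1, FOS, MYH8 and MYH3 at the 5 stages of development on a log axis. Circles are single arrays and red marks the stage means. The 150 d values of FOS range from 206 to 1890.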

*PPARD*, a muscle specific ligand-activated nuclear receptor, also showed strongly increased postnatal expression, although this was greater immediately after birth (150 d) than at 230 d of development.

**Figure 3:**
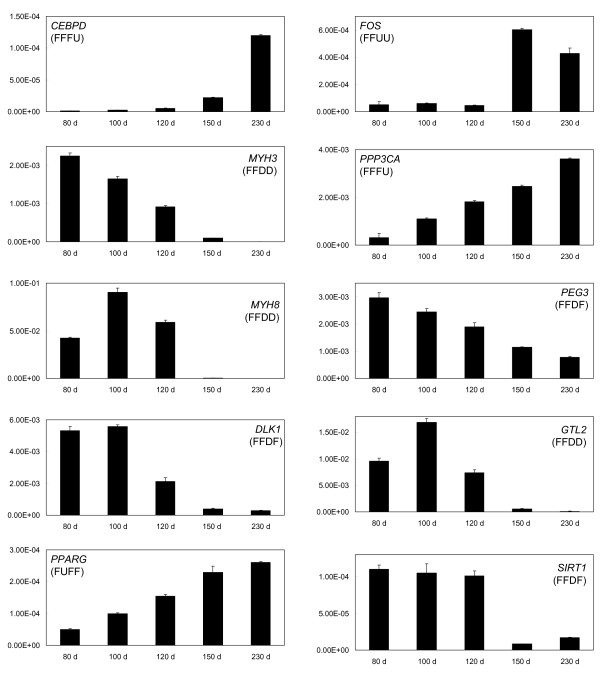
**qRT-PCR expression patterns for selected genes from the microarray gene expression clusters**. The mRNA expression patterns of selected genes from the major gene expression clusters were also measured by qRT-PCR. The expression levels are expressed as mean normalised expression (MNE) values relative to the reference gene, 18S RNA. The corresponding gene expression cluster derived from microarray data is shown in brackets. Fetal samples at 80, 100 and 120 days of development and postnatal samples at 150 d and 230 d of development are shown. The result for each gene shows the mean (n = 3) while the error bar denotes 1 S.D.

**Figure 4:**
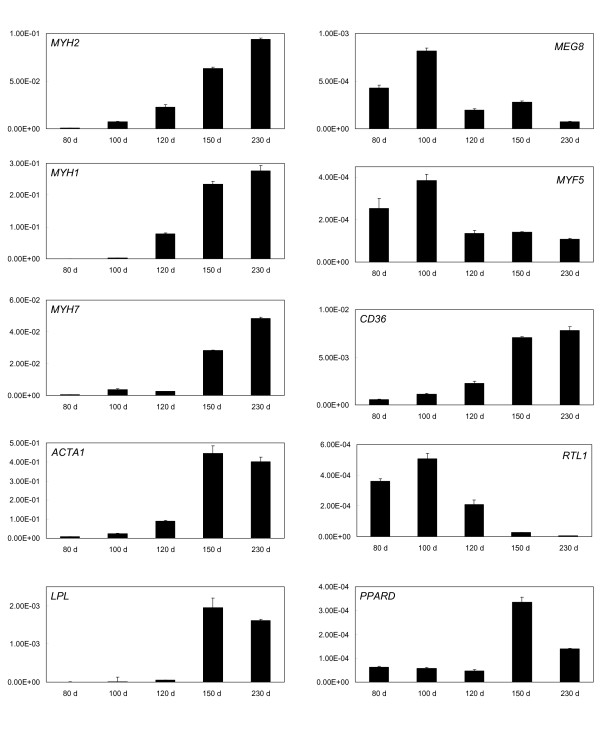
**qRT-PCR expression patterns for selected genes not represented or not reporting on the microarray**. The mRNA expression patterns of genes that were not represented or not reporting on the microarray were measured by qRT-PCR. The expression levels were expressed as mean normalised expression (MNE) values relative to 18S RNA. Fetal samples at 80, 100 and 120 days of development and postnatal samples at 150 d and 230 d of development are shown. The result for each gene shows the mean (n = 3), while the error bar denotes 1 S.D.

Of particular note are the skeletal muscle structural proteins α-actin (*ACTA1*) and a number of myosin heavy chain genes, *MYH1, MYH2, MYH3*, *MYH7*, and *MYH8*. 

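MYH3, the embryonic myosin heavy chain, had a signal of 13500 ± 2840 (SD, n = 3) at 80 d, 10800 ± 2090 at 120 d and 4520 ± 4180 at 150 d. The log2 fold change between 120 d and 150 d was -1.66 (standard error 0.52, adjusted p = 0.036), which did not pass 0.01, but passed without 150 d replicate 2 (-2.39). By 230 d it had fallen to 108 ± 39.5, a log2 fold change of -5.04 (adjusted p = 0.00028). MYH8 was at 132 ± 64.6 at 230 d, and its log2 fold change after 150 d was -3.27 (adjusted p = 0.013), which passed without 150 d replicate 3 (-4.06). Of 12 measured embryonic and fetal muscle isoforms, 2 fell and none rose between 120 d and 150 d (camera, adjusted p = 0.0455, and adjusted p = 0.157 with an estimated correlation), and 2 fell when adjusted over the list alone. The median of this list was -0.51. Its call was lost without 120 d replicate 1 or 2 and without 150 d replicate 1 or 3 (medians -0.42, -0.55, -0.83 and -0.62). Between 150 d and 230 d 3 of the 12 fell (4 adjusted over the list alone; camera, adjusted p = 0.00466, and adjusted p = 0.13 with an estimated correlation).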

Fetal and embryonic myosin heavy chain genes (*MYH8 *and *MYH3*, respectively) reflected their names in that both were strongly down-regulated during the fetal to new-born transition between 120 d and 150 d of development, and both were present in the FFDD cluster. In terms of absolute expression, *MYH8 *was generally more prevalent than *MYH3*. Three 'adult' myosin heavy chain genes, *MYH7, MYH2 *and *MYH1*, showed a reciprocal pattern to the *MYH8 *and *MYH3 *pair, in that the former group was strongly up-regulated in the postnatal samples. These three genes characterize type I (slow oxidative), type IIa (fast oxidative/glycolytic) and type IIx (intermediate between types IIa and IIb (fast glycolytic)) skeletal muscle fibres, respectively. Concomitant with these changes is a strong postnatal increase in α-actin expression.

Gene ontology (GO) analyses were performed using the DAVID functional analysis tool to identify GO terms as well as pathways and keywords that were significantly over-represented (p < 0.05; Benjamini correction for multiple testing) in specific gene expression clusters [9,10]. DAVID was then used to group significantly enriched terms into *functional annotation clusters *(hereafter referred to as *Functional Groups*) (summarized in Additional file 2 with the full analysis listed in Additional file 3). This process provided a higher level perspective of the enriched functions associated with each gene expression cluster.

The dominant FFUF and FFDF clusters, representing genes that were differentially expressed between late fetal development and birth, were characterized by highly significant changes in many GO terms, however there were marked differences between these two clusters. The FFUF cluster contained 15 functional groups. Functional Groups 1-7 were directly associated with mitochondrial structure or function and all were highly significant. For example, Functional Group 1 in the FFUF cluster contained 39 terms which were largely associated with mitochondrial structure, while Functional Group 3 was enriched for terms associated with the TCA (tricarboxylic) cycle and Function Group 7 was enriched for terms associated with oxidative metabolism. Thus, there were strong indications that the transition between late fetal development and birth corresponded with enhanced mitochondrial function, which could be due to enhanced mitochondrial number, size or activity. 

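Subunits of the respiratory chain rose together between 120 d and 150 d. Of 37 measured complex I subunits, 31 rose and none fell (33 adjusted over the list alone), with a median log2 fold change of 1.56 relative to all genes (camera, adjusted p = 6.42e-25, and adjusted p = 0.0189 with an estimated correlation). NDUFV3 rose from 291 ± 38.1 (SD, n = 3) to 1790 ± 359 (SD, n = 3), a log2 fold change of 2.61 (standard error 0.28, adjusted p = 9.3e-05), and NDUFB9 from 1580 ± 250 to 6910 ± 648 (log2 fold change 2.13, adjusted p = 4.3e-05). Complexes II, III and IV had 17 of 25 subunits higher and none lower (21 adjusted over the list alone; camera, adjusted p = 4.64e-13, and adjusted p = 0.0277 with an estimated correlation), among them UQCRQ at 2.37 and COX7A1 at 1.71. For ATP synthase, 13 of 16 subunits rose and none fell (15 adjusted over the list alone; camera, adjusted p = 1.13e-11, and adjusted p = 0.0583 with an estimated correlation), and ATP5MC1 went from 3600 ± 862 to 15500 ± 2840. In the TCA cycle and pyruvate dehydrogenase, 16 of 20 genes rose and none fell (17 adjusted over the list alone; camera, adjusted p = 4.64e-14, and adjusted p = 0.00977 with an estimated correlation). SUCLA2, a subunit of succinyl-CoA synthetase, rose from 928 ± 186 to 5580 ± 710 (log2 fold change 2.60, adjusted p = 9e-04), and IDH2, the mitochondrial isocitrate dehydrogenase, had a log2 fold change of 2.19 (adjusted p = 0.00025). Between 100 d and 120 d the TCA list already stood higher by a median of 0.62, with no single member past the test (camera, adjusted p = 1.28e-10, and adjusted p = 0.0298 with an estimated correlation). From 150 d to 230 d no member of it passed (1 lower adjusted over the list alone; camera, adjusted p = 0.704). Complex I then stood lower by a median of -0.24, with 1 member lower and none higher (2 and 0 adjusted over the list alone, camera, adjusted p = 0.0226, and adjusted p = 0.556 with an estimated correlation). The call of the complex I list was lost without 150 d replicate 1 (-0.13) or 230 d replicate 1 (-0.14). Its 1 lower member was NDUFA5 (log2 fold change -1.22, with -0.04 and -0.3 for its other probe sets). The call of NDUFA5 was lost in 14 of 15 runs that left out 1 array, with log2 fold changes of -1.44 to -0.99.

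**Figure D3:**
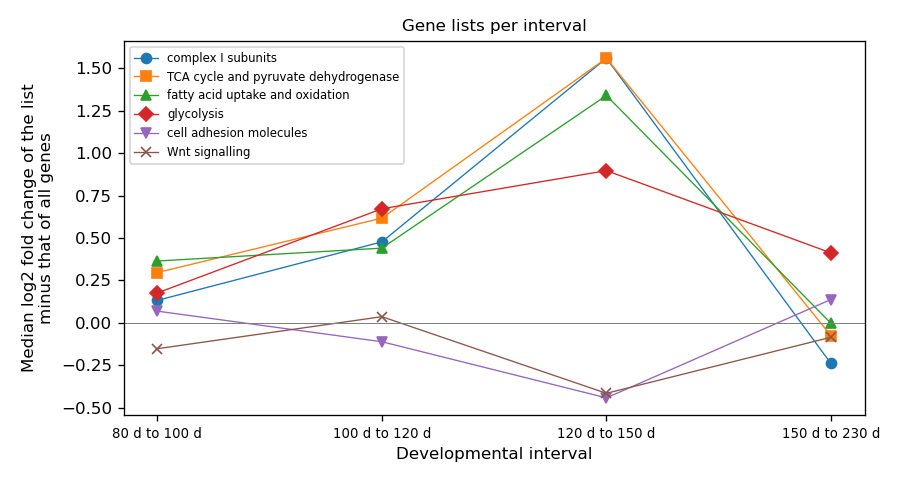
Median log2 fold change of 6 gene lists, minus the median of all genes, in the 4 intervals between the stages. For complex I the value is 1.56 between 120 d and 150 d.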

The genes *TOMM70A*, *TOMM40 *and *TOMM34 *were present in this cluster. They encode structural proteins located in the outer mitochondrial membrane and are involved in the translocation of proteins into the mitochondria. These three mitochondrial genes were up-regulated 2.1, 2.34 and 2.56 fold, respectively in the contrast between the fetal 120 d and postnatal 150 d samples, thereby suggesting an increased size and/or number of mitochondria. 

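TOMM40, the channel of the outer membrane translocase, rose from 181 ± 47 (SD, n = 3) at 120 d to 421 ± 91 (SD, n = 3) at 150 d, which is 2.34-fold (log2 fold change 1.22, standard error 0.27, adjusted p = 0.0061). TOMM70, a receptor of the translocase named TOMM70A in the paper, rose from 894 ± 160 to 1720 ± 136, or 1.95-fold (adjusted p = 0.004). Another probe set of it gave 1.07 on the log2 scale (adjusted p = 0.021). TOMM34 was at 66 ± 19.4 and 77.2 ± 73.7, with a log2 fold change of -0.24 (standard error 0.59, adjusted p = 0.81). Its second probe set gave 1.35 (adjusted p = 0.15) at a mean signal of 32.1, under the minimum of 50. Of 27 measured genes of mitochondrial protein import, 10 rose, none fell and 17 did not pass (16 higher adjusted over the list alone; camera, adjusted p = 6.94e-10, and adjusted p = 0.024 with an estimated correlation), with a median of 1.02. From 150 d to 230 d the list stood lower by -0.32 with no member called (1 lower adjusted over the list alone, camera, adjusted p = 0.00858, and adjusted p = 0.309 with an estimated correlation), a call lost without 150 d replicate 2 (-0.16). The call of TOMM40 was lost without 120 d replicate 1 or 3 and 150 d replicate 2 or 3 (1.20, 1.05, 1.05 and 1.29), and that of TOMM70 without 120 d replicate 1 or 2 and 150 d replicate 1 or 2 (0.81, 1.00, 0.91 and 0.94).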

The remaining functional groups primarily related to aspects of metabolism and in several cases indirectly reflected mitochondrial function (e.g. Functional Groups 8 and 13). 

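GOT2, the mitochondrial aspartate aminotransferase, rose from 714 ± 322 (SD, n = 3) at 120 d to 5890 ± 1130 (SD, n = 3) at 150 d, a log2 fold change of 3.12 (standard error 0.29, adjusted p = 4e-05). SARS1, seryl-tRNA synthetase, rose from 391 ± 233 to 3300 ± 1470 (SD, n = 3 each; log2 fold change 3.14, adjusted p = 0.00081). AARS1, alanyl-tRNA synthetase, rose from 518 ± 65.1 to 1440 ± 425 (log2 fold change 1.44, adjusted p = 0.00095). ALAS1, which condenses glycine in the first step of heme synthesis, had a log2 fold change of 2.03 (adjusted p = 0.00095). Of 15 measured cytosolic aminoacyl-tRNA synthetases, 3 rose and none fell (3 adjusted over the list alone), with a median of 0.71 (camera, adjusted p = 0.00202, and adjusted p = 0.088 with an estimated correlation). In the list of serine, glycine and amino acid synthesis, 10 of 37 genes rose, 1 fell and 26 did not pass (14 and 2 adjusted over the list alone), with a median of 0.78 (camera, adjusted p = 0.000305, and adjusted p = 0.0177 with an estimated correlation).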

Functional Group 15 represented terms linked with amino acid metabolism, suggesting an emphasis on protein synthesis. Three Kegg pathways were over-represented in the FFUF cluster: *Oxidative metabolism *(Functional Group 1); *Citrate cycle (TCA cycle) *(Functional Group 3) and *Phenylalanine, tyrosine and tryptophan biosynthesis *(Functional Group 15). The first two pathways related to mitochondrial function and together suggested that energy production and conversion were the major themes of this cluster. Although the FFUF and FFDF gene expression clusters were associated with several GO terms linked to skeletal muscle structure and function, these were not significant after correction for multiple testing. The under-representation of skeletal muscle genes on the microarray and in some instances its inability to discriminate between gene family members may have contributed to this outcome.

The FFDF cluster by contrast, was characterized by 22 functional groups but none was related to mitochondrial function. There was also greater diversity in the functional groups associated with the FFDF cluster. Several functional groups involved aspects of development, morphogenesis and differentiation (Functional Groups 3, 4, 12, 17, 21, 22) suggesting that these processes were concluding during the fetal to postpartum transition. 

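Of 30 measured genes of neuron development, 10 fell between 120 d and 150 d, none rose and 20 did not pass (13 lower adjusted over the list alone). The list's median was -0.65 relative to all genes (camera, adjusted p = 6.46e-05, and adjusted p = 0.0429 with an estimated correlation). SEMA6A, a semaphorin of axon guidance, fell from 276 ± 12.1 (SD, n = 3) to 67.8 ± 29.6 (SD, n = 3), a log2 fold change of -2.11 (standard error 0.30, adjusted p = 0.00054), with -0.64 for its other probe set. NES, the intermediate filament nestin, fell from 2690 ± 1540 to 634 ± 325 (log2 fold change -2.10, adjusted p = 0.0087, with -1.15 for another probe set), and EFNB1, an ephrin, from 197 ± 38.2 to 61 ± 37.5 (log2 fold change -1.90, adjusted p = 0.0089). The calls of NES and EFNB1 were each lost in 12 of 15 runs that left out 1 array, with log2 fold changes over all 15 runs of -2.53 to -1.55 and -2.36 to -1.33. Among 6 measured markers of Schwann cells and nerve, 1 fell (S100B, -1.56, adjusted p = 0.00074) and 1 rose (CRYAB, 2.14, adjusted p = 0.0072, call lost in 12 of 15 runs that left out 1 array, 1.74 to 2.67), which is also in the list of heat shock proteins. Their median was -0.68, and the list did not pass (camera, adjusted p = 0.534; the same numbers adjusted over the list alone).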

Functional Groups 3 and 4 contained terms linked to neurogenesis, which may correspond with completion of the muscle innervation process that began with secondary myotube formation [11]. 

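GPC3, a glypican of the cell surface, fell from 3380 ± 328 (SD, n = 3) at 120 d to 761 ± 96.5 (SD, n = 3) at 150 d, a log2 fold change of -2.16 (standard error 0.18, adjusted p = 2.5e-05). VCAN, the proteoglycan versican, fell from 675 ± 148 to 157 ± 31.1, and ASPN, asporin, from 1440 ± 154 to 348 ± 84.3 (SD, n = 3 each; log2 fold changes -2.10 and -2.07, adjusted p = 6.6e-05 and 0.00012). Another probe set of VCAN gave -1.07. In the list of non-collagen extracellular matrix, 10 of 41 genes fell and none rose (16 adjusted over the list alone), with a median of -0.73 (camera, adjusted p = 5.4e-07, and adjusted p = 0.088 with an estimated correlation). COL21A1, a fibril-associated collagen, fell from 1120 ± 202 to 183 ± 36.3 (log2 fold change -2.61, adjusted p = 4e-05), and COL15A1, a basement membrane collagen, by 1.59 on the log2 scale (adjusted p = 0.00071). Of 28 collagens and collagen processing genes, 3 fell and none rose (3 adjusted over the list alone), with a median of -0.41 (camera, adjusted p = 0.00139, and adjusted p = 0.158 with an estimated correlation). Markers of endothelium, another cell type of muscle, moved the same way over this interval, with 6 of 17 lower and none higher (8 adjusted over the list alone; camera, adjusted p = 0.000205, and adjusted p = 0.128 with an estimated correlation). The markers of fibroblasts and tendon had 1 of 12 lower (1 adjusted over the list alone) and did not pass as a list (camera, adjusted p = 0.0756), except without 120 d replicate 1 or 150 d replicate 3 (medians -0.44 each).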

The FFDF cluster was also associated with several functional groups suggesting completion of tissue remodeling as these groups contained terms associated with the extracellular matrix, cytoskeleton and transmembrane receptors (Functional Groups 2, 5-8, 10, 11, 14, 15 and 22). (The related FFDU cluster contained a similar functional group encompassing aspects of cell adhesion.) Other distinctive functional groups contained terms associated with cell signaling (Functional Groups 1, 6, 9, 13, 18, 19 and 23) and transcriptional regulation (Functional Group 16). Indeed, postnatal down-regulation of the expression of a number of promyogenic transcription factors (*PAX7*, *MYF5*, *MYOD*, *MYOG *and *MEF2A*) in similar samples has previously been reported [12]. 

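CDH11, a cadherin, fell from 900 ± 28.7 (SD, n = 3) at 120 d to 212 ± 38 (SD, n = 3) at 150 d, a log2 fold change of -2.10 (standard error 0.19, adjusted p = 3.7e-05). JAM3, a junctional adhesion molecule, fell from 291 ± 46.8 to 99.7 ± 27.2 (log2 fold change -1.56, adjusted p = 0.0013), with -0.15 for its other probe set. Of 36 measured cell adhesion molecules, 12 fell, none rose and 24 did not pass (13 lower adjusted over the list alone), with a median of -0.44 (camera, adjusted p = 0.00019, and adjusted p = 0.128 with an estimated correlation). Endothelial markers, which share PECAM1 with this list, also stood lower, by a median of -0.75 with 6 of 17 called (camera, adjusted p = 0.000205, and adjusted p = 0.128 with an estimated correlation). A change in the share of endothelium was not separated from a change within cells. In Wnt signalling, CSNK2A2, a catalytic subunit of casein kinase, fell from 779 ± 32.7 to 307 ± 31.1 (log2 fold change -1.35, adjusted p = 0.00017), although another of its probe sets stood at -0.09. TCF7L2, a transcription factor of the pathway, fell from 359 ± 70.3 to 151 ± 48.7 (log2 fold change -1.28, adjusted p = 0.0038). Its call was lost without 120 d replicate 2 or 3 and 150 d replicate 1 or 2 (-1.18, -1.20, -1.04 and -1.28). Of 48 Wnt signalling genes 4 fell and none rose (8 lower and 1 higher adjusted over the list alone), with a median of -0.42 (camera, adjusted p = 0.0344, and adjusted p = 0.088 with an estimated correlation). This list no longer passed without 150 d replicate 2 (median -0.33), with the stricter filter on low signals (-0.39) or with the mean of all probe sets of a gene (-0.48).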

Two Kegg pathways were associated with the FFDF cluster: *Cell adhesion molecules *and *Wnt signaling pathway*. Although the FFUF cluster showed strong evidence for enhanced mitochondrial oxidative activity, the FFDF cluster showed no corresponding enrichment for glycolytic metabolism. Thus, the acquisition of enhanced oxidative capacity between the 120 d fetal time point and the postpartum sample (150 d) required continued maintenance of glycolytic function.

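GPI, glucose-6-phosphate isomerase, rose from 3690 ± 1090 (SD, n = 3) at 120 d to 13200 ± 3390 (SD, n = 3) at 150 d, a log2 fold change of 1.85 (standard error 0.23, adjusted p = 0.00023). PGK1, phosphoglycerate kinase, rose from 1760 ± 730 to 10800 ± 5320 (log2 fold change 2.59, adjusted p = 0.0028), and PFKFB4, a regulator of phosphofructokinase, from 41.8 ± 12.5 to 264 ± 61 (log2 fold change 2.67, adjusted p = 0.0052, at least 5.17-fold against the minimum of 50). Of 23 measured glycolysis genes, 8 rose, none fell and 15 did not pass (11 higher adjusted over the list alone). Their median was 0.90 relative to all genes (camera, adjusted p = 1.51e-06, and adjusted p = 0.0538 with an estimated correlation). From 150 d to 230 d 1 of them rose and 2 fell (the same numbers adjusted over the list alone), and the list did not pass (camera, adjusted p = 0.512). The call of PGK1 was lost without 120 d replicate 1 and 150 d replicate 2 or 3 (2.19, 2.54 and 2.23), and that of PFKFB4 without any 120 d array or 150 d replicate 1 or 2 (2.47, 2.65, 2.90, 2.54 and 2.59).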

The FFFU cluster contained four functional groups, all of which were related to transcriptional regulation, while three of the four also contained terms relating to transcriptional control of metabolic processes. 

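CEBPB, a leucine zipper transcription factor, was at 94.8 ± 2.71 (SD, n = 3) at 120 d and rose from 298 ± 42.3 at 150 d to 999 ± 412 at 230 d (SD, n = 3 each), a log2 fold change of 1.66 over the latter interval (standard error 0.31, adjusted p = 0.008), with 1.38 for another probe set. EPAS1, a hypoxia-inducible factor, rose from 301 ± 25.6 to 606 ± 149 (log2 fold change 0.99, adjusted p = 0.0088). Of 47 measured basic helix-loop-helix and leucine zipper regulators, 3 rose between 150 d and 230 d, 1 fell and 43 did not pass (8 and 2 adjusted over the list alone), with a median of 0.46. The list as a whole stood higher (camera, adjusted p = 0.00496, and adjusted p = 0.13 with an estimated correlation). Of the matched genes in the study's FFFU list 87.1% had a positive log2 fold change and 16.5% passed, on a list drawn from the same arrays and so not independent evidence. The calls of CEBPB and EPAS1 in this interval were lost in 13 and 15 of 15 runs that left out 1 array, with log2 fold changes of 1.38 to 2.02 and 0.79 to 1.09.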

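PSAT1, phosphoserine aminotransferase, rose from 136 ± 12.4 (SD, n = 3) at 120 d to 3910 ± 3990 (SD, n = 3) at 150 d and fell to 59.7 ± 8.01 (SD, n = 3) at 230 d. The log2 fold changes were 4.21 (standard error 0.62, adjusted p = 0.00059) and -5.39 (standard error 0.62, adjusted p = 0.00055). PSPH, phosphoserine phosphatase and the next enzyme of serine synthesis, rose from 105 ± 5.39 to 1640 ± 1420 and fell to 143 ± 37.1 (log2 fold changes 3.6 and -3.18, adjusted p = 0.00032 and 0.0026). A second probe set of PSPH gave 2.48 and -2.36, and the fall was not called without 230 d replicate 3 (-3.01). The list of serine, glycine and amino acid synthesis, with 37 measured genes, stood lower at 230 d than at 150 d by a median of -0.59, with 4 genes lower and 1 higher (8 and 4 adjusted over the list alone; camera, adjusted p = 0.00858, and adjusted p = 0.125 with an estimated correlation).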

The FFUD cluster, representing transient changes around birth, contained two functional groups involving aspects of nucleotide binding and amino acid metabolism as well as one Kegg pathway (*Glycine, serine and threonine metabolism*). Immune response was a major theme in one of the two functional groups in the FUFF cluster. 

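Of 27 measured genes of antigen presentation and interferon, none was higher or lower at 120 d than at 100 d (0 adjusted over the list alone), and the list's median was -0.04 relative to all genes (camera, adjusted p = 0.243). For 36 cytokines and cytokine receptors the median was 0.04 (camera, adjusted p = 0.678), again with none past the test. Complement and acute phase genes had a median of 0.32 and did not pass (0 of 16 called and 1 higher adjusted over the list alone, camera, adjusted p = 0.0752), but were called without 100 d replicate 1 (0.53) or 120 d replicate 2 (0.39). C3, a complement component and a member of the study's FUFF list, went from 259 ± 55 (SD, n = 3) to 698 ± 218 (SD, n = 3), which is 2.64-fold (log2 fold change 1.40, adjusted p = 0.032), with -0.04 for another probe set. The limma test over the interval had 1191 probe sets at an unadjusted p under 0.05. Of 34 matched genes in the study's FUFF list, which was drawn from the same arrays and is not independent evidence, 30 (88.2%) had a positive log2 fold change between 100 d and 120 d and none passed.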

The second functional group in this cluster broadly related to extracellular glycoproteins. The UFFF cluster (up-regulated between 80 and 100 d of fetal development) was the only other cluster containing significant functional groups. 

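CCL21, a chemokine of lymphatic endothelium, rose from 66.1 ± 15.6 (SD, n = 3) at 80 d to 303 ± 50.8 (SD, n = 3) at 100 d, a log2 fold change of 2.21 (standard error 0.31, adjusted p = 0.0091). The call was lost in 13 of 15 runs that left out 1 array, with log2 fold changes of 2.08 to 2.39. Of 27 genes of antigen presentation and interferon, the median was 0.70 higher at 100 d relative to all genes, with no member past the test and 7 adjusted over the list alone (camera, adjusted p = 1.73e-09, and adjusted p = 0.0772 with an estimated correlation). Endothelial markers, 17 in number, stood higher by a median of 0.52 without a single call (camera, adjusted p = 2.02e-05, and adjusted p = 0.16 with an estimated correlation). For 36 measured cell adhesion molecules the median was 0.07 (camera, adjusted p = 0.745) and for 41 genes of the non-collagen extracellular matrix 0.05 (camera, adjusted p = 0.808). The list of 36 cytokines and cytokine receptors, with CCL21 as its 1 called member, had a median of 0.09. It did not pass either (camera, adjusted p = 0.557). Among 68 matched genes of the study's UFFF list, which was drawn from the same arrays and is not independent evidence, 54 (79.4%) had a positive log2 fold change and 1 passed.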

Three of the four functional groups in this cluster involved aspects of cell adhesion indicating that this theme temporally preceded the tissue remodeling theme present in the FFDF cluster. Two Kegg pathways were present in the UFFF cluster: *Cell adhesion molecules *and *Cytokine-cytokine receptor interaction*. The former is also present in the FFDF cluster while the latter overlaps with immune response terms enriched in the closely related FUFF cluster.

### Changes in LD skeletal muscle oxidative activity during development

The GO, keyword and pathway analyses for the genes in the FFUF cluster strongly suggested that there was a large change in the oxidative capacity of LD skeletal muscle during the late fetal to postpartum transition. This prediction was experimentally examined using sections of muscle samples stained with nicotinamide adenine dinucleotide-nitro-blue tetrazolium reductase (NADH-TR), a stain for oxidative fibres [13]. Examples of the staining patterns in the 120 d fetal sample and a sample at 230 d (young immature lamb) are shown in figure 5(a). The latter sample has larger fibres and a greater proportion of darkly stained oxidative fibres. Figure 5(b) shows the mean greyscale frequency distribution (n = 3) for each of the developmental samples. A larger greyscale value indicates stronger staining intensity and therefore higher oxidative capacity. There was a marked difference between the fetal and postnatal samples, which was consistent with the gene expression analysis. Compared with the two postnatal samples, the three fetal samples were characterised by relatively low greyscale values, indicative of less abundant oxidative fibre contents. Moreover, the fetal frequency peaks were relatively sharp, which infers that the fetal muscles at these three time points were relatively homogeneous in their oxidative capacities compared with the postnatal samples. The higher intensity edges of the fetal 100 d and 120 d peaks showed extensions toward higher oxidative capacity compared with the fetal 80 d sample. Thus, fetal development showed progressive increase in muscle oxidative capacity. The postpartum (150 d) and young immature lamb (230 d) peaks were very different from the fetal samples in that the frequency profiles of the former two samples were markedly shifted toward higher staining intensities and the peaks were relatively broad and asymmetrical. These results are consistent with a gain in overall oxidative capacity and greater heterogeneity in muscle fibre oxidative status in the postnatal samples. The 150 d sample showed a greater shift toward higher greyscale values compared with the 230 d postnatal sample and hence there presumably was a greater proportion of oxidative fibres at birth relative to the young lamb (230 d) sample.

**Figure 5:**
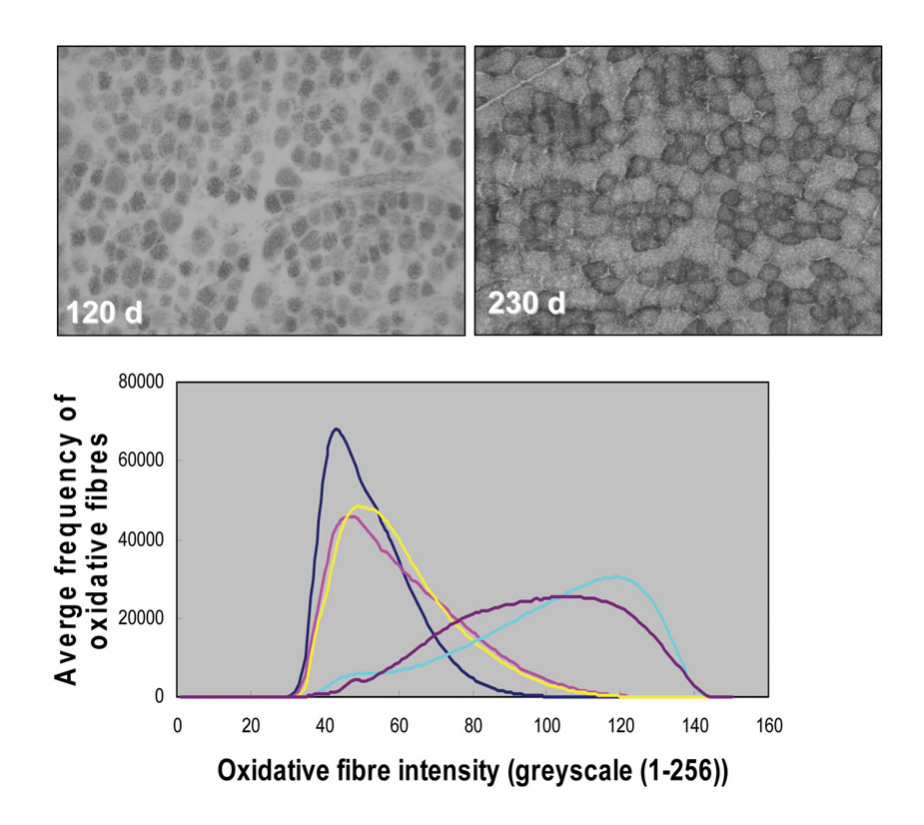
**Muscle fibre type histochemistry showing the frequency of oxidative fibres in samples across the developmental period**. NADH-Tr histochemistry was used to identify oxidative fibres in sections of LD muscles from animals sampled at 80, 100, 120, 150 and 230 days of development (n = 3 at each developmental stage). (a) Examples of histochemical staining patterns in a 120 d fetal sample (left panel) and a sample taken at 230 d of development (young immature lamb) (right panel). (b) A series of random grey-scale images was collected from each section and converted to pixel grayscale intensity values. The average frequency across the images from each sample was calculated and the mean for the three animals at each developmental time was then graphed. Greater pixel intensity corresponded with increased staining and therefore higher oxidative activity. The developmental times are differentially colored: 80 d (black); 120 d (yellow); 100 d (red); 150 d (blue), and; 230 d (purple).

### Identification of conserved cis-regulatory motifs in gene expression clusters

Each gene expression cluster was examined for enrichment of conserved cis-acting regulatory motifs using the Molecular Signatures Database (MSigDB) [14]. This database included conserved gene-associated anonymous motifs in the human, mouse, rat and dog genomes [15] and also conserved gene-associated transcription factor binding sites as well as conserved miRNA recognition sites. The conserved anonymous motifs and transcription factor binding sites were restricted to a sequence window corresponding to 2 kb up-stream and 2 kb down-stream of the transcription start site while the conserved miRNA recognition sites were restricted to the 3' untranslated region of genes. Only the FFUF and FFDF clusters contained significantly over-represented cis-regulatory motifs after Bonferroni correction for multiple testing (Tables 2 and 3). In the FFUF cluster five motifs were over-represented. Two of these conserved motifs matched binding sites for the transcription factors estrogen-related receptor alpha (ESRRA) and estrogen receptor 1 (ESR1). Two related motifs corresponded with SP1 (splicing factor 1) recognition sites, while the last motif corresponded with MLLT7 (mixed-lineage leukemia translocated 7/FOXO4; Forkhead 4 transcription factor) sites. No anonymous conserved motifs or miRNA motifs were identified in this cluster. The FFDF cluster was enriched for 19 motifs, only one of which (MLLT7) was also identified in the FFUF cluster. Strikingly, 14 of the motifs in this cluster were conserved miRNA recognition sites. There were also two SOX9 motifs, one anonymous motif and an LEF1 (lymphoid enhancer-binding factor 1) motif.

**Table 2:** Enrichment of conserved cis-regulatory motifs for genes in the FFUF cluster^1^

Gene motif (number of genes)	Description	Genes in overlap	p-value^2^
TGACCTY_V$ERR1_Q2 (1081)	Genes with promoter regions [-2 kb, 2 kb] around transcription start site containing the motif TGACCTY which matches annotation for ESRRA: estrogen-related receptor alpha	76	1.08E-10
TGACCTTG_V$SF1_Q6 (258)	Genes with promoter regions [-2 kb, 2 kb] around transcription start site containing the motif TGRCCTTG which matches annotation for SF1: splicing factor 1	26	2.91E-7
V$SF1_Q6 (264)	Genes with promoter regions [-2 kb, 2 kb] around transcription start site containing the motif TGRCCTTG which matches annotation for SF1: splicing factor 1	25	1.49E-6
V$ER_Q6_02 (261)	Genes with promoter regions [-2 kb, 2 kb] around transcription start site containing the motif NAGGTCANNNY which matches annotation for ESR1: estrogen receptor 1	22	3.48E-5
TTGTTT_V$FOXO4_01 (2149)	Genes with promoter regions [-2 kb, 2 kb] around transcription start site containing the motif TTGTTT which matches annotation for MLLT7: myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila); translocated to, 7	43	4.31E-5

^1^The FFUF gene expression cluster was examined for enrichment of conserved cis-acting regulatory motifs by using the Molecular Signatures Database (MSigDB) and its associated analysis procedures [14]. The database contained motifs conserved in the human, mouse rat and dog genomes. The conserved transcription factor binding sites and anonymous conserved motifs were restricted to a sequence window corresponding to ± 2 kb of the transcription start site while the conserved miRNA recognition sites were restricted to the 3' untranslated region of the genes in this cluster.

^2^P-values are uncorrected for multiple testing and were calculated as described [14]. Only motifs with p-values < 0.05 after Bonferonni correction for multiple testing are shown.

**Table 3:** Enrichment of conserved cis-regulatory motifs for genes in the FFDF cluster^1^

Gene motif (number of genes)	Description	Genes in overlap	p-value^2^
CTTTGT_V$LEF1_Q (22036)	Genes with promoter regions [-2 kb, 2 kb] around transcription start site containing the motif CTTTGT which matches annotation for LEF1: lymphoid enhancer-binding factor 1	185	7.12E-11
TTTGTAG,MIR-520D (337)	Targets of MicroRNA TTTGTAG, MIR-520D	48	5.19E-09
GTACTGT,MIR-101 (257)	Targets of MicroRNA GTACTGT, MIR-101	38	7.22E-08
GTGCCAA,MIR-96 (304)	Targets of MicroRNA GTGCCAA,MIR-96	42	1.04E-07
ACCAAAG,MIR-9 (501)	Targets of MicroRNA ACCAAAG, MIR-9	59	1.05E-07
AACTTT_UNKNOWN (1963)	Genes with promoter regions [-2 kb, 2 kb] around transcription start site containing motif AACTTT. Motif does not match any known transcription factor	166	1.06E-07
CTTTGTA,MIR-52 (437)	Targets of MicroRNA CTTTGTA, MIR-524	52	4.17E-07
ACACTGG,MIR-199A,MIR-199B (160)	Targets of MicroRNA ACACTGG, MIR-199A, MIR-199B	26	1.29E-06
CATTGTYY_V$SOX9_B1 (370)	Genes with promoter regions [-2 kb, 2 kb] around transcription start site containing the motif CATTGTYY which matches annotation for SOX9: SRY (sex determining region Y)-box 9 (campomelic dysplasia, autosomal sex-reversal)	45	1.32E-06
CAGTATT,MIR-200B,MIR-200C,MIR-429 (470)	Targets of MicroRNA CAGTATT, MIR-200B, MIR-200C, MIR-429	53	1.60E-06
TGCCTTA,MIR-124A (556)	Targets of MicroRNA TGCCTTA, MIR-124A	59	2.91E-06
ATACTGT,MIR-144 (199)	Targets of MicroRNA ATACTGT, MIR-144	29	3.05E-06
ATATGCA,MIR-448 (212)	Targets of MicroRNA ATATGCA, MIR-448	30	3.77E-06
TGTTTAC,MIR-30A-5P,MIR-30C,MIR-30D,MIR-30B,MIR-30E-5P (582)	Targets of MicroRNA TGTTTAC, MIR-30A-5P, MIR-30C, MIR-30D, MIR-30B, MIR-30E-5P	60	5.75E-06
V$SOX9_B1 (241)	Genes with promoter regions [-2 kb, 2 kb] around transcription start site containing the motif NNNNAACAATRGNN which matches annotation for SOX9: SRY (sex determining region Y)-box 9 (campomelic dysplasia, autosomal sex-reversal)	32	6.91E-06
GTGCAAT,MIR-25,MIR-32,MIR-92,MIR-363,MIR-367 (311)	Targets of MicroRNA GTGCAAT, MIR-25, MIR-32, MIR-92, MIR-363, MIR-367	38	7.23E-06
TTGTTT_V$FOXO4_01 (2149)	Genes with promoter regions [-2 kb, 2 kb] around transcription start site containing the motif TTGTTT which matches annotation for MLLT7: myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila); translocated to, 7	168	8.87E-06
TGAGATT,MIR-216 (107)	Targets of MicroRNA TGAGATT, MIR-216	19	8.87E-06
GCACCTT,MIR-18A,MIR-18B (119)	Targets of MicroRNA GCACCTT, MIR-18A, MIR-18B	20	1.20E-05

^1^The FFDF gene expression cluster was examined for enrichment of conserved cis-acting regulatory motifs using the Molecular Signatures Database (MSigDB) [14]. The conserved transcription factor binding sites and anonymous conserved motifs were restricted to a sequence window corresponding to ± 2 kb of the transcription start site while the conserved miRNA recognition sites were restricted to the 3' untranslated regions of the genes in this cluster.

^2^P-values are uncorrected for multiple testing and were calculated as described [14]. Only motifs with p-values < 0.05 after Bonferonni correction for multiple testing are shown.

## Discussion

LD skeletal muscle development from the late fetal state to postnatal life was associated with a remarkable transition in the gene expression program, which probably underpinned major metabolic and structural changes. This transition is clearly preparing skeletal muscle for the immediate postnatal environment where the muscle contributes to locomotion and the maintenance of posture in response to gravity. The LD muscle is a large epaxial muscle lying along the thoracic and lumbar regions of the back and is involved in both of these functions. Strikingly, the range in gene expression levels is highly constrained in the sample taken just prior to birth (fetal 120 d) possibly indicating that transcriptional activity is minimized at this time in anticipation of the energy demands of birth.

Enhanced oxidative metabolism in postnatal LD skeletal muscle was strongly evident in the gene expression program and histological sections of the muscle. This is consistent with increased requirement for skeletal muscle fibre types that are fatigue resistant in the context of postnatal movement and support against gravity. Skeletal muscle oxidative fibres (type I and type IIa fibres) are known to have these attributes and are characterized by high mitochondrial content and a rich capillary supply [16]. Indeed, adult ruminant LD muscle contains a strong contribution from fast twitch oxidative fibres (type IIa fibres) [17]. Also consistent with this conclusion was the major transition in myosin heavy chain gene expression during the fetal to neonatal transition with strong postnatal up-regulation of *MYH7*, *MYH2 *and *MYH1*, which characterize type I slow twitch oxidative fibres, type IIa fast twitch oxidative fibres, and the predominant type IIx fast twitch oxidative-glycolytic fibres, respectively, and down-regulation of the fetal and embryonic myosin heavy chain genes (*MYH8 *and *MYH3*, respectively). Moreover, the postpartum change in the gene expression program in the FFUF cluster was strongly associated with many GO terms related to mitochondrial structure and function, including the TCA cycle, as well as enrichment of Kegg pathways for *oxidative phosphorylation *and *citrate (TCA) cycle*. The postpartum period involves separation of the newborn from the placental oxygen supply, the onset of lung activity and changes in the oxygen carrying capacity of blood. These major physiological events directly parallel the increased capacity for skeletal muscle oxidative metabolism suggested by the gene expression program during this time interval.

The late fetal to postnatal developmental transition in some species has been associated with major changes in muscle fibre type diameter and also expansion of the skeletal muscle in the axial direction, which was associated with the formation of new sarcomeres [18]. These changes are thought to occur in the absence of formation of new fibres. The histological staining for oxidative capacity indicated that there was greater diversity of muscle fibre types in the postnatal samples. Hence, the increased oxidative status of LD muscle during this period was most likely the result of enhanced metabolic capability, presumably the consequence of increased mitochondrial activity and/or number within type I, type IIa and to a lesser extent type IIx muscle fibres. The developmental transition between 120 d (late fetal developmental) and 150 d (3 d post-partum) needs to be further investigated at finer temporal resolution to ascertain whether the observed major gene expression changes occurred prior to birth, at birth or within the 1-3 days after birth. It is noteworthy that the large changes in gene expression between late fetal development (120 d) and the postnatal samples were often preceded by qualitatively similar, though much smaller changes, in the earlier developmental intervals suggesting that these changes were in preparation for the birth process.

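Of the 1789 probe sets that changed between 120 d and 150 d, 49.5% had moved the same way between 80 d and 100 d, an interval that shares no array with the later one. The share was 54% for those that later rose and 46.5% for those that later fell. Unchanged groups gave 50.4% in 20 simulations (48.9% to 51.6%). Between 80 d and 120 d 61.1% had moved the same way, 68.3% of the later rises and 56.4% of the later falls, where unchanged groups that share the 120 d arrays gave 38.3% (36.4% to 40%). The median earlier change was 0.12 on the log2 scale in the later direction, against a median size of 1.34 between 120 d and 150 d. Between 100 d and 120 d complex I stood higher by a median of 0.48 (camera, adjusted p = 7.21e-18, and adjusted p = 0.0591 with an estimated correlation), with no single member called and 2 adjusted over the list alone.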

The gene expression clusters revealed many additional system-wide changes within LD skeletal muscle during the fetal to neonatal transition. In the FFDF cluster there was evidence for de-emphasis of restructuring of myofibres as reflected in the enriched Kegg pathways: *Cell adhesion molecules, ECM-receptor interaction, Focal adhesion, Adherins junction*, and *Tight junction*. These could reflect the finalization of muscle hypertrophy responses or fibre type changes [11]. The FFDF cluster also contained many GO terms relating to development as might be expected from the nature of the developmental time-course being examined. The *Wnt *pathway was over-represented in this cluster suggesting that its role is diminished in postpartum skeletal muscle. This evolutionary conserved pathway is involved intercellular communication underpinning many aspects of embryonic development including body axis specification, morphogenic signaling and axon guidance [19]. In skeletal muscle the *Wnt *pathway is also involved in signaling satellite cell proliferation during muscle cell regeneration [20,21]. Thus, the down-regulation of genes involved in this pathway within the FFDF cluster suggests the completion of muscle developmental processes dependent on satellite cell formation. There were also multiple GO terms relating to neuron development in this cluster. These could reflect the completion of the innervation process during fetal secondary and tertiary myotube formation as the obligatory precursor to muscle use in the postnatal environment.

The actual birth process was anticipated to be associated with transient increased synthesis of stress related genes. However, this was not evident in either the FFUD or FFDU gene expression clusters. 

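HSPB6, a small heat shock protein of muscle, rose from 457 ± 122 (SD, n = 3) at 120 d to 1830 ± 369 (SD, n = 3) at 150 d, a log2 fold change of 2.02 (standard error 0.34, adjusted p = 0.0013). DNAJA3, a mitochondrial chaperone, rose from 90 ± 8.75 to 331 ± 123 (log2 fold change 1.82, adjusted p = 0.00034). Of 33 measured heat shock proteins and chaperones, 10 rose and none fell (14 and 1 adjusted over the list alone), with a median of 0.86 (camera, adjusted p = 4.84e-06, and adjusted p = 0.209 with an estimated correlation). Between 150 d and 230 d 1 of them, DNAJA4, fell and none rose (1 adjusted over the list alone), with a median of -0.34 (camera, adjusted p = 0.0288, and adjusted p = 0.609 with an estimated correlation). That list's later call was lost without 150 d replicate 2 or 230 d replicate 2 (medians -0.14 and -0.31), and that of DNAJA4 in 12 of 15 runs that left out 1 array. The log2 fold change of DNAJA4 was -1.67, and -1.93 to -1.43 over all 15 runs. Among 26 immediate early genes, 2 rose and 1 fell between 120 d and 150 d, the same numbers adjusted over the list alone, and the list did not pass (camera, adjusted p = 0.478). Between 150 d and 230 d 4 of the 26 rose and 1 fell (7 and 3 adjusted over the list alone; camera, adjusted p = 0.00218, and adjusted p = 0.239 with an estimated correlation).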

One possibility is that the samples taken at 150 d corresponded to a period of 1-3 days post- partum and hence there may have been sufficient time for the muscle to recover from the stress of birth. Functional Group 12 of the FFUF cluster and Functional Group 2 of the related FUFF cluster contained stress response terms. 

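GLRX2, a mitochondrial glutaredoxin, rose from 221 ± 98.4 (SD, n = 3) at 120 d to 813 ± 36.7 (SD, n = 3) at 150 d, a log2 fold change of 1.96 (standard error 0.30, adjusted p = 0.00071). GPX3, a glutathione peroxidase, rose from 137 ± 23.5 to 547 ± 235 (log2 fold change 1.92, adjusted p = 0.00088). NQO1, a quinone reductase, rose from 137 ± 36.3 to 734 ± 449 (log2 fold change 2.28, adjusted p = 0.0021), a call lost without 120 d replicate 3 (2.16). In the list of antioxidant defence 11 of 31 genes rose, 1 fell and 19 did not pass (12 and 2 adjusted over the list alone), with a median of 0.83 (camera, adjusted p = 0.000564, and adjusted p = 0.0189 with an estimated correlation). Between 150 d and 230 d the median was 0.14 and the list did not pass (camera, adjusted p = 0.819), with 1 gene, GSTM3, higher and none lower (2 adjusted over the list alone). The log2 fold changes of GLRX2, GPX3 and NQO1 over that interval were -0.61, 1.38 and -0.71, none past the test (adjusted p = 0.24, 0.018 and 0.33). The call of GSTM3 (log2 fold change 1.83) was lost in 12 of 15 runs that left out 1 array, with log2 fold changes over all 15 runs of 1.40 to 2.14.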

In the former instance, there was up-regulation of stress responsive genes during the transition between late fetal development (120 d) and 1-3 days postpartum but these remained up-regulated even at 230 days of development (i.e. 83 days post-partum). Hence, it is unlikely that the enhanced expression of these genes was in response to the birth process itself. An alternative possibility is that these stress related genes present in the FFUF and FUFF clusters were coordinately up-regulated in parallel with the increased muscle oxidative capacity. The stress response genes may encode proteins that protect muscle cells from damage caused by the side effects of high levels of oxidative metabolism. The extremes of both hypoxia and hyperoxia are also known to cause transcriptional changes and therefore it is probable that enhanced oxidative metabolism during development directly regulated the transcription of some of the genes during this period [22,23].

There were also changes in the gene expression program between the two postnatal samples. These related to increased transcription of genes involved in transcriptional regulation of metabolic processes and therefore may indicate emphasis during this period on the adaption of skeletal muscle to the changing metabolic requirements of the immature lamb. The weaning age for lambs is 2-3 months. The metabolic processes changing between the new-born lamb (150 d) and the immature lamb (230 d i.e. 83 d postpartum) may have corresponded with adaptation to the nutritional transition between diets of milk and forage, and the associated establishment of rumen functions.

One caveat on the gene function analyses is that highly conserved bovine genes, especially those contributing to conserved metabolic functions and cellular structures, are more likely to have been annotated and have attributed Gene Ontology terms. Hence, there may be some bias in these analyses. The histological data provided independent confirmation of the increased emphasis on oxidative metabolism in the postnatal samples thereby providing confidence in the analysis strategy.

The mechanisms underpinning the large changes in gene expression during the fetal to postnatal transition are unclear but were likely triggered by hormonal changes. These mechanisms orchestrate coordinate changes in the expression of a large number of genes within the genome in a progressive hierarchical manner that has exquisite reproducibility, accuracy and robustness. One possibility is that hormonally triggered transcription factor cascades are involved, which ultimately result in coordinated changes in the transcription of a large number of target genes. This process enables cooperativity in the production of specialized functional units within a cell such as muscle fibre structures, mitochondria and metabolic circuits. Moreover, the process results in a high level of system control by hierarchical amplification of a small initial input signal. Consistent with this concept, analysis of cis-regulatory motifs associated with genes from the FFUF cluster identified over-representation of the estrogen receptor 1 (ESR1) and the estrogen related receptor alpha (ESRRA) motifs. The ovine placenta produces increasing amounts of estrogen during pregnancy with a substantial peak just prior to birth [24]. Thus, estrogen levels may be a primary means of coordinately altering the expression of a large number of genes during the fetal to newborn transition. To coordinate the gene expression changes it is speculated that a threshold level of estrogen is required to activate the estrogen receptors. 

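ESR1, the estrogen receptor alpha, had a signal of 39.6 ± 7.13 (SD, n = 3) at 80 d, 51.6 ± 18 at 100 d, 53.8 ± 16.2 at 120 d, 81.4 ± 27.6 at 150 d and 121 ± 28.7 at 230 d. The signal at the first 3 stages lay near the minimum of 50 used to keep a probe set. It was not called between 80 d and 100 d or between 100 d and 120 d (adjusted p = 0.9 and 0.99). No fold change is given for these intervals, since the geometric mean signal lay under 50 at 80 d and 100 d. None of its 4 intervals passed the test. Pattern UUFF held 3 probe sets, all of MYH1, the fast myosin heavy chain, and a gene singled out here after its values were seen. The first of them rose by 4.71 between 80 d and 100 d and by 2.06 between 100 d and 120 d on the log2 scale. The probe set of MYH1 with the highest signal, 1 of 8, gave 1.04 and 0.82 (adjusted p = 0.15 and 0.33) and was not called. Others gave 3.33, 3.24, -0.58 and -0.19 between 100 d and 120 d. Between 120 d and 150 d 2 of the 8 were called lower (-3.92 and -4.59, adjusted p = 0.0028 and 7.9e-05). The rest then gave 0.78 to 1.04 and did not pass.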

Notably, the *ESR1 *gene was present in the UUFF gene expression cluster and thus it was up-regulated early in the developmental period perhaps in preparation for its enhanced functional role in changing the expression of genes later in development just prior to birth in response to estrogen levels. The SP1 and MLLT7 (FOXO4) motifs enriched in this cluster are also interesting as the FOXO4 protein not only has characteristic DNA binding capability that regulates gene expression but it also directly binds SP1, which probably has a co-activator role [25]. Moreover, motifs for these two transcription factors co-occur with estrogen receptor motifs in the promoters of genes whose transcription is subject to control by estrogen [26]. In addition, both FOXO4 and SP1 have been strongly implicated in the regulation of gene transcription initiated by insulin in skeletal muscle [27]. Thus, it is likely that these three transcription factors act in concert with the estrogen receptors to help orchestrate large estrogen-induced gene expression changes in the FFUF cluster.

The situation in the FFDF cluster is not as clear as it is dominated by miRNA motifs thereby suggesting post-transcriptional regulatory mechanisms. The potential roles of miRNA in this cluster require further investigation to ascertain whether they are spatially and temporally expressed with their putative target transcripts and whether the miRNA affect the transcription levels of their target genes. The over-representation of the Wnt signalling pathway in the FFDF gene expression cluster and the enrichment of the LEF1 transcription factor binding site motif in these genes is consistent with previous studies indicating that LEF1 is a down-stream target in the Wnt pathway [28]. This suggests that decreased Wnt signalling led to reduced LEF1 mediated gene transcription during this developmental period. SOX9 motifs were also over-represented in this cluster. Consistent with this, SOX9 has been implicated as a negative regulator of expression of sarcoglycan, a skeletal muscle structural protein [29]. Collectively, there is strong evidence for the involvement of these transcription factors in regulating muscle development.

## Conclusions

In conclusion, this study has demonstrated that there is a major change in the gene expression program in skeletal muscle during the fetal to postnatal developmental transition. Enhanced mitochondrial function during the transition from the late fetal state to the postpartum state is probably regulated by estrogen acting via a number of transcription factors. The enhanced oxidative capacity of the muscle reflects new functional demands on the muscle and the radically different nature of the primary energy and oxygen supplies in the newborn animal.

## Methods

### Biological samples

Sheep used in this experiment were bred from a research flock of Dorset/Suffolk/Rambouillet cross-bred sheep raised at Utah State University and cared for and euthanased for sample collection in accordance with the animal ethics guidelines of Utah State University (Utah, USA). *Longissimus dorsi *(LD) skeletal muscle samples were taken from fetal lambs at 80 days (three males), 100 days (two males and one female) and 120 days (two males and one female) of gestation, newborn lambs 1 to 3 days postpartum (i.e. 150 days of development; three males) and young immature lambs at 12 weeks of age (230 days of development; three males). LD muscle was dissected from each animal at a pre-determined site within 15 minutes of euthanasia, snap frozen under liquid nitrogen and stored at -80°C.

### Muscle fibre characterisation

LD muscle samples were mounted onto cork blocks using Tragacanth Gum (5% w/v) in a transverse orientation and snap frozen in liquid nitrogen quenched isopentane. Frozen blocks were stored at -80°C until required for analysis. Serial 8 μm sections were collected onto room temperature slides. The orientation of each block was confirmed as transverse by hematoxylin and eosin staining. Slides were stored at -20°C until required for staining. LD muscle sections were stained with nicotinamide adenine dinucleotide-nitro-blue tetrazolium reductase (NADH-TR), a stain for oxidative fibres, to screen for changes in oxidative capacity in the muscle samples as a function of development [13]. The sections were incubated in NADH-TR (1:1) solution in 0.05 M Tris-HCl pH 7.6 for 30 min at 37°C, followed by three water washes and three exchanges with increasing (30, 60, and 90% vol/vol) and then decreasing acetone solutions (30 s each). The slides were rinsed with water and mounted with polyvinyl acetate (PVA) aqueous mounting media. The staining highlights oxidative fibres, which primarily includes both slow oxidative (type I fibres) and fast oxidative/glycolytic fibres (type IIa fibres). Digital images were collected using an Olympus BX60 and a SPOT RT CCD camera. A series random grey-scale images was collected from each section at 400× magnification. Collection proceeded until ten images were collected with transverse fibres filling the entire image area. All images were collected in 8-bit grey-scales and saved in Tiff file format using SPOT Advanced software (Diagnostic Instruments, Sterling Heights, MI, USA). Pixel intensity histograms were generated using Image Pro Plus Version 4.1 (Media Cybernetics, Bethesda, MD, USA). For each image the frequency of each pixel (0-256) was collected. The average frequency across the images from each sample was calculated and the mean for the three animals at each developmental time point was then graphed. Greater pixel intensity corresponded with increased staining and therefore higher oxidative activity.

### RNA extraction

Total RNA was extracted from 4 g of LD muscle by pulverisation under liquid nitrogen followed by extraction using Trizol reagent (Invitrogen). Samples from three animals were extracted at each of the five developmental time points i.e. 80, 100, and 120 days of fetal development, 150 days of development (i.e. 1-3 days post-partum) and 230 days of development (i.e. 83 days post-partum). The extracted RNA was treated with DNase1 (Ambion), purified using an RNeasy Mini Kit (Qiagen) and finally subjected to on-column DNase1 treatment [7]. This process ensured removal of any traces of genomic DNA contamination. The RNA was quantified spectrophotometrically and its integrity validated by the OD_260_/OD_280 _absorption ratio (> 1.8) and by visualization on an agarose gel.

### Microarray transcript profiling

Gene expression analyses were performed using RNA isolated from ovine LD muscle samples at each developmental stage. Samples from three animals at each of the five developmental stages were accessed (Figure 1). Different animals were used at each developmental stage. The Bovine Genome Array Affymetrix GeneChip, (Affymetrix, Santa Clara, CA), containing 24,072 probe sets was employed, as previously described [6,7]. The target labelling, hybridisations, fluidics and chip scanning were performed by the Australian Genome Research Facility Ltd (The Walter and Eliza Hall Institute of Medical Research, Melbourne, Australia). All microarray images and quality control measurements were within recommended limits.

#### Microarray data processing

Previous studies indicated that the bovine Affymetrix microarray could be used for analysis of ovine gene expression although there was some minor data loss due to species specific sequence differences in the probe sets [6,7]. At present, there are several probe set algorithms available for analysis of microarray data. All of the algorithms, which include MAS5 (Microarray Suite), RMA (Robust Multichip Average), GC-RMA (Robust Multichip Average with adjustment for GC content of probes) and PLIER (Probe Logarithmic Intensity Error), have strengths and weaknesses, and none was designed to take advantage of the unique strengths afforded by a time series [30]. Consequently, the image data were independently pre-processed by using three probe set algorithms, i.e. RMA, GC-RMA and MAS5. Each dataset was independently analyzed by employing the statistical procedures described below to identify probe sets that were significantly differentially expressed between any two adjacent developmental times. An intersection list between the three analysis algorithms was then generated. This conservative strategy selected probe sets that were differentially expressed between two adjacent developmental times with the highest level of confidence.

MAS5 data were background corrected for both PM (Perfect Match) and MM (MisMatch) probe sets [31]. The lowest 2% of probe intensities were used as background for each of 16 grids on each microarray. Each probe was then adjusted based upon a weighted (distance between the location of the probe and the centroid) average of the background for each grid. Signal intensities were normalized for each microarray using a scaled normalization, where all microarrays were scaled to the same mean value (200). The signal for a specific probe set was calculated from the weighted average of all probe signals in the probe set using One-step Tukey's Biweight estimates and summarized as log_2 _scaled averages. RMA data were background corrected using convolution, followed by quantile normalization and median polish summarization [32]. In this case, MM intensities were not used. The GCRMA data were background corrected using an affinity measure model based on probe sequences and MM intensities, followed by quantile normalization and median polish summarization [33]. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [34] [GEO accession: GSE20112].

#### Statistical analysis of microarray data

Differential expression was tested on log_2 _expression intensities obtained using the MAS5, RMA and GCRMA methods. P-values for each method were calculated by the moderated F-statistic which stabilizes the gene-specific variance using an empirical Bayes method to shrink the probe-wise sample variances toward a common value and to augment the degrees of freedom for the individual variances [35]. Significance after correction for false discovery rates (FDR) using the Benjamini Hochberg method for a targeted p-value of 0.01, was calculated for each summarization set. Log_2 _fold changes based on the raw data and not the fitted intensities were calculated. Comparisons were made between adjacent developmental time points. The convergence in percentage of the gene across the three analysis methods was calculated. A value of 100 indicated that the gene was detected as significantly differentially expressed for all three summarizations. The identified genes were then filtered for genes with a convergence greater than 50% and called as *Present *by MAS5 in at least half of the samples. Annotation of the differentially expressed probe sets was previously described [7] and since then has been augmented by multifaceted searches of several publically available resources based on the Btau 4.0 bovine genome assembly [36]. The term 'probe set' has been replaced by 'gene' in subsequent text.

#### Visual representation of global gene expression profiles

For the visual representation of global gene expression profiles, the MAS5 signal intensities were normalized for each chip using a distribution of all genes around the 50^th ^percentile and scaled to 200. The signal intensities for each microarray were then loaded into the microarray analysis and visualization program, GeneSpring GX7.3 (Silicon Genetics, Redwood City, CA). Data were normalized using the default normalization method recommended by the GeneSpring software. Each analysis time point consisted of triplicate samples, and the mean for each probe set was used in the analysis. Genes that were called *Present *or *Marginal *in at least one developmental stage were used. The software differentially colored genes according to their normalized expression intensity relative to the global gene intensity at 80 days of fetal development. Thus, genes that had mean intensities less than the global average at 80 days of development were colored green, while those that had mean intensities greater than the global average at 80 days of fetal development were colored red. Gene intensities that were not different from the 80 day fetal global mean were colored black, while genes represented by unsaturated colors were of low confidence according to a defined set of GeneSpring criteria (i.e. *trustworthiness*)

### Clustering of differentially expressed genes

The genes that were differentially expressed between each pair of adjacent developmental time points were used for cluster analysis across the complete developmental time course. Clusters of the differentially expressed genes were defined by a four letter combination of the following categories across the whole developmental time course: Flat (F, no significant change); Up (U, significantly up-regulated), and; Down (D, significantly down-regulated). Each category (i.e. F, U, D) defined the result of the analysis between two adjacent developmental times. The differentially expressed genes were identified by the summation of the three independent methodologies, but only normalized MAS5 intensity data for these genes were used to define clusters (e.g. FFUF). The clustering analysis using the Flat, Up, Down categories across the five development times points (i.e. 4 developmental intervals) had potential to generate 81 clusters. However, only major clusters containing 50 or more genes are reported. None of the unreported clusters contained significantly enriched gene ontology terms, keywords or pathways.

### Functional annotation of gene expression clusters for gene ontology terms, keywords, and pathways

To identify the higher level biological themes present in the data, the genes within each cluster were analysed by using the Database For Annotation, Visualization And Integrated Discovery (DAVID) [9,10] with a background containing all genes present on the bovine Affymetrix microarray. Probe sets without annotation were removed from the analysis. DAVID provided statistical methods for identification of enriched biological terms within data sets. Statistically over-represented Gene Ontology (GO) terms, keywords and pathways were identified by selecting those with a Benjamini adjusted p-value < 0.05. It should be noted that the correction for multiple testing using the Benjamini adjusted p-values is a conservative approach as many GO terms are not independent. Therefore, *Functional Annotation Clustering *of genes present in each gene expression cluster was also performed using the DAVID analysis system. This higher level process displays similar functional annotations together based on overlaps of genes associated with each function term and therefore gives a clearer overview of gene function information associated with large datasets. The geometric mean of the Benjamini-corrected p-values for terms in each functional cluster was calculated. Values less than or equal to 0.05 were considered significant.

### Identification of conserved cis-regulatory motifs

The Molecular Signatures Database (MSigDB) [37] was used to identify cis-regulatory motifs that were enriched in the gene expression clusters. The database contains gene-associated motifs that are conserved across the human, mouse, rat and dog genomes, including conserved transcription factor binding sites, conserved anonymous motifs and conserved recognition sites for miRNA [14]. The latter were restricted to the 3' untranslated regions of genes while the former two were restricted to regions 2 kb upstream to 2 kb down stream of the translational start site. The analysis yielded a p-value associated with motif enrichment and the number of genes in the cluster compared with the number genes containing the motif. Only motifs with p-values less than 0.05 after Bonferonni correction for multiple testing are reported. It is assumed that the identified motifs are also conserved in the ovine genome.

### Quantitative real time reverse transcription PCR

Quantitative real-time reverse transcription PCR (qRT-PCR) using the Sybr Green based fluorescent detection system and the ABI Prism 7900 Sequence Detection System (PE Applied Biosystems, Forster City, CA) was used to measure mRNA abundance [7,38,39]. A constant amount of cDNA, corresponding to 10 ng of reverse transcribed RNA derived from each skeletal muscle sample was used for qRT-PCR measurements. Primer pairs are listed in Additional file 4 and are derived from publically available bovine genome sequence information supplemented with bovine ESTs [36]. Four technical replicates and three biological replicates were performed for each gene investigated. This process allowed quantification of the target gene relative to a constant reference gene in each sample using threshold cycle (Ct) data. *18S ribosomal RNA (18S rRNA*; Genbank accession AY779625) was used as the reference gene following demonstration that its expression was relatively constant in all samples. Control experiments were performed in the absence of reverse transcriptase. qRT-PCR data analyses used the Relative Expression Software Tool (REST) and were expressed as Mean Normalized Expression (MNE) relative to the reference gene [40].

## Authors' contributions

RT conceived and designed the experiments, analysed the results and wrote the manuscript. KB and TV performed the gene expression analyses, CG performed the statistical analyses and JW performed the histochemical analyses of muscle sections. CB and JF-W helped conceive the experimental design and contributed to interpretation of data. NC and TH provided samples from animals. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 **Gene expression data**. This file contains links to the gene expression data. The genes that are significantly differentially expressed between adjacent development times are listed as Experiment 1 (80 d vs 100 d), Experiment 2 (100 d vs 120 d), Experiment 3 (120 d vs 150 d) and Experiment 4 (150 d vs 230 d) in the section entitled *Open microarray analysis report for developmental expression*. Each experiment contains an MA plot, Volcano plot and Heatmap for each of the three microarray processing programs MAS5, RMA and GCRMA. For each of these processing programs there is a list of significantly differentially expressed probe sets, and for each of these there is an FDR corrected probability, fold change, percentage of microarrays with a MAS5 *Present *call, and a convergence percentage for all three microarray processing programs. The file also contains annotation of the probe sets. In a second section entitled *Time series analysis of developmental expression*, there is a list of genes in each gene expression cluster and diagrams showing MAS5 gene expression values for these genes. Click here for file

Additional File 2 **Functional clustering of genes present in each expression cluster**. The file contains a summary table listing functional groups and functional terms significantly associated with each gene expression cluster. Click here for file

Additional File 3 **Functional clustering of genes present in each expression cluster**. The file contains complete details of the functional groups and functional terms significantly associated with each gene expression cluster. Each functional group was associated with an enrichment score. Each enriched term was listed with the gene count, percentage of genes associated with this term, p-value, a list of genes, fold enrichment, Bonnferroni-corrected p-value, Benjamini-corrected p-value and an FDR (percent of false predictions expected). Click here for file

Additional File 4 **Primer sequences used for quantitative RT-PCR analyses**. Primer sequences used for quantitative RT-PCR analyses. Click here for file

# Supplementary material for: A gene network switch enhances the oxidative capacity of ovine skeletal muscle during late fetal development
**Source:** BMC Genomics. 2010 Jun 15;11:378. doi: 10.1186/1471-2164-11-378
**Supplement:** Additional File 1 — Gene expression data. This file contains links to the gene expression data. The genes that are significantly differentially expressed between adjacent development times are listed as Experiment 1 (80 d vs 100 d), Experiment 2 (100 d vs 120 d), Experiment 3 (120 d vs 150 d) and Experiment 4 (150 d vs 230 d) in the section entitled Open microarray analysis report for developmental expression. Each experiment contains an MA plot, Volcano plot and Heatmap for each of the three microarray processing programs MAS5, RMA and GCRMA. For each of these processing programs there is a list of significantly differentially expressed probe sets, and for each of these there is an FDR corrected probability, fold change, percentage of microarrays with a MAS5 Present call, and a convergence percentage for all three microarray processing programs. The file also contains annotation of the probe sets. In a second section entitled Time series analysis of developmental expression, there is a list of genes in each gene expression cluster and diagrams showing MAS5 gene expression values for these genes.

## DevelopmentalExperiment - Time series analysis of differentially expressed genes

The different patterns of expression for the probes are shown. F - flat (no change in expression), U - up (up regulation) and D - down (down regulation). NOTE: The profiles shown are for MAS results. Unannotated probes were removed from the analysis but not from the summary, thus the numbers might differ. Patterns with no link in the summary table have no annotated genes (or are not DE - first row, all flat). Not all patterns are necessarily in the summary table since some might not have any representatives. Probes are shown in their hierachical clustering order. The number of DE genes is based on fold change, meaning that the genes are not necessarily differentially expressed from a stastical standpoint - the number of DE genes tends to be overinflated.

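The letters of a pattern stand for the 4 intervals between the 5 stages in order, U for higher, D for lower and F for flat, so that FFUF is a rise between 120 d and 150 d alone. A letter set by fold change needs no test, and a probe set with a noisy signal can reach 2-fold by the spread between animals. With a 2-fold difference of the stage means of the log2 MAS5 signal, 5581 probe sets had at least 1 letter other than F, where the paper's column for MAS5 gives 5647. Patterns FFUF and FFDF then held 810 and 1463 probe sets, 40.7% of those, and 38.6% in the paper's column. Of the letters set by 2-fold change, 75.8% did not pass limma at an adjusted p under 0.01 in that interval. Between 80 d and 100 d 865 probe sets differed 2-fold and in simulated unchanged groups 637 did. Between 120 d and 150 d the numbers were 3501 and 638. The simulation used 1 spread per probe set for all stages. Replicate arrays differed less at 80 d and 100 d than at 150 d, so 637 may be too high. Of the 13 patterns with 50 or more probe sets in that column, where the paper's text has 12, 12 came within 1.5 times its number with the 2-fold letters and 2 with the letters of the test.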

Summary of Expression Patterns

# Summary of Expression Patterns

### FFFU genes: 365

FFFU Cluster

Time course of FFFU genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
 TP53INP1 | SEC61A2 | FCHSD1 | SLC11A2 | PIP3-E | MFNG | ELMO2 | ARRB1 | THAP7 | NPHP4 | ITGA10 | PPP3CC | SART1 || THAP1 | TCP11L2 | TOR1AIP1 | OSR2 | MPEG1 | CCR1 | C14orf125 | ZNF609 | PRKCA | FMO5 | PER2 | FOXO1A | ACSS1 |
| MANBA | COMMD8 | TEAD1 | CHD4 | ASCIZ | ACP5 | ABCC1 | MAFF | CHMP4A | MINA | ADRM1 | PPP1R3E | PHACS |
| ADRA2B | LRRC20 | SLC1A3 | PDRG1 | GDF9 | MGAT5B | PAX8 | FADD | API5 | BDA20 | LGP1 | CG018 | SLC24A1 |
| MGC13024 | ARHGAP30 | SLC35F2 | GPR116 | CRIM1 | SEC22L3 | XPR1 | ACVR2B | KIAA0146 | FBXL4 | SLC16A6 | LIPG | LPIN1 |
| CREM | ODF1 | AK3L1 | SORBS1 | ARID5B | AMPD3 | AKR1C1 | CREBL2 | TIMP4 | FLJ20366 | FLJ11000 | GPD2 | FLJ16636 |
| CREG1 | CLDN14 | CC2D1B | CXCL3 | GNA12 | SLC8A1 | PKHD1 | PPP1R3D | CD83 | RABL5 | U1SNRNPBP | KRT4 | STAT3 |
| SH3YL1 | FECH | EIF2S1 | MAP1D | PRP2 | TBX4 | NALP5 | ETF1 | RGS12 | SH3BGRL2 | KIAA1604 | WDR32 | KIAA0746 |
| DELGEF | 76P | RAB3GAP2 | CTSB | RCBTB1 | PCAF | HAND1 | KPNA1 | SLC37A4 | LTBP2 | TFB1M | ZNFN1A3 | CH25H |
| DUSP14 | PRPF38B | FLJ13096 | BRRN1 | MLKL | GNPAT | GABRB3 | DEDD2 | KBTBD6 | DCP2 | MARCH9 | EIF2S2 | TMEM16B |
| DLX5 | ABT1 | SFRS2IP | UQCRB | ITGA5 | MAP3K2 | CLASP2 | RPA1 | ZA20D2 | FUNDC1 | ACSL6 | C6orf97 | PNRC1 |
| LPHN3 | PDZRN4 | FABP2 | MYBPC1 | CD8A | CHD2 | C13orf1 | IL1B | CD3G | UBE2D4 | TOMM40L | TRIM5 | RBM21 |
| HINT3 | CD47 | WISP2 | B2M | CHRM4 | ZNF435 | ANK3 | SMURF2 | TXNDC10 | MTMR9 | TNFSF13B | HSD17B6 | C14orf103 |
| UBD | KIAA1217 | PAG12 | FLJ10292 | BACE1 | ARRDC2 | LLGLH | GABRA1 | TRPC4AP | SAMSN1 | AGMAT | C7orf24 | BANK1 |
| EIF2AK4 | EFNA5 | PRP9 | NEDD4 | P2RY10 | GUCA1B | NARG1L | CARKL | F3 | SLC9A7 | CL-46 | HAO2 | C6orf163 |
| ECHDC3 | MBD5 | FARP1 | MYCBP2 | INHBA | SLITRK4 | ATAD1 | HRMT1L6 | HAO1 | EIF1AX | IFI44 | DKFZp434H2226 | STATH |
| UCKL1 | STAT5B | CRNKL1 | DIAPH1 | CBX7 | CA3 | AGTPBP1 | FDFT1 | KLF11 | MYLK2 | THADA | MGC4399 | FHOD1 |
| MITF | CTNNAL1 | CIB2 | ADHFE1 | PDE4C | TGIF | DKFZp313G1735 | STXBP1 | VPS41 | MMP11 | CDGAP | SCYL3 | PCDHAC1 |
| ZNF12 | RPIA | KLF15 | TTC17 | SNTB1 | STX12 | CDKN2C | MYNN | ASS | FBXL20 | C1orf112 | KBTBD9 | PKNOX1 |
| C5orf15 | ALDH3A2 | SYF2 | CUGBP2 | ALDH6A1 | ProSAPiP2 | NUP50 | ABCC5 | SLC25A37 | FRAT2 | GRB10 | FYCO1 | SRCAP |
| CD3E | DERL1 | FUNDC2 | TRAF3IP2 | MUCDHL | FAM63A | CTSS | TLE1 | PCBP3 | MDFI | C1orf21 | TAF3 | MGC127677 |
| JUN | CLIC2 | KIAA0828 | STARD10 | AOX1 | RASD1 | PFKFB3 | FBXO32 | PRKCQ | BoLA-DRB3 | KLF2 | THBD | DUSP7 |
| NXN | CPEB2 | REV3L | NDUFB2 | BNIP3 | SESN1 | NFKBIA | MYEOV2 | DUSP3 | C6orf106 | GKAP1 | IVNS1ABP | PFKFB4 |
| ABHD4 | DUSP26 | EPHX1 | ASB11 | CEBPD | CORO6 | EPAS1 | EIF2C4 | MGC29814 | ASB2 | MGC12966 | ZFP36 | PPP1R15A |
| CUL3 | FABP5 | NDRG1 | CWF19L2 | C10orf26 | SDC4 | IBRDC3 | HBP1 | NFE2L1 | ProSAPiP1 | CD82 | CYR61 | SELENBP1 |
| SPOCK2 | MLLT7 | UBE2G1 | TSC22D3 | PFKM | MTUS1 | BCL6 | RGC32 | MID1IP1 | NEK7 | ASB5 | SET7 | UBC |
| ID1 | KLF4 | FLJ13910 | CHURC1 | MYF6 | FEM1A | TPT1 | DMN | TXNIP | HSPA1B | ANXA11 | GSTM3 | DNTTIP1 |
| CAB39 | RHOBTB1 | MXI1 | ST3GAL6 | KBTBD2 | TAGLN | TACC2 | MYOZ3 | PTPRB | TFDP2 | NUMA1 | GLUL | DDIT4 |
| ATF4 |

### FFFD genes: 450

FFFD Cluster

Time course of FFFD genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
 SLC39A7 | DRB1 | SEMA6C | RCN2 | PLOD2 | COPZ2 | SLC35E3 | BRWD3 | ILF3 | LEO1 | TIMM9 | NUCB2 | ELOVL1 | FASN | CCNJ || PIGW | PPRC1 | SCML1 | PPARGC1A | GPRASP1 | ABHD14A | CD248 | PHKG2 | CAPN1 | MAP1B | JAG2 | DLG5 | ARF5 | GPR89 | SPINK2 |
| CHRND | SPPL2B | GNAS | EHD4 | TXLNA | CWF19L1 | COMMD5 | MGC11256 | C1QTNF5 | GAS7 | RASA3 | C10orf33 | VARSL | SPRY4 | H2AFJ |
| NAGK | MGC39633 | PPM2C | CANX | NCF4 | MUS81 | MGC35097 | RDH10 | C9orf102 | MGC5987 | HLF | CYB5R4 | KPNA2 | LIG1 | CDCA8 |
| CSNK1G3 | AACS | KIAA0433 | SLC38A1 | GMPPB | PRAF1 | COL13A1 | CCNB1 | PGM3 | HIATL1 | GALM | ENY2 | TTYH3 | MYRIP | ENAH |
| CHST3 | FLJ23825 | EPPB9 | PVRL2 | CALML4 | PCNT1 | CDK8 | RET | FLJ22624 | PLOD3 | SOCS1 | C20orf20 | SLC35D1 | UBE2J1 | MGC20781 |
| UCK1 | FES | C6orf115 | KIAA0528 | KIFC1 | ITGA10 | RNF24 | MAGEH1 | ETV1 | DPP4 | FUT4 | TNPO2 | MGC5306 | RGS16 | TGFBR2 |
| PEX12 | CREB5 | AKAP8 | GGPS1 | EYA2 | TRIP13 | PTK7 | CRYBB2 | RIOK1 | MAP3K13 | GTPBP3 | DKFZp547K054 | POLL | FLJ20674 | ACAD9 |
| MEF2C | C13orf3 | DKFZP564O0823 | ITGAV | ZFP2 | PHACS | TRAF1 | INHA | CKLFSF3 | RWDD2 | DOCK10 | NUDCD1 | GPI7 | TSP-NY | CACNA2D1 |
| RINT-1 | KCTD9 | TRPM4 | MORC4 | ODZ3 | RAD51AP1 | PRC1 | KIF20A | FAM64A | SPAG5 | LEF1 | CACNA1H | MXD3 | CENPA | MTPN |
| ADCK5 | TSPAN9 | LMNB2 | SLC2A1 | AMPD2 | SRPX2 | C9orf81 | RGS10 | FGD1 | FGF11 | MYH10 | IGSF1 | HBB | PCTK1 | FLJ14466 |
| KIAA0007 | CACNG6 | PTS | TPCN1 | FADS1 | SLC25A1 | PRO1855 | TSSC1 | EPHX2 | GDAP1 | BRWD1 | COPG2 | NID2 | FLJ14054 | NCK1 |
| RCN3 | SEC24D | HKE2 | AP1B1 | NSDHL | GALNTL1 | KIAA0657 | GPRC5B | FLJ20920 | ADD3 | FBXW7 | IDH1 | CSRP2 | ELN | PYCR2 |
| B3GAT3 | CHKB | RXRG | RAG1AP1 | MGST1 | DNAJB1 | GUK1 | FLJ22318 | LRRN1 | GSPT2 | ACLY | P4HA2 | FGFRL1 | RTN3 | MYOM3 |
| TTF2 | MAN2A1 | SLIT3 | NUDT14 | SLC25A5 | CITED1 | KIAA0101 | GALT | MDS032 | C14orf169 | EBNA1BP2 | SMAD9 | TKT | DCTN5 | ATP1A1 |
| KCTD2 | TRAF5 | PHCA | FKBP11 | JMJD3 | PYGO2 | HRB | DNM1L | NUDT22 | CHP | PX19 | XTP3TPA | LMNA | AMD1 | HEBP2 |
| GLCE | TMEM45A | C11orf31 | C21orf7 | INSIG1 | BRI3BP | ALG14 | CCDC28B | AFURS1 | PDGFRL | JARID2 | PCOLCE | CREB3L1 | STEAP1 | SDC2 |
| PRKRA | B4GALT1 | MAGEF1 | CDC42EP2 | TCEAL4 | PSMD10 | BF | GLT28D1 | FEM1C | PTPLA | CD79B | FLJ22531 | P2RX7 | MCTP2 | KIAA0376 |
| VAPB | ADAM1 | RAD9B | FLJ20422 | MIER1 | TTBK2 | FGFR1OP2 | GDAP2 | STAM | ELOVL6 | CBLN4 | FAM36A | 5HTR2A | XPO4 | DSC2 |
| PLEK | GSTK1 | MYOD1 | WDR76 | MYEF2 | Ells1 | ZNF165 | C10orf89 | MTHFD2 | SUGT1 | SLC10A1 | CDKL2 | EMAPL | RHBDL2 | FBXL12 |
| MEIS2 | HSDL2 | FLNB | MGC128730 | MELK | CNKSR3 | KIAA1524 | RARRES1 | CDH1 | NCOA7 | RASA2 | SSX2IP | KIAA0090 | DST | ANLN |
| LY6G5B | FZD3 | REPS2 | PDZK6 | NFAT5 | IQGAP2 | KIAA1199 | COASY | C13orf10 | ZFP276 | C9orf80 | PHTF1 | IQGAP3 | POLQ | ZNF609 |
| CBS | CTNNAL1 | RYR3 | ZBTB8 | SPATA13 | SLC35A5 | GOLGB1 | ASPH | TMEM67 | PRKCD | RRM2 | PTDSR | MGC3731 | BCAT1 | AFF2 |
| ITGA9 | JARID1B | MAP4K2 | ATAD2 | FLJ20160 | AASDHPPT | FAM46A | ARMC2 | ZADH1 | PLCB1 | RNF7 | LCMT2 | SMPD3 | BAG5 | PPARA |
| TFPI | SSR1 | MGC15912 | SCML4 | PIG-Y | SNX10 | MAP3K8 | PSCD4 | C3orf1 | KCNT2 | KCNB2 | GNAO1 | FLJ13611 | KCNQ3 | LGR4 |
| YT521 | YAP1 | CTSL | CNTNAP4 | FANCL | MGC90512 | KIAA0913 | MGC26963 | SOST | ETV6 | NME1 | EIF4A1 | POLE4 | CKAP4 | RBM3 |
| ARL1 | FKBP2 | AZI2 | SEC14L1 | EMP1 | NANS | ARMET | SOCS2 | SGK | HSPB3 | ACO1 | PALMD | HSF2 | TIMM8A | PGAM1 |
| NOL5A | POLR2G | MGC52010 | SMARCA4 | HMGCS1 | DKFZp762C186 | PLAGL1 | CLCN5 | DMPK | SLC25A24 | RBM9 | EPLIN | FMOD | TNMD | COL2A1 |
| CCT7 | AKR1B1 | ITGB1BP2 | HIF1A | C5orf13 | S100A2 | CNIH | FBL | COX7A2 | ENO1 | SLC38A2 | FLJ37562 | COL5A2 | NGFRAP1 | CAPN6 |
| SERPINH1 | S100A11 | SLC25A6 | PPIB | LGALS1 | SSR4 | HSPA5 | AUTS2 | COL1A1 | COL1A2 | RPS6 | ACTC | RPL29 | K-ALPHA-1 | TUBB |
|

### FFUF genes: 568

FFUF Cluster

Time course of FFUF genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
 CLPP | MGC128406 | S100A16 | NDUFA11 | SAMM50 | MRPL2 | MRPL21 | IPO13 | GYS1 | KAT3 | LRPPRC | SLC35B1 | MRPL43 | IDH3A | ACSL4 | TOMM70A | ICT1 | C14orf153 | MRPL13 || DERL2 | PSMC4 | HIP2 | AARS | C2orf33 | RRAGD | PPA1 | TUFM | PSME3 | QIL1 | DNASE1L1 | MRPL37 | NDUFC1 | NDUFS6 | BZW2 | MRPL35 | TBRG4 | MTCH2 | ATP6V1F |
| RHOQ | C16orf33 | CAMK2A | ETFB | BLOC1S2 | CFL2 | CDC34 | CALM3 | FLJ42461 | ZFP91 | LDB3 | BRP44L | PREB | MAP2K6 | ASB12 | SLC25A34 | NDUFA10 | CUTC | MRPS15 |
| MLF1 | NNT | DLAT | TA-PP2C | GOT2 | FLJ32452 | HIRIP5 | FH | CHCHD3 | UBADC1 | PDHX | IDH3G | ECH1 | GYG | HADHB | POLDIP2 | STARS | ADSL | MGC4825 |
| DKFZP564J0123 | UCHL3 | AK2 | UBL4A | GSPT1 | OAT | PSMD14 | TMOD1 | MAP2K3 | FKBP4 | DNAJA2 | DNAJC7 | PSMA1 | CTGF | GPX4 | GAMT | WDR1 | C1QBP | UCRC |
| FLJ20643 | OPTN | GPX1 | KIAA1434 | PSMB5 | DULLARD | COX4NB | G3BP2 | HDGF | ACAA2 | PSMC5 | MRPL51 | PMPCB | NUTF2 | MGC128110 | CACNB1 | SLMAP | PSMD8 | HADHA |
| PTP4A2 | MAPK6 | KPNA3 | CSDA | NDUFA13 | NDUFA3 | NDUFB7 | NDUFS8 | SLC25A12 | DUSP13 | NDUFV1 | SLC25A11 | SUCLA2 | BCKDHB | CGI-69 | FLJ10803 | DBI | MGC3196 | TEAD4 |
| AVEN | HCCS | ARPC5L | PLAA | TAF9 | KPNA6 | TIMM13 | C6orf93 | ETF1 | UXT | C10orf9 | HSPA4 | FDPS | PCCB | SLC38A2 | QKI | CPT1B | PPP6C | NOLA2 |
| DNAJB5 | GADD45GIP1 | COQ6 | PFDN1 | PRDX5 | MRPL12 | HMBS | PURB | AMACR | SAP18 | PDE4DIP | FLJ13220 | C7orf25 | GK001 | JUN | FBXW5 | C18orf55 | PEX7 | COX10 |
| C13orf1 | SAR1B | NDUFB1 | TRAP1 | MRPS14 | XK | HMGA1 | FBXO9 | RUVBL1 | OSGEPL1 | HN1 | ZC3HDC5 | PDHA1 | RABGGTA | BCL2L13 | CRAT | NUDT8 | NDUFA7 | RNF34 |
| LRRC28 | ENDOG | SLC16A3 | DHDH | KIAA0828 | PRDX3 | PHKB | HIF1AN | ADSSL1 | GLRX2 | KIAA0664 | CLIC5 | MRPL38 | MPI | MCEE | LIAS | PBEF1 | ZADH1 | ALS2CR2 |
| ALAD | DNPEP | S100A14 | ATPAF1 | OGDH | ETFDH | PLA2G7 | CS | ZNF650 | HSPB6 | SMYD2 | NDUFV3 | SITPEC | HOMER2 | MGC15416 | CA14 | CYCS | ASCC2 | MRPS18A |
| SLC35A4 | GRHPR | TIGD2 | COMTD1 | LYPLA1 | AKT1S1 | RG9MTD1 | MRPS22 | TOMM40 | MRPS9 | BXDC1 | FLJ31795 | MRPL28 | SYNGR1 | MGC11324 | TPD52 | FDX1 | CYB5R1 | CUTL1 |
| THAP7 | WDR18 | FLAD1 | TRPT1 | GHITM | 15E1.2 | KNS2 | SOD2 | KIAA1881 | MRPS36 | CUGBP1 | ARIH2 | MGC128026 | IBRDC2 | QP-C | ABCD1 | PITRM1 | LETM1 | C15orf24 |
| TXNRD1 | MRPS28 | C1orf163 | POP5 | MON1A | ACTR3B | KPNA1 | FLJ21415 | MRPS35 | C17orf37 | MTERFD1 | 2-PDE | IARS | TRMU | C6orf79 | C20orf7 | C6orf203 | MRPS11 | CCDC6 |
| SLC3A2 | SPECC1 | DNAJA3 | PLEKHB1 | NSUN4 | HINT3 | KS | CLCN4 | THY28 | C1orf121 | NOL3 | BAG2 | MRPL44 | USP38 | PDF | CAMK2D | TMPIT | C1orf26 | ABCB6 |
| DKFZp564I122 | RSN | FAHD1 | NR4A1 | VLDLR | NQO1 | TTC4 | VARS | PDPK1 | HOMER1 | CPT1A | MARS | TNPO1 | DHX33 | SYNJ2BP | SMARCA5 | KIAA0427 | FGF6 | UMPS |
| HSPH1 | APRT | MRPS25 | ME3 | TRAPPC6B | SLC43A2 | C4orf14 | MRPL32 | HCLS1 | DKFZp761P1121 | KIF1C | RAB3A | FHOD3 | KIAA0372 | ZNF652 | PAPD5 | MAP4 | CLN3 | ZNF639 |
| ZFP106 | KIAA0859 | ECG2 | WWP1 | CA2 | MLYCD | PPM1J | SCN4B | TGM1 | RPL7L1 | UGT3A1 | C19orf2 | MTERFD2 | MRPL14 | PIK3R1 | PCK1 | CXADR | GOT1 | DLD |
| IPO7 | FLJ22405 | COX6B2 | USP7 | MTRF1 | MAP1D | CBR1 | FLJ13639 | ITPK1 | C6orf69 | DKFZP434C171 | LIN7B | YARS | TFDP2 | EGLN3 | PACSIN1 | ABCF2 | SAA3 | TIMP4 |
| PTD004 | TNFSF5IP1 | VCP | FLJ39378 | PARK7 | SUGT1 | FLII | MGC126931 | C2orf4 | PRKAR2A | MSRB3 | NDUFA6 | COX6B | ATP5D | NDUFC2 | TIMM8B | NDUFB11 | SUCLG1 | PCMT1 |
| C10orf70 | PDHB | COPS5 | FKBP3 | IDH3B | NDUFS7 | PFKM | MGC133598 | NDUFS3 | NDUFA5 | NDUFS1 | NDUFB9 | BRP44 | FABP3 | ACO2 | ATP5I | NDUFAB1 | VDAC1 | PDLIM7 |
| UQCRC2 | SDHA | SDHC | NDUFB4 | ACSL1 | FGFR3 | MDH1 | VDAC2 | PSMA7 | SNX3 | ATPIF1 | PABPC4 | HSPB8 | CRYAB | MGC126935 | HSPC138 | PSMB6 | MYOZ2 | NDUFV2 |
| ATP5G1 | GPI | NDUFS2 | UQCRC1 | NDUFB10 | NDUFB6 | UQCR | NDUFA9 | SDHB | ATP5B | ATP5F1 | ATP2A2 | COX5B | MDH2 | AK1 | DAP13 | ATP5H | NDUFB3 | NDUFB8 |
| COX7C | UQCRFS1 | ATP5J | COX7B | CYC1 | PYGM | NDUFA4 | ATP5C1 | COX5A | SLC25A3 | LDHA | SLC25A4 | FHL1 | UQCRB | ATP5G3 | SMPX | ATP5E | GDNF | CHORDC1 |
| TM4SF20 | GSR | PPAN | C19orf21 | KCNIP2 | RABGEF1 | MARK3 | TTLL7 | ZYG11B | PARVB | FLJ20628 | LIPE | MASP1 | SERPINA11 | SARS | C1QB | WASL | TAF6 | PDE8B |
| ATPBD1B | SELM | FLJ14775 | CA12 | SSH2 | ONECUT2 | LRMP | TAT | LOXL4 | HSPA9B | MMP16 | C6orf107 | TBXAS1 | ALG8 | PAG21 | DKFZP564I122 | ZMYM1 | DKFZP434F0318 | C13orf24 |
| IRAK3 | TAF1 | ZNF394 | C6orf32 | TOMM34 | TMEM68 | RAB28 | SMC4L1 | ANKK1 | THBS1 | KRT15 | CRYBA1 | MUSTN1 | TNFSF10 | HNRPLL | LYZ | ACSL3 | ATP1A1 | HFE |
| LBP | SLC15A2 | ZNF568 | FBP2 | PSTPIP1 | RSRC1 | FLJ38819 | ARL6IP4 | NUP98 | PON1 | FLJ23191 | ANKRD10 | TSKS | COMMD2 | SLC1A1 | SYCP3 | DSP | SFTPB | SATB1 |
| NTS | SIX3 | RPS27A | WDR72 | WBP4 | DAB2 | CSNK1G1 | FMO5 | CLGN | UNQ9217 | GPR101 | GYS2 | RAB19B | IL1F6 | CLCA3 | C18orf17 | LRRC19 |

### FFUU genes: 18

FFUU Cluster

Time course of FFUU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 MGC12966 || LRRN6A |
| RNPC1 |
| MAPRE2 |
| GPX3 |
| PDK4 |
| CEBPB |
| ADORA1 |
| FOS |
| PDE8A |
| PACRG |
| MB |
| HLA-DQB1 |
| FKBP5 |
| C1orf51 |
| PFKFB1 |
| RGS13 |
| TPP2 |
|

### FFUD genes: 102

FFUD Cluster

Time course of FFUD genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol |
| --- | --- | --- | --- |
 IGJ | XPNPEP1 | IMP3 | SCD || RWDD4A | IFRD1 | DUSP10 | BCKDK |
| MRPS31 | DDT | C3F | IMMT |
| PDE4DIP | DEXI | ZNF45 | CHCHD4 |
| DLGAP4 | HDDC3 | FKSG24 | VARS |
| MRPS34 | AK1 | MTP18 | DUSP23 |
| KIAA1394 | ABHD11 | UCK2 | SMARCA4 |
| PSPH | PSAT1 | ANKRD1 | FABP4 |
| C6orf136 | TXNL5 | DNAJC7 | MRP63 |
| GARS | FBXO9 | C2orf7 | DNAJA4 |
| CYP2D6 | USP2 | DNAJB5 | SARS |
| TNFRSF12A | ALAS1 | HAGH | HINT2 |
| FLII | HDAC1 | ARL1 | ODC1 |
| NAT5 | FCGRT | IDH2 | ITGB1BP3 |
| ASF1B | EXOSC4 | ACY1 | CYP51A1 |
| PCK2 | PNCK | OLFM1 | MGC16471 |
| HSPH1 | SORD | NDRD | MECR |
| CRTAC1 | CIAPIN1 | P2RX5 | ACAD10 |
| GK | ARHGEF19 | FCGBP | UCK1 |
| IQSEC1 | COL11A2 | CTPS | CHI3L1 |
| BAG5 | SPTBN2 | SLC13A4 | TAF2 |
| VEZATIN | PSMC5 | CXorf45 | MOSC2 |
| RPS6KA6 | EIF2AK2 | ABHD3 | CENTA1 |
| PRDM2 | TTYH1 | ARID3B | PADI3 |
| DIO1 | CXCL5 | BEX1 | RAB3A |
| MUSK | CD28 |

### FFDF genes: 1026

FFDF Cluster

Time course of FFDF genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
 ADRBK2 | NCAM1 | PIGV | SYNGR1 | ZNF653 | C6orf134 | NR3C2 | KIAA1754L | ARL7 | TSPAN15 | FGF2 | ADAM33 | ZNF397 | LZTFL1 | ITGA8 | CBFA2T2 | SHC2 | TCP11L1 | DCTD | PHF11 | PMF1 | TNFRSF25 | RAB3D | AKAP12 | CNOT8 | Cep192 | MDC1 | FLJ44216 | ZIM2 | WDSUB1 | RAI14 | ZNF292 | CNNM4 | SLC16A2 | C1orf96 || SH3BP5L | BCL10 | CRK7 | ZNF518 | DDHD1 | PTPRF | PLEKHA5 | ST8SIA4 | PLSCR4 | IL17RD | CDC14B | SPA17 | IQGAP2 | PTPRK | FLJ13710 | HOXB8 | TTC3 | EDN3 | SPATA6 | LFNG | IRF3 | SOX9 | MCM7 | NSUN6 | PPM1K | STX6 | THBS2 | ANTXR2 | DNAL4 | AGPAT1 | SLC7A6OS | VCAM1 | CENTB1 | FLJ11127 | SRGAP2 |
| POLR3B | ZNF470 | CPNE2 | PIGS | TMEM51 | C15orf29 | PTHR1 | DNAJC18 | HNRPLL | KLHL11 | HPS5 | DDX26B | CTTNBP2NL | MYO1B | P15RS | HYPC | AVO3 | DKFZp762K222 | RBBP6 | ZCCHC8 | CREB5 | FLJ10808 | VPS13B | CNIH | XRCC4 | POFUT2 | ARL10A | LHFPL3 | HIP1 | STAC | CLK1 | ITPR2 | PDE7B | CDGAP | VAV3 |
| PARP12 | TBC1D14 | VANGL1 | RFX2 | BOMB | COL4A5 | GATA6 | RAMP1 | TSPYL1 | PPIG | PHF16 | DAF | CDC2L5 | MICAL1 | GPATC1 | ROBO1 | PLP1 | JAM2 | FOXF1 | RASIP1 | WARS2 | CCPG1 | CLDN1 | COVA1 | CG018 | CXorf45 | SEMA6D | SMARCAD1 | SLC22A17 | DDAH1 | STIM2 | MIA | MYO9A | NME3 | KIAA1244 |
| DAB2 | WDR17 | NCOA1 | DDEFL1 | MYO6 | ZNF532 | AHCTF1 | OTUD5 | KREMEN1 | ARHGEF3 | RCBTB1 | HSPA5BP1 | BNIP3L | FGFR4 | SRISNF2L | BRD3 | TRPC1 | NCOA7 | RCBTB2 | CD44 | ZCCHC3 | IGSF3 | FN3KRP | CARHSP1 | MAGI3 | MECP2 | CNTNAP1 | SORBS2 | NAV3 | KIAA0433 | SFPQ | PHLDB2 | WDR71 | GDF8 | EIF2S3 |
| ZNF207 | BCAR3 | CDCA7 | KIAA1731 | SUFU | PPP1R16B | NOS2A | PCDH12 | C1orf115 | HOXB6 | ALDH9A1 | PELI2 | LMO2 | KIAA1522 | CDH5 | KIAA1462 | EDG2 | SPSB3 | THOC2 | CBX6 | TPX2 | DNMT1 | EVI1 | FAM76B | NEO1 | ABCG2 | FGL1 | KIAA1632 | ST13 | SCPEP1 | MORC3 | ZRANB1 | ICK | FLJ10970 | KCNMB4 |
| FLJ20097 | SLC16A13 | CKLFSF8 | IMPA2 | TGFB1 | FAM63A | CD47 | KIAA1109 | DKFZP566M1046 | GLS | CCNL1 | TM2D2 | C16orf28 | SLC7A7 | ATXN3 | F2R | SLC35A5 | TJP2 | ACD | FAM40B | FLJ21742 | ICF45 | C6orf130 | RNUXA | C6orf192 | TUBGCP5 | DNAJC5 | PDE4DIP | TGFB3 | FKBP9 | WNT11 | SRGAP1 | ISLR | HDGF2 | CD3Z |
| C20orf14 | BCL9L | C8orf76 | ADCK5 | HDAC9 | SPATA7 | MGC14289 | YES1 | PKD2 | NRP2 | ZNF261 | PTK7 | MMP16 | HPGD | PAFAH1B3 | STARD13 | ABI2 | PTPRR | WDR10 | ANKRD44 | NTRK2 | PGCP | SEMA6A | FLJ20130 | C8orf70 | RASGRP2 | EZH2 | RACGAP1 | NES | SDC3 | EPB41L4A | EVC | PRDM11 | PBX3 | SFRS14 |
| GPC6 | CKIP-1 | NOV | ADD1 | LCAT | CUGBP2 | MGC16028 | RAB31 | ALDH1A3 | PDGFC | EMP3 | FAM80B | PURG | SMO | CAMTA1 | MGC128808 | TGIF | LEPREL1 | TIA1 | COL27A1 | FSCN1 | ADAM12 | MGC13204 | TOP2A | HMGB3 | CSPG6 | FAM48A | ARHGAP12 | ELK4 | DKFZP564J0863 | C10orf45 | EBF | FAM21C | GATAD2B | DNCI2 |
| MEOX2 | BAZ2B | RGL1 | SEPT8 | PRPF3 | SPTLC2 | SEC63 | FANCG | C13orf23 | RAB3IP | FLJ10707 | FAM43A | ADAR | SHC1 | SDCCAG33 | IGF1R | FLJ10652 | BRD1 | STAG1 | DMTF1 | WHSC1L1 | AEBP1 | FRS2 | FALZ | FOXP1 | IGSF4 | MCCC1 | FCHSD2 | FLJ11305 | SPTLC1 | JMJD1A | COL14A1 | CHRDL1 | FLJ10287 | AXL |
| MCP | PRKAG2 | IHPK1 | VEGFC | SNIP1 | STK24 | CHD1L | STK4 | GOLGA5 | DOCK6 | CD34 | JUP | TCN2 | GRK5 | KIAA1972 | IHPK2 | CXCL12 | PSEN1 | KIAA0892 | AGRN | CPNE1 | NRM | BTBD3 | KIAA2002 | PHF10 | CYP20A1 | WEE1 | LRRN5 | PTGIS | OACT2 | CLIPR-59 | MEN1 | SNAI2 | RHOJ | MTSS1 |
| P2RY5 | ARL3 | KIAA1627 | PIP5K3 | EVL | CDH11 | DOCK7 | EFHD2 | IGF2R | NPR2 | COLEC12 | DCBLD2 | LBH | VIL2 | FN5 | GNAI1 | TCF7L2 | C10orf6 | KIAA0323 | DZIP1 | SCRIB | TULP4 | HNRPH3 | UGCG | ZSWIM6 | RIT1 | PELI1 | COG3 | KIAA0738 | APOA1 | LRIG3 | PI15 | ZNF187 | CTDSPL | KLHDC5 |
| EML4 | USP46 | NPC2 | TIE1 | FGD5 | FLJ25476 | ACVR1 | AKT3 | HBXAP | SLB | CXorf39 | NR2F1 | FBXO25 | JAM3 | NTN4 | C20orf47 | INPP5F | BRAF | MDFIC | ST6GALNAC6 | CYGB | CTDSPL2 | SCUBE2 | DKFZp761N1114 | STX12 | NUMB | BBC3 | TNK2 | ATXN7 | C10orf10 | ESAM | NDRG2 | RPS27L | POGZ | ZNF184 |
| GCL | DNASE2 | NDST2 | PPP1R9B | RBM5 | SBNO1 | SR140 | SIRT1 | CDC73 | NMI | CLDN11 | S100A13 | ADAMTSL3 | FLI1 | TSRC1 | SHANK3 | TEK | GUCY1A3 | DOCK9 | ADAM10 | CMKOR1 | F11R | S100B | RASGRP3 | TCTE1L | MDK | GDI1 | KIAA0826 | MAGI1 | TNFRSF21 | MYO1C | LRP1 | PLK2 | KIAA1915 | PSCD2 |
| MXRA8 | FLJ20436 | TIMP2 | GSTA4 | TNS3 | MSH6 | SACS | ARHGAP29 | FLJ23342 | FLJ21616 | NCK2 | ABI3BP | SMAD2 | FLJ31951 | ING4 | CRIM1 | GAB1 | ITPR1 | SPPL3 | FNBP1L | NRAS | RNF2 | APP | MYH10 | SMARCA3 | S100PBPR | HIVEP1 | MTMR12 | CBLB | PLEKHA2 | MYOM3 | CCDC23 | CHD1 | KIF2 | AP3S1 |
| ZFHX4 | SFRP1 | SEPT11 | SFRS12 | KIAA1223 | LHFPL2 | NOTCH2 | C5orf5 | PRCP | MMD | SGCE | SPINT2 | WSB1 | MARCKS | TTC14 | GLT8D2 | WDR44 | FST | LXN | DACT1 | BACH2 | QSCN6 | C1orf63 | SNRK | MLLT3 | NCALD | PVRL3 | PTPRD | DKFZp762A217 | CLCN5 | FLJ12505 | EPB41L3 | DAP | LRRC17 | FAT4 |
| FZD8 | CPE | OLFML3 | PTGFRN | MAGED4 | FAP | GPR27 | ZNF608 | KIAA0515 | TNIK | APLN | FAT | SH3MD1 | MEGF10 | GULP1 | BASP1 | FER1L3 | SDC2 | DBN1 | CKS2 | WDFY3 | FAM62B | GOPC | MED12 | PDCD4 | FLJ20032 | RNF19 | FTO | PCF11 | SLC30A1 | EMP2 | ABLIM1 | KIAA0355 | H3F3B | CDC2L6 |
| CSNK2A2 | C14orf43 | KIAA0460 | IRF2 | SUV420H1 | ZF | FLJ23861 | HDGFRP3 | LDB2 | C1orf119 | RAB6IP1 | BTBD7 | WWTR1 | ZNF436 | KCNJ8 | ABI1 | PAN3 | NOTCH3 | PIK3C2B | ZZZ3 | CD302 | TPM1 | KLF6 | DGKH | ZNF704 | UTRN | TLE1 | FZD4 | RNF38 | RNF103 | GNG11 | KITLG | PLP2 | FRZB | CYYR1 |
| LAPTM4B | CAV2 | RYBP | PORIMIN | SNX4 | MBTPS1 | HNRPA0 | PTOV1 | SFRS5 | RAP2C | FUBP1 | FLJ35954 | CKLFSF3 | C1QDC1 | VAT1 | ARHGEF2 | ZNF262 | CASP6 | KDR | PEG3 | TRIO | ANTXR1 | ANKS1 | DDAH2 | SESN3 | FN1 | CLIC1 | PLXND1 | RAPH1 | C1orf93 | MATN2 | MARCKSL1 | ASPN | MXRA7 | VGLL4 |
| FBLN5 | LHFP | MYO10 | CREB3L2 | PHC3 | C1orf24 | PITX2 | PDZK3 | TCF4 | IFIT5 | C14orf32 | OGN | KIAA1546 | CYFIP1 | JMJD1C | TRA2A | YT521 | TGFBR2 | GABARAPL1 | PECAM1 | KIAA1429 | MLL3 | DAAM1 | PAM | RAMP2 | PSIP1 | TGFBR3 | ETS1 | PBXIP1 | TSPAN6 | PCGF5 | PCTK2 | GNB1 | HNRPH1 | DYRK2 |
| CREBBP | DLC1 | IGFBP6 | PPAP2B | XPO1 | CTDSP2 | LAMB1 | FMR1 | CLEC3B | RNASE4 | CITED2 | URB | TJP1 | CAV1 | MAGED1 | COL5A1 | SPRY1 | TUBB2 | GPC3 | SOX4 | SPG21 | LAMA4 | IGF1 | HMGB2 | ATP6V1G1 | NOPE | HTRA1 | YWHAQ | DNAPTP6 | LASP1 | COL5A2 | FSTL1 | STMN1 | SDPR | SPARCL1 |
| FBN1 | CDKN1C | DLK1 | EPB41L5 | FLJ10094 | MGC15619 | MCFP | GPM6A | ZNF26 | EDNRA | NBLA04196 | PTPRE | CBR3 | KIAA1553 | REM1 | KIAA1447 | D2S448 | CBX8 | EPM2AIP1 | RALGDS | MBP | FLJ10979 | KIAA1107 | AGPAT4 | ADRA2A | ROR2 | TAC1 | EFNA5 | HMMR | B3GNT5 | TUFT1 | GNG2 | MLL5 | CENPC1 | PLEKHF1 |
| TMEM14A | RSBN1 | EDN1 | LECT1 | GNB2 | ARL4 | CENTB2 | VEZATIN | PRICKLE1 | NOTCH4 | AIM1 | SDCCAG3 | DKFZP564D166 | CSPG5 | VTI1A | MOCOS | POLR3GL | MLSTD2 | PARP9 | GNGT2 | WNT2B | KIAA0649 | SEC22L3 | GOLGA3 | TMEM27 | EIF2AK4 | FLJ23518 | MYEF2 | TIAM1 | ALCAM | C14orf37 | FXR1 | NRBP2 | KIT | GEFT |
| PTGS1 | MPZL1 | CYLN2 | MTA2 | PIK3R4 | RASL11B | DCAMKL1 | SPFH1 | SLC26A2 | CHRNG | TANC | AFAP | TRIB2 | MUM1 | AMIGO2 | C8orf41 | AASDHPPT | NF1 | NKD2 | SLC41A1 | S100A8 | KIF26A | IMPG2 | FLJ20125 | CDCA5 | ZNF567 | RNASE6 | FREM1 | HMCN1 | RP2 | TCEAL1 | KIAA0980 | URP2 | SEMA5A | TTC19 |
| YAP1 | DNAJC1 | MED19 | PTPDC1 | SLITRK2 | IGSF2 | MGC133870 | DDX46 | BMP7 | CCHCR1 | PLEKHG2 | ECT2 | HSPC196 | SPINK5 | RUTBC1 | MAMDC2 | CXXC1 | SERPING1 | CPT1C | FBXW8 | GPNMB | CCNC | ECE1 | C1orf156 | C10orf35 | SNX7 | FZD1 | JARID1A | ANKIB1 | WBP1 | USP49 | C6orf60 | LUZP1 | YEATS2 | PAQR8 |
| E2F2 | MAN1A1 | KIAA0040 | ALPK1 | SGOL2 | RHPN2 | MARVELD2 | TMEM44 | TMEM16A | DDX42 | ALS2CR19 | TSPAN5 | ATR | NELF | H2AFY2 | C3orf21 | MAP1A | TROAP | IGSF10 | PLSCR3 | SGNE1 | KIAA1913 | TSPYL2 | CSPG4 | CENTB5 | TMEFF1 | TTYH2 | MGC21644 | EPHA4 | C14orf139 | BUB1B | PRICKLE2 | ASPM | EIF5A2 | CD109 |
| FLJ10719 | FLJ30046 | FBXW9 | OACT1 | MFAP3 | BRRN1 | HNRPD | KIAA1727 | ELAVL1 | MGC4707 | SMC4L1 | JM11 | PEX10 | C20orf67 | MGC16943 | SCDR10 | GCNT2 | RetSat | GJB1 | COG6 | RBBP9 | PKD1L2 | TFPI2 | RPGR | COL6A3 | C6orf111 | SFRS11 | C8orf42 | CNGA2 | MGC11335 | ADAMTS6 | CKAP2 | FLJ12975 | SPG3A | SORCS1 |
| DTX1 | LYST | DLEU2 | MBNL3 | NEDD9 | CCNB1 | PHLDA1 | TSPAN33 | DPY19L3 | C14orf118 | P2RY14 | GABRG2 | RERG | COL12A1 | WDTC2 | CSPP1 | RGNEF | FLJ14166 | MCMDC1 | DKK1 | LIX1 | SPTBN1 | SMC2L1 | FLJ32745 | ZNF482 | TSPAN18 | C6orf155 | WHSC1 | B4GALT4 | CCND1 | C9orf39 | MUTYH | CACNB2 | C13orf25 | CSRP2BP |
| STXBP5 | MARCH9 | FLJ40852 | RAP1GDS1 | MGC126930 | ZNF22 | KHDRBS1 | C18orf54 | PACS2 | ZBTB8 | GALNT13 | SLITRK6 | SFXN2 | DKFZP586H2123 | EFNB3 | ST3GAL5 | FZD10 | HNRPA2B1 | GPBP1 | CNTN1 | MMRP19 | C9orf4 | CDKL4 | FGF9 | FLJ20105 | PRKCB1 | ELF1 | IMPG1 | RBPMS | SSTR1 | ZBTB37 | TOR1AIP1 | FBXO47 | ZNF624 | CCDC18 |
| LRRN1 | ZIC3 | ANK1 | SDCCAG10 | MYBL1 | SRI | KIAA0960 | C1orf85 | TCF7 | COL24A1 | EPB41 |

### FFDU genes: 305

FFDU Cluster

Time course of FFDU genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
 TLR1 | ZNF297B | ZNF263 | FOXP2 | NR4A2 | RCOR1 | OSR2 | C1GALT1 | SLC25A29 | ANKRD29 | C10orf72 || C1orf96 | MLLT10 | STXBP6 | NCAM1 | FLJ23322 | PSD4 | SERPINA1 | STEAP2 | C13orf10 | XPA | C3 |
| ARHGAP9 | SLC16A14 | CXCR3 | PAMCI | TLR3 | PGM2L1 | FLJ43654 | MTHFR | FAM43A | TMEM24 | C13orf1 |
| SLC38A1 | NY-SAR-48 | CRYGS | NEBL | RRAS2 | PHF2 | EPHA4 | COL11A1 | ZNF278 | PRR3 | CYYR1 |
| GNA13 | ST6GALNAC2 | MAP3K12 | ZWILCH | ABCA8 | MMP24 | KIAA0984 | TBC1D17 | PTGS1 | FANCM | AEBP2 |
| SLC24A6 | ZC3HAV1 | ZC3H6 | DKFZp434C0328 | DOC1 | CSF3 | CTTNBP2NL | PDE4D | SSBP4 | TCF7 | HMOX1 |
| SNAI1 | WDR21A | S100PBPR | ZDHHC23 | ANGPT4 | TRIM38 | ENPP6 | DZIP3 | INHBA | FAM20A | KCNA3 |
| ZCSL3 | RPS6KC1 | RC74 | ANKRD12 | NUDT11 | C10orf83 | AMIGO2 | KRT10 | NAP1L1 | NCOA6IP | HOXB5 |
| FMO5 | RAP2A | C1orf165 | ITGA2 | KIAA0753 | RAP1GDS1 | JAM2 | GLT25D2 | FLJ21816 | ABCA1 | NFATC4 |
| LGI1 | FOXO3A | TCN2 | DDEF1 | PRKCB1 | C3orf19 | GSTK1 | Ells1 | ICA1 | UNC84A | CABLES1 |
| MXD1 | UBE2G2 | KCNMB4 | MXI1 | ANKRD42 | CALCOCO1 | SEPN1 | PCGF3 | MGC45840 | DAF | DATF1 |
| PMM1 | PAWR | AXUD1 | PYGO1 | TIMELESS | WAS | BBS2 | PTX3 | ZNF605 | NDE1 | SEMA5B |
| GABRE | FLJ90709 | HHIP | DMBT1 | MGC11335 | GPATC3 | MRE11A | CHST13 | STYX | NFKBIE | PRRT1 |
| SOX12 | CACNA1G | DAB1 | BOLA-DQA2 | FBXO32 | RAP140 | BCL10 | NUP160 | LCP2 | AQP11 | TIMM9 |
| IPMK | KIAA1005 | HECW1 | MGC17301 | EVI2B | ZNF365 | HIST1H2BC | FLJ21159 | HS3ST5 | DLG2 | FAM84A |
| CASC3 | CALCRL | DQX1 | BOLL | OCLN | HRASLS3 | CD3D | C20orf117 | GLTSCR2 | BVd1.18 | IFI16 |
| ARAF | DSU | OSRF | MGC39715 | EVA1 | HSPC117 | DAPK1 | LCK | CCL3L1 | PPP2R1B | SLC16A12 |
| SMARCC2 | MGC133938 | RELA | MTMR9 | FLJ14001 | RBPMS | RIOK3 | E2F8 | PHLDA1 | IQCA | SELE |
| FKRP | FLJ13941 | LUZP1 | SDFR2 | HEATR1 | GTF2H3 | RNU47 | AP1GBP1 | MGC133720 | DPY19L3 | C20orf23 |
| GMFG | PB1 | CCDC14 | SHANK2 | ARMC8 | IFI44 | NPAL1 | C10orf45 | CELSR1 | SOS1 | KIAA0373 |
| PDE10A | CD96 | PVRL3 | DCAMKL1 | AFF1 | MCTS1 | ACOX1 | SLC25A21 | C9orf46 | HABP2 | TBX3 |
| C1orf55 | EPS8 | HDAC4 | LTBP4 | ZFYVE1 | CNNM3 | RNF103 | FBXL20 | TJP2 | C1orf71 | OXR1 |
| ADAM9 | MEIS1 | SEMA6D | CRAMP1L | AQP4 | NAGA | KLF6 | CXCL14 | HSPA2 | MR-1 | RNF144 |
| KIAA0556 | CSPP1 | HRMT1L1 | DNCL1 | GRB10 | KIAA0831 | DUSP19 | MAML3 | CYP2U1 | MDS1 | VPS4B |
| AGTRL1 | TPX2 | ERBB2 | ZNF470 | NCALD | EHMT2 | MGEA5 | TRIM45 | MGC127324 | FLJ30092 | PXMP2 |
| TDE1 | LAMP2 | EZH1 | PCMTD2 | LKAP | XAB2 | HBP1 | UQCRB | WDFY1 | DUSP26 | RC3H1 |
| CCPG1 | BTC | YPEL3 | ARID5B | ZFP36L2 | IRF2BP2 | GSN | BTG1 |

### FFDD genes: 76

FFDD Cluster

Time course of FFDD genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol | Gene Symbol |
| --- | --- | --- |
 UBE2T | RBM15 | LATS1 || SLC4A2 | TCF19 | LIP8 |
| CDC42BPB | HS2ST1 | PVRL1 |
| PLVAP | EDNRA | NUP107 |
| IMP-3 | SRGAP3 | MOV10 |
| ZNF275 | ROBO1 | KIAA1223 |
| CXCR4 | PPM1K | SERTAD4 |
| MGC33887 | PPP2R2B | CYP39A1 |
| IRS1 | C16orf34 | HPGD |
| DACT1 | MYO9A | TSPYL5 |
| ARMCX1 | NUDT2 | NRK |
| TOP2A | GPC4 | MEST |
| CDH11 | FAM46A | GNG2 |
| TM4SF18 | IFITM3 | RNASE1 |
| PIGC | ENC1 | ADAMTS4 |
| PAK3 | SBBI54 | PKD1L2 |
| MARVELD1 | CDKN3 | CBX2 |
| PTGIS | CCND1 | KNTC2 |
| HOXD3 | NRIP3 | GSTK1 |
| FLJ40311 | TGIF | C18orf24 |
| KIAA0409 | SN | PXMP2 |
| RAD54B | WDR33 | FPGT |
| ASPN | GPX7 | HBG |
| ECRG4 | TGFBI | ITGA7 |
| MYH8 | MYH3 | IGF2 |
| GTL2 |

### FUFF genes: 70

FUFF Cluster

Time course of FUFF genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol | Gene Symbol |
| --- | --- | --- |
 AKT2 | UBE2E2 | PITX1 || CEBPG | SLC1A3 | SH3GL2 |
| NFATC1 | ANKRD11 | CREB3L3 |
| PIGH | KIAA0182 | FLJ20489 |
| IGFBP5 | CRADD | AK3 |
| DSG1 | MTUS1 | ADSSL1 |
| F10 | RNF31 | FLJ22662 |
| ROCK2 | AQP7 | PPARG |
| OGT | CRISPLD2 | MCF2L |
| VEGF | RRAD | C3 |
| MUSTN1 | C1orf21 | AQP4 |
| CAMK2D | ACAT1 | BOLA-DQA |
| MMP13 | HPSE | IMPAD1 |
| BTBD15 | SOS2 | ZNF569 |
| ENPEP | C1orf82 | EGFR |
| TNFSF13 | C14orf35 | C4A |
| NPR3 | EFCAB1 | CA6 |
| IGSF6 | TSHR | TECTB |
| EHF | ERO1L | UCK1 |
| AVPR1B | CD47 | PAG16 |
| NCRMS | TUBGCP3 | SLC39A12 |
| MGC4266 | THAP6 | ADAMDEC1 |
| CAMTA1 | CADPS | TRIM9 |
| FBXL5 |

### FUFU genes: 15

FUFU Cluster

Time course of FUFU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 SOX15 || MIOX |
| DAG1 |
| LRRC2 |
| S100A1 |
| PRSS23 |
| CRSP3 |
| FLJ14054 |
| C18orf25 |
| PTPRC |
| ZFY |
| KIAA0408 |
| CCDC21 |
| VLDLR |
| MN1 |
|

### FUFD genes: 10

FUFD Cluster

Time course of FUFD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 NUDT13 || SHH |
| KIAA1117 |
| PPP1R3B |
| ELN |
| NOL8 |
| LRP2 |
| CHL1 |
| PIGX |
| QPCT |
|

### FUUF genes: 25

FUUF Cluster

Time course of FUUF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 ATP2A2 || TA-PP2C |
| SLC25A12 |
| PLN |
| TFRC |
| UCP3 |
| PADI2 |
| CAMK2A |
| P2RY1 |
| ALDH1A1 |
| NBLA03831 |
| TRIM7 |
| RORC |
| CCRK |
| MAPT |
| NOL8 |
| ACADVL |
| NEB |
| CABC1 |
| PHKA1 |
| GPD1 |
| PPP1R1A |
| ATP2A1 |
| TPI1 |
| PGK1 |
|

### FUUU genes: 3

FUUU Cluster

Time course of FUUU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 MGC13275 || ZBTB16 |
| PFKFB4 |
|

### FUUD genes: 7

FUUD Cluster

Time course of FUUD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 PTPLA || ANKRD1 |
| CHAD |
| SLC27A6 |
| SLC26A6 |
| FLJ20323 |
| OGG1 |
|

### FUDF genes: 11

FUDF Cluster

Time course of FUDF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 GPNMB || RB1CC1 |
| ERBP |
| ATXN1 |
| C14orf24 |
| EDNRB |
| ST3GAL5 |
| TESK2 |
| PCDH19 |
| MORC3 |
| EIF2C3 |
|

### FUDU genes: 8

FUDU Cluster

Time course of FUDU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 FLT3LG || MGC127492 |
| LAMA3 |
| MTMR11 |
| DNAH1 |
| MOXD1 |
| CETN3 |
| ZA20D2 |
|

### FDFF genes: 81

FDFF Cluster

Time course of FDFF genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol | Gene Symbol |
| --- | --- | --- |
 PIP5K2A | KIAA0339 | C2 || PLXNB1 | C10orf4 | EPB41L1 |
| BYSL | TRIM25 | DAB1 |
| SEPT3 | MMP3 | TIFA |
| ITGA4 | VSNL1 | PPP1R11 |
| SLC11A2 | TMPO | ZFHX1B |
| DKFZp762E1312 | CCNE2 | CDCA8 |
| ESPL1 | UNC119 | SRPX2 |
| CAMK1 | FRMPD1 | TSPAN12 |
| SHRM | CKAP2 | GPSM1 |
| UHRF1 | CAND1 | ABCC8 |
| FBXO30 | ACOX1 | PAG1 |
| STAM2 | CDO1 | DCAMKL1 |
| RBP1 | CYP4V2 | TMEM39A |
| PDE3B | PAPOLA | PTPN2 |
| DOCK5 | HSD11B2 | MAGI3 |
| FLJ20297 | TLK2 | KCNK7 |
| NKX2-2 | FLJ13111 | FLJ12886 |
| NRG2 | PLD1 | CYLC1 |
| NAPB | PHLPPL | OGT |
| FLJ31978 | RPE65 | MGC16943 |
| WDR20 | B3GALT1 | LIG4 |
| CEP4 | GTDC1 | LY6D |
| UFM1 | CCNB1 | RAD54B |
| INPP4B | CLYBL | RAB35 |
| VTI1A | FGFR2 | KIAA0701 |
| STARD3NL | PPM1E | BCAT1 |
|

### FDFU genes: 12

FDFU Cluster

Time course of FDFU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 FLJ10081 || ABAT |
| ENTPD5 |
| CACNA1A |
| FASLG |
| TSEN2 |
| NUP43 |
| RBM15 |
| ALDOB |
| GSK3B |
| LHFPL1 |
| GNTIVH |
|

### FDFD genes: 23

FDFD Cluster

Time course of FDFD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 CHEK1 || MAP1B |
| FLJ11029 |
| WBSCR17 |
| DKFZP564O0823 |
| TMED1 |
| ACOT7 |
| PLXNA1 |
| CALD1 |
| TS |
| COL22A1 |
| BIRC5 |
| SLC25A15 |
| CDC2 |
| COL18A1 |
| RBM3 |
| LIG1 |
| TRIM36 |
| MGC133728 |
| CCNA2 |
| KHDRBS1 |
| DLGAP4 |
| FLJ32810 |
|

### FDUF genes: 62

FDUF Cluster

Time course of FDUF genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol | Gene Symbol |
| --- | --- | --- |
 TMEM19 | SP1 | FLJ20699 || ABL1 | IGSF1 | RAD54L |
| PPRC1 | ODC1 | IKIP |
| KIF21A | ESR2 | KIAA1272 |
| KTI12 | GNL3 | SLC27A4 |
| BRI3BP | N4BP3 | SETDB2 |
| TRAF3IP3 | KLHL22 | FCGR2B |
| KIAA0103 | FLJ39822 | PGBD5 |
| C14orf108 | HTATIP2 | PLCB3 |
| FBXO40 | DIRAS3 | ZBTB10 |
| PLD1 | SFRS14 | RNF32 |
| ST6GALNAC3 | EPHA5 | PALM2-AKAP2 |
| NUP155 | N4BP2 | ABI1 |
| TMEM2 | ANPEP | GATAD1 |
| NMES1 | CYFIP2 | AMPD3 |
| NFE2L2 | ASCIZ | PRIM1 |
| WHSC1 | ZNF599 | MGC134214 |
| ZC3H12B | P53CSV | DAPP1 |
| TRAM1L1 | KIAA1212 | PHIP |
| ZNF529 | DAO | ANGPTL3 |
| MS4A1 | HSA9761 |

### FDUU genes: 9

FDUU Cluster

Time course of FDUU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 MGC13017 || CXCL10 |
| RNF40 |
| DTNBP1 |
| IRF5 |
| FLJ13868 |
| RALA |
| C1orf75 |
| PLD5 |
|

### FDUD genes: 26

FDUD Cluster

Time course of FDUD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 ZNFN1A3 || TMEM7 |
| MGC3731 |
| LARP2 |
| SVH |
| CARS |
| KIAA0040 |
| MPHOSPH9 |
| BAX |
| ADAM12 |
| C9orf48 |
| MOCS3 |
| NMNAT2 |
| PHGDH |
| CSDC2 |
| RFC5 |
| SMURF1 |
| LECT2 |
| TRIM9 |
| HOOK1 |
| ANKRD42 |
| SEPT11 |
| DHX32 |
| CDKN1A |
| SQLE |
| TRA1 |
|

### FDDF genes: 30

FDDF Cluster

Time course of FDDF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 CSPG2 || CHAF1A |
| MYO9A |
| SYTL2 |
| CCNB2 |
| KIAA1602 |
| LMNB1 |
| KLHL13 |
| MGC16121 |
| KIAA1914 |
| ABAT |
| MID1 |
| CTNND2 |
| SPAG5 |
| SLC39A6 |
| ODZ3 |
| RICS |
| PRICKLE1 |
| MFHAS1 |
| NUDT10 |
| GJA7 |
| BCAT1 |
| NUDT6 |
| KIAA1005 |
| ERBB3 |
| FLJ12505 |
| COL21A1 |
| SEPT9 |
| MAGED2 |
| NES |
|

### FDDU genes: 6

FDDU Cluster

Time course of FDDU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 FABP7 || GPR126 |
| DNER |
| SRD5A2L |
| SLC16A9 |
| KIAA1012 |
|

### FDDD genes: 8

FDDD Cluster

Time course of FDDD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 PDLIM4 || NUSAP1 |
| SPP1 |
| MGC16121 |
| BCAT1 |
| IGFBP2 |
| CIT |
| CAPN6 |
|

### UFFF genes: 149

UFFF Cluster

Time course of UFFF genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol | Gene Symbol |
| --- | --- | --- | --- | --- |
 MX1 | KIAA0040 | HIP1R | TSPAN13 | SLC6A1 || PRKCH | RSAD2 | IL15 | SCARF1 | LYN |
| TNS4 | SPSB2 | FLJ90586 | CDH1 | C14orf120 |
| GPR103 | SORL1 | DNMT3B | MGC14141 | GBP5 |
| BIRC4BP | CLDN1 | ECM2 | KIAA1838 | SAMD9 |
| PRELP | CKMT1B | GMFG | IL2RG | USP53 |
| MYO5C | ATP6V1B2 | LGALS3BP | C17orf28 | PITRM1 |
| SLC22A5 | C10orf78 | FLJ90805 | GRSF1 | FGFR1 |
| MGC10993 | GATA2 | IFIH1 | PERP | KIAA0527 |
| RUNX2 | RNPEP | GPM6B | CCR7 | TRIB3 |
| SEMA4B | AHR | AQP3 | ZNF507 | HEG |
| CD6 | GIT2 | FGL2 | RGS5 | TESK2 |
| PAG11 | RAB15 | KIAA1627 | ATP13A4 | EPB49 |
| SPG3A | RNF39 | GCLC | ADPGK | CORO1A |
| F2RL2 | IL4R | NOSTRIN | JARID2 | PAG5 |
| CPLX2 | GPR55 | VPS26 | FH | DKFZp762A217 |
| PKIB | FLJ39155 | OFD1 | C6orf57 | SSNA1 |
| SLC2A4 | SMURF1 | MGC21382 | ATP6V1D | SEC63D1 |
| DSC2 | TRRAP | RHBG | CCKBR | HDAC2 |
| CDH2 | TTLL7 | CD86 | PRPF39 | WDFY2 |
| KIAA1737 | WDR69 | PRSS22 | FES | KLHL5 |
| DKFZP566N034 | BVd1.19 | CTSC | AGMAT | HTR1F |
| ACVR2A | FUT1 | PCNT1 | SLC30A4 | PJA2 |
| CYP1B1 | DENND1A | EAF2 | KPNA4 | PRLR |
| PPP1R3C | RAFTLIN | BHLHB2 | GENX-3414 | ANXA4 |
| DKFZP586A0522 | SQSTM1 | DNAJC5 | AMOT | NT5C3 |
| CHRNE | SERF2 | CXADR | ELTD1 | BVES |
| TRIM24 | PARP14 | NCOR1 | LRP11 | RASIP1 |
| PCOLCE2 | ZBTB20 | ALDH5A1 | ATP1A2 | S100A4 |
| FLJ20152 | DDIT4L | MGP | LNPEP |

### UFFU genes: 29

UFFU Cluster

Time course of UFFU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 IFIH1 || MRPS10 |
| AHNAK |
| TCEB1 |
| FVT1 |
| C9orf42 |
| CAPSL |
| DEPC-1 |
| PSMD1 |
| SCNN1A |
| C6orf70 |
| MGC127133 |
| OSRF |
| CX36 |
| FLJ20054 |
| HLA-DRA |
| MAOB |
| ADSSL1 |
| TMEM8 |
| CA4 |
| TMEM16A |
| VPS13B |
| MTAC2D1 |
| NR1D1 |
| PTGER4 |
| PSMB9 |
| MYH11 |
| RGS5 |
| ALDH2 |
|

### UFFD genes: 18

UFFD Cluster

Time course of UFFD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 CATHL1 || VAMP4 |
| VprBP |
| RNF185 |
| MCP |
| RGN |
| CSGlcA-T |
| KIAA0971 |
| C16orf50 |
| C10orf89 |
| GPR174 |
| ZNF533 |
| SCIN |
| CCL21 |
| IBRDC2 |
| GATM |
| PDE4B |
| NOL9 |
|

### UFUF genes: 21

UFUF Cluster

Time course of UFUF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 DCI || TMEM38B |
| MGC128473 |
| CLIC5 |
| COX6A1 |
| L2HGDH |
| TRIM7 |
| FAM51A1 |
| RGS20 |
| CAMKK2 |
| C20orf9 |
| DNASE1L3 |
| RDH8 |
| FLJ10652 |
| GPT2 |
| ORF1-FL49 |
| SYNPO |
| SNTA1 |
| GPT |
| SCN1B |
| TNFRSF9 |
|

### UFUU genes: 5

UFUU Cluster

Time course of UFUU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 CYP4B1 || MGC128590 |
| BOLA-DQA1 |
| PDK4 |
| C20orf35 |
|

### UFUD genes: 8

UFUD Cluster

Time course of UFUD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 HLF || CST6 |
| ZNF385 |
| KCNAB1 |
| CD80 |
| OLFM1 |
| KIF21A |
| FABP4 |
|

### UFDF genes: 33

UFDF Cluster

Time course of UFDF genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol |
| --- | --- |
 LRRFIP1 | C9orf26 || NR5A2 | IL15 |
| CHST7 | CAMP |
| DHX30 | MYH8 |
| DHRS7 | SOX18 |
| FAH | TUB |
| RGS16 | LYPD1 |
| CLCN2 | TNS |
| C18orf43 | COBLL1 |
| FN3K | OSBP2 |
| IGF1R | AOX2 |
| KIF27 | ZNF235 |
| NT5C2L1 | ARHGAP27 |
| ETS1 | ASL |
| NR3C2 | ELK3 |
| PODXL | PLCD1 |
| COL15A1 |

### UFDU genes: 17

UFDU Cluster

Time course of UFDU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 RASGEF1B || CG018 |
| NEDD4 |
| ITGAX |
| LRCH2 |
| HCLS1 |
| SREBF2 |
| RAB35 |
| PNKP |
| CHML |
| TBDN100 |
| SH2D1A |
| LASS6 |
| GPR155 |
| CTSB |
| KIAA1639 |
| ALS2CL |
|

### UFDD genes: 1

Time course of UFDD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 ACHE ||

### UUFF genes: 12

UUFF Cluster

Time course of UUFF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 MYH1 || ACTN3 |
| ATP1B1 |
| PPP1R3C |
| BHLHB2 |
| RPL3L |
| ESR1 |
| S100G |
| GIPC2 |
| KIAA0391 |
| HSD11B1 |
| AFM |
|

### UUFU genes: 3

UUFU Cluster

Time course of UUFU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 TCAP || DDO |
| BTNL9 |
|

### UUFD genes: 3

UUFD Cluster

Time course of UUFD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 IER3 || PEBP4 |
| APOC2 |
|

### UUUF genes: 10

UUUF Cluster

Time course of UUUF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 KLF9 || ART3 |
| ANKRD23 |
| PLN |
| CKMT2 |
| TMOD4 |
| COX7A1 |
| ATP2A1 |
| PON3 |
| AGXT2L1 |
|

### UUUU genes: 2

UUUU Cluster

Time course of UUUU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 LRRC2 || BoLA |
|

### UUUD genes: 1

Time course of UUUD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 TMEM52 ||

### UUDF genes: 1

Time course of UUDF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 NAB1 ||

### UUDU genes: 2

UUDU Cluster

Time course of UUDU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 FGL2 || FLJ20628 |
|

### UDFF genes: 11

UDFF Cluster

Time course of UDFF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 TMC4 || SSFA2 |
| TSCOT |
| KDELR2 |
| 6-16 |
| ISG15 |
| SLC9A4 |
| MMP1 |
| IFITM5 |
| DSG2 |
| FLJ23235 |
|

### UDFU genes: 11

UDFU Cluster

Time course of UDFU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 TLN2 || ULK3 |
| ST7L |
| TRPV6 |
| CAST1 |
| WBP4 |
| GLS |
| SLC36A4 |
| ACTN4 |
| ZBTB24 |
| A |
|

### UDFD genes: 1

Time course of UDFD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 ANKRD26 ||

### UDUF genes: 15

UDUF Cluster

Time course of UDUF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 ISG20 || FLJ21415 |
| DMBT1 |
| CART1 |
| CENPC1 |
| PDE4D |
| ACRP30 |
| FBXO21 |
| PPP3CB |
| CLCA3 |
| KLRA1 |
| VCL |
| TMEM56 |
| GPT2 |
| CRP |
|

### UDUU genes: 2

UDUU Cluster

Time course of UDUU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 SDS || FBXL14 |
|

### UDUD genes: 4

UDUD Cluster

Time course of UDUD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 PTK9 || ALG3 |
| SLC10A1 |
| FLJ11806 |
|

### UDDF genes: 3

UDDF Cluster

Time course of UDDF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 PITPNM3 || SOSTDC1 |
| GALK1 |
|

### UDDU genes: 2

UDDU Cluster

Time course of UDDU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 KRT19 || C6orf155 |
|

### DFFF genes: 83

DFFF Cluster

Time course of DFFF genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol | Gene Symbol |
| --- | --- | --- |
 LATS1 | FLJ14803 | KIAA0467 || CLOCK | HYPE | AGC1 |
| YEATS2 | CHST3 | EEDA |
| COL11A1 | RP2 | ZCCHC12 |
| ALDH1A2 | SEPT11 | MYO5B |
| D4S234E | TAF1B | TAF6L |
| PAG6 | PIP3-E | ENTPD3 |
| SLC6A6 | ACACA | CA5A |
| ROPN1L | YIPF5 | PIP5K3 |
| BHLHB9 | KCNE2 | STK4 |
| TM9SF4 | PGBD2 | NFATC2 |
| DCAMKL1 | TAF1 | NEF3 |
| DSPG3 | CUTL2 | NRXN3 |
| CNN1 | FLJ37562 | RHOU |
| TM7SF2 | ADAM12 | ODZ3 |
| FZD9 | CDC2 | KIAA0265 |
| KBTBD8 | PIK3R1 | PRKG1 |
| PHF3 | DDX55 | CGI-121 |
| HYPB | USP7 | CHD4 |
| GOLGB1 | MATN1 | FN1 |
| HMGA2 | ASB1 | GSTA2 |
| TBDN100 | GABRB3 | DIP |
| EXPH5 | NOL1 | CHDH |
| PRICKLE1 | KIAA1596 | USP37 |
| AMY2B | SEH1L | COQ6 |
| CLDN16 | SEC23IP | grp78 |
| CCND2 | TAGLN3 | FRMD3 |
| ACTA2 | HSPCA |

### DFFU genes: 16

DFFU Cluster

Time course of DFFU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 ARMC8 || SEMA4A |
| FLT1 |
| KIR2DL1 |
| ITGB3 |
| MAEL |
| ONECUT2 |
| MUC19 |
| GPR139 |
| STARD4 |
| TUBG2 |
| PMAIP1 |
| KIAA1189 |
| RNF12 |
| FRMD3 |
| RGMB |
|

### DFFD genes: 17

DFFD Cluster

Time course of DFFD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 PITPNB || ASPSCR1 |
| COL12A1 |
| DPP4 |
| TEX14 |
| FLJ20485 |
| IMP-3 |
| MLLT11 |
| PCYT2 |
| UCHL1 |
| TNNT2 |
| ARPC4 |
| SOCS4 |
| SDHD |
| EPOR |
| HGF |
| RANBP1 |
|

### DFUF genes: 20

DFUF Cluster

Time course of DFUF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 KPNA4 || PRDX6 |
| ATF3 |
| ME1 |
| MGC128711 |
| FOS |
| NCL |
| C8B |
| RBM25 |
| SLC6A15 |
| KCNJ1 |
| GNB2L1 |
| MGC20781 |
| LY9 |
| C20orf26 |
| ITGA4 |
| TOMM34 |
| PRG4 |
| ZFHX1B |
| PRSS7 |
|

### DFUU genes: 3

DFUU Cluster

Time course of DFUU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 GPX2 || ANGPTL4 |
| C4orf17 |
|

### DFUD genes: 10

DFUD Cluster

Time course of DFUD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 HAPLN1 || LRFN5 |
| PRKAA2 |
| MBP |
| PDXK |
| HP |
| BAI3 |
| F13B |
| SNX13 |
| MLLT11 |
|

### DFDF genes: 22

DFDF Cluster

Time course of DFDF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 EPHA7 || NRXN1 |
| UST |
| AGTR2 |
| CHRM2 |
| B3GALT2 |
| ALAS2 |
| ZNF79 |
| ACOT4 |
| GAS7 |
| NHS |
| CLDN23 |
| TRPC6 |
| HMMR |
| MGC9564 |
| GOLGB1 |
| GPR37 |
| XIST |
| LDLRAD3 |
| DCAMKL1 |
| COL16A1 |
| PTN |
|

### DFDU genes: 10

DFDU Cluster

Time course of DFDU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 GABRA3 || C2GNT3 |
| KCNN2 |
| GPR23 |
| WNK3 |
| CCDC4 |
| DPP10 |
| HAS2 |
| KIDINS220 |
| COL24A1 |
|

### DFDD genes: 2

DFDD Cluster

Time course of DFDD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 RICS || TOX |
|

### DUFF genes: 45

DUFF Cluster

Time course of DUFF genes

Link to DE genes in NCBI

| Gene Symbol | Gene Symbol |
| --- | --- |
 FLOT2 | SLC9A2 || ABHD5 | GFOD1 |
| BTBD15 | LATS1 |
| NAG | OPN1LW |
| C8A | ATP13A4 |
| IL17RD | CDMP-2 |
| TM9SF4 | ANPEP |
| TGOLN2 | KIT |
| FSD1L | SLC25A32 |
| C5orf3 | ZNF31 |
| RPE | C6orf105 |
| STX6 | SPEN |
| ARHGEF10 | SATB1 |
| TRPC3 | ADAMTS5 |
| MAN1A1 | CYP3A4 |
| FGB | BACH2 |
| KIAA0586 | GNB4 |
| C1orf27 | GNGT1 |
| G6PC | PHF10 |
| PAK7 | FLJ35880 |
| OPTN | ATG4A |
| HOXA10 | LRRC41 |
| HOXA9 |

### DUFU genes: 4

DUFU Cluster

Time course of DUFU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 MAOB || C1orf138 |
| LRRN6C |
| KIAA1961 |
|

### DUFD genes: 7

DUFD Cluster

Time course of DUFD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 CLCA2 || SULT2A1 |
| NOX4 |
| SUCLA2 |
| PPAPDC2 |
| SMEK2 |
| LZTR1 |
|

### DUUF genes: 9

DUUF Cluster

Time course of DUUF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 DLD || MAT1A |
| CXADR |
| UCP1 |
| CNKSR1 |
| F2RL2 |
| ANGPTL3 |
| FLJ20507 |
| ANKMY2 |
|

### DUUD genes: 2

DUUD Cluster

Time course of DUUD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 SLC7A11 || CWF19L2 |
|

### DUDF genes: 10

DUDF Cluster

Time course of DUDF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 SLC2A3 || RNF24 |
| RetSat |
| CABP5 |
| TKDP2 |
| SLC17A6 |
| MGC33887 |
| YIPF5 |
| NUP88 |
| XIST |
|

### DUDU genes: 6

DUDU Cluster

Time course of DUDU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 RECQL || RABGAP1 |
| ORF1 |
| PDCD4 |
| IMPG2 |
| ARHGAP12 |
|

### DUDD genes: 3

DUDD Cluster

Time course of DUDD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 PCDH19 || DCUN1D2 |
| XIST |
|

### DDFF genes: 3

DDFF Cluster

Time course of DDFF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 PIK3R2 || HES6 |
| ERBB3 |
|

### DDFU genes: 2

DDFU Cluster

Time course of DDFU genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 HAL || MCTP1 |
|

### DDFD genes: 3

DDFD Cluster

Time course of DDFD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 MASK || NNAT |
| DCX |
|

### DDUF genes: 2

DDUF Cluster

Time course of DDUF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 COTL1 || NRG1 |
|

### DDUD genes: 4

DDUD Cluster

Time course of DDUD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 NNAT || CRABP2 |
| RAB9B |
| IPMK |
|

### DDDF genes: 7

DDDF Cluster

Time course of DDDF genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 DPYSL5 || DBN1 |
| RYR3 |
| CKB |
| CRABP1 |
| LPHN3 |
| POSTN |
|

### DDDD genes: 2

DDDD Cluster

Time course of DDDD genes

Link to DE genes in NCBI

| Gene Symbol |
| --- |
 PRSS35 || BCAT1 |
|

# Supplementary material for: A gene network switch enhances the oxidative capacity of ovine skeletal muscle during late fetal development
**Source:** BMC Genomics. 2010 Jun 15;11:378. doi: 10.1186/1471-2164-11-378
**Supplement:** Additional File 2 — Functional clustering of genes present in each expression cluster. The file contains a summary table listing functional groups and functional terms significantly associated with each gene expression cluster.

**Additional File 2. Functional clustering of genes present in each expression cluster<sup>1</sup>.**

---

---

---

**Functional Group 2**

GOTERM\_CC\_ALL GO:0031980~mitochondrial lumen  
GOTERM\_CC\_ALL GO:0005759~mitochondrial matrix  
GOTERM\_CC\_ALL GO:0031974~membrane-enclosed lumen  
GOTERM\_CC\_ALL GO:0043233~organelle lumen

2.25E-7

**Functional Group 3**

GOTERM\_BP\_ALL GO:0006732~coenzyme metabolic process  
GOTERM\_BP\_ALL GO:0045333~cellular respiration  
GOTERM\_BP\_ALL GO:0046356~acetyl-CoA catabolic process  
GOTERM\_BP\_ALL GO:0009060~aerobic respiration  
GOTERM\_BP\_ALL GO:0006099~tricarboxylic acid cycle  
GOTERM\_BP\_ALL GO:0006084~acetyl-CoA metabolic process  
GOTERM\_BP\_ALL GO:0009109~coenzyme catabolic process  
GOTERM\_BP\_ALL GO:0051187~cofactor catabolic process  
KEGG\_PATHWAY Citrate cycle (TCA cycle)  
GOTERM\_BP\_ALL GO:0044248~cellular catabolic process  
GOTERM\_BP\_ALL GO:0044262~cellular carbohydrate metabolic process  
GOTERM\_BP\_ALL GO:0009056~catabolic process  
GOTERM\_BP\_ALL GO:0005975~carbohydrate metabolic process  
SP\_PIR\_KEYWORDS Tricarboxylic acid cycle

1.74E-6

**Functional Group 4**

GOTERM\_CC\_ALL GO:0044455~mitochondrial membrane part  
GOTERM\_CC\_ALL GO:0005746~mitochondrial respiratory chain  
SP\_PIR\_KEYWORDS electron transport  
GOTERM\_MF\_ALL GO:0008121~ubiquinol-cytochrome-c reductase activity  
GOTERM\_MF\_ALL GO:0016681~oxidoreductase activity, acting on diphenols as donors, cytochrome as acceptor  
GOTERM\_MF\_ALL GO:0016679~oxidoreductase activity, acting on diphenols and related substances as donors

7.56E-6

**Functional Group 5**

GOTERM\_CC\_ALL GO:0044455~mitochondrial membrane part  
GOTERM\_CC\_ALL GO:0005746~mitochondrial respiratory chain  
GOTERM\_CC\_ALL GO:0005747~mitochondrial respiratory chain complex I  
GOTERM\_CC\_ALL GO:0045271~respiratory chain complex I  
GOTERM\_CC\_ALL GO:0030964~NADH dehydrogenase complex (quinone)

1.23E-5

**Functional Group 6**2.01E-5

---

---

**Functional Group 7**

---

3.35E-5

---

---

---

**Functional Group 17**

0.039

---

---

**Functional Group 3**

**Functional Group 4**

0.023

0.028

---

<sup>1</sup>Functional annotation clustering of genes present in each expression cluster was performed using DAVID {Dennis, 2003 #707; Huang da, 2009 #708}. The geometric mean of the p-values for terms in each functional cluster is listed. Functional annotation clustering displays similar annotations together based on overlaps of genes associated with each term to give a higher order perspective of the information. <sup>2</sup>D (Down), significantly decreased expression; U (Up), significantly increased expression; F (Flat), no significant change. Each symbol represents the direction of change in gene expression between any two adjacent developmental time points. Each cluster is represented by these symbols across four developmental intervals. Only clusters containing 50 or more genes are shown. <sup>3</sup>N.S., not significant.

# Supplementary material for: A gene network switch enhances the oxidative capacity of ovine skeletal muscle during late fetal development
**Source:** BMC Genomics. 2010 Jun 15;11:378. doi: 10.1186/1471-2164-11-378
**Supplement:** Additional File 4 — Primer sequences used for quantitative RT-PCR analyses. Primer sequences used for quantitative RT-PCR analyses.

**Additional File 4. Primer sequences used for quantitative RT-PCR analyses.**

| <b>Gene-name<br/>(accession number)</b>  | <b>Position</b>             | <b>Forward (5' to 3')</b>   | <b>Reverse (5' to 3')</b>   | <b>Amplicon size<br/>(bp)</b> |
|------------------------------------------|-----------------------------|-----------------------------|-----------------------------|-------------------------------|
| <i>18S rRNA</i> (DQ222453.1)             | 1580-1731                   | gtaacccgtgtaacccatt         | ccatcaatcggtagtagcg         | 152                           |
| <i>DLK1</i> (AF354168)                   | 59000-59012,<br>61033-61247 | tgcgtggtgaatggctc           | ggctgcaggctctgtcca          | 229                           |
| (C2 variant) <sup>2</sup>                |                             |                             |                             |                               |
| <i>MYF5</i> (NM_174116) <sup>1</sup>     | 265-459                     | tggtgctcttcgggctcac         | gggtgacctcttcaggcgtctcc     | 195                           |
| <i>GTL2</i> (AF354168)                   | 148045-157841               | gategtgaacgcctggac          | aggattccagatgatggcttc       | 141                           |
| <i>RTL1</i> (AF354168)                   | 190327-190034               | cttccactctccctactgcct       | gcataccacaggttccac          | 294                           |
| <i>MEG8</i> (AF354168)                   | 200893-201457               | ccaggaggagtgtgaggctctct     | ggacccacggctgacctgtt        | 100                           |
| <i>FOS</i> (NM_182786) <sup>1</sup>      | 729 - 854                   | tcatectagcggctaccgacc       | cctcagattcagggtggcagc       | 126                           |
| <i>MYH1</i> (AB059399) <sup>1</sup>      | 5727-5904                   | ggagggaacaatccaatgtcaac     | gtcaacttttagcatttggatgagtta | 178                           |
| <i>MYH7</i> (AB059400) <sup>1</sup>      | 5583-5832                   | aagaacctgctgcggctg          | ccaagatgtggcacggct          | 250                           |
| <i>MYH2</i> (AB059398) <sup>1</sup>      | 5683 -5855                  | gaggacaatccaatacaatatctatct | cccatagcatcaggcacacga       | 173                           |
| <i>MYH8</i> (XM_865879) <sup>1</sup>     | 5661 - 5905                 | atcgcaagaatgtactcagggtg     | cagggtgttcaactctgcact       | 245                           |
| <i>MYH3</i> (NM_001101835) <sup>1</sup>  | 5850 - 6010                 | tcacccaagtccgaaagc          | gtcgcagaggaggggct           | 161                           |
| <i>CEBPD</i> (AJ_276820)                 | 1013 - 1180                 | acgcgagcgcacaacatcg         | tgcttgaaagaagcggccgag       | 168                           |
| <i>PPARG</i> (NM_181024) <sup>1</sup>    | 786 - 1010                  | atgtctcataatgccatcagggt     | gataacaaacgggtgatttgtctgtc  | 225                           |
| <i>PPARD</i> (NM_001083636) <sup>1</sup> | 1064 - 1225                 | ccagctttggcgacctctt         | ttcggaggctgcgcaggaa         | 162                           |
| <i>PPP3CA</i> (NM_174787) <sup>1</sup>   | 1489 - 1658                 | cagcggcgtgcttctggag         | tggtcatctcgcgagggtggc       | 170                           |
| <i>PEG3</i> (AY427787) <sup>1</sup>      | 8501 - 8656                 | ttgcccttaagagtggtgtgt       | actggctacttaaggcagggaag     | 156                           |
| <i>SIRT1</i> (XM_864818.2) <sup>1</sup>  | 1395 - 1618                 | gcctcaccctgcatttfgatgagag   | ttcttctgggtgaactgagccttc    | 224                           |
| <i>ACTA1</i> (NM_174225) <sup>1</sup>    | 1078 - 1345                 | agcaccatgaagatcaagatcat     | cgctgatgttggagagc           | 268                           |
| <i>LPL</i> (NM_001075120) <sup>1</sup>   | 1318 - 1616                 | taccctgcctgaagtccac         | cccagttcagccagacttcc        | 299                           |
| <i>CD36</i> (NM_174010) <sup>1</sup>     | 1364 - 1560                 | tggtgtgctagacattggcaaatg    | tgttgacctgcagccgttttgc      | 197                           |

<sup>1</sup> Derived from bovine sequence.

<sup>2</sup> Primers traverse mRNA splice sites.

How the deposited data were processed for this re-analysis (not part of the article)

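Gene expression was measured in longissimus dorsi muscle of sheep at 5 stages, 3 fetal (80, 100 and 120 d) and 2 postnatal (150 and 230 d), with 3 animals per stage and 1 array per animal. The 15 arrays were Affymetrix bovine genome arrays hybridised with biotin-labelled ovine RNA. The values used are the intensities deposited by the authors, MAS5 signals on a linear scale. By the methods of the paper, MAS5 corrected the background within regions of the array, combined perfect match and mismatch probes by a one-step Tukey biweight, and scaled each array to a mean of 200. The 2% trimmed mean of every array was checked and lay close to that target. The version of the MAS5 software is not given in the sources used here. Samples were assigned to stages from their labels, which give the stage and a replicate number, and the stages are those of Figure 1. The sex of single animals is not given, so sex was not a covariate. The paper's group totals were 3 males at 80 d, 150 d and 230 d and 2 males and 1 female at 100 d and 120 d.

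Control probe sets (112) were removed, which left 24016. A probe set was kept when its signal reached 0.25 of the array's trimmed mean, a signal of 50, on at least 3 arrays, which stands in for the study's Present calls. This kept 15981 (66.5%). Signals under 0.1 were set to 0.1 (2 values) before log2 was taken. Of the probe sets without controls, 13292 had 1 gene symbol in the platform annotation, 86 had several and 10638 had none. Genes were named only from probe sets with 1 symbol. After the filter 10034 probe sets named 7547 genes, 1914 of them by several probe sets, and such a gene was given by the probe set with the highest mean log2 signal over the 15 arrays. The array is of cattle and the RNA of sheep, so a low signal can also come from a mismatch in sequence. Since the values come from arrays, their number limits the precision. The median difference in size between replicate arrays was 0.256 to 0.469 on the log2 scale.

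Neighbouring stages were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes without a trend on all 15 arrays (10 residual degrees of freedom), and with the Benjamini-Hochberg adjustment within each of 4 intervals at 0.01. Each probe set was given a letter per interval, U, D or F, from this test. Where a gene passed the test and the geometric mean of 1 of 2 stages lay under 50, the fold against 50 is given as a lower bound, beside any fitted log2 fold change, and no fold is given where both did (not set beforehand). Values of a gene's other probe sets are as fitted. Genes were ranked by fitted fold change, and that rank is uncertain for genes with such signals. Means and SDs are of the linear signal, and log2 fold changes are differences of mean log2 signals. Gene lists (45) were written before the data were examined, together with the tests, the alternatives and the rule for naming genes, but after the study's cluster lists had been read. They were tested with camera of limma with a preset correlation of 0.01 between genes and 1 probe set per gene, at an adjusted p of 0.05 over the 45 lists of an interval, and again with an estimated correlation. The named genes were drawn from those the study names in its text and figures, not all of which are printed. They were also drawn from the 10 named genes with the largest rise and the 10 with the largest fall between 120 d and 150 d. The other intervals gave the 5 of each. These had passed the test, and their 3 values did not overlap with the 3 of the other stage. Each list described gave up to 4 members past the test, with the largest change in the direction of the list's median. The spread of expression was the SD over kept probe sets of the log2 signal, with or without division by the probe set's median over the 5 stage means, compared by two-sided exact permutation tests. Unchanged groups were simulated 20 times from the residual spread, to give the share of the same direction, the correlation and the number of 2-fold differences that chance alone gives. This spread was taken over all 5 stages, in the simulation and in the fit of 15 arrays. The postnatal arrays therefore also set the spread used in the fetal intervals. Other splits of the arrays were drawn from the same samples. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

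The fit was tested on simulated data in which 50 probe sets at each of 4 sizes of change were given that change between 120 d and 150 d. It recovered 0% of 1.5-fold, 10% of 2-fold, 40% of 3-fold and 58% of 4-fold changes and made 0 false calls among the rest, so a gene that did not pass can still have changed by such an amount. The adjustment depends on how many probe sets change, and far more passed in the data between 120 d and 150 d (1789). The rates therefore hold for the simulated setting and may be too low for that interval.

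The alternatives were array medians set equal, quantile normalization, an offset of 16 before log2, no filter on low signals and a stricter one (a signal of 100 on 8 arrays), a fit of the 6 arrays of an interval alone (4 residual degrees of freedom), limma's trend and robust options, the replicate number as a block, an adjusted p of 0.05, a 2-fold minimum added to the test, letters from a 2-fold difference without a test, a moderated F-statistic with nested intervals, the estimated correlation, the mean of all probe sets of a gene, other centres for the spread, and leaving out each array. Scaling without the 100 brightest probe sets and to the hybridisation controls, and the 6 arrays at an adjusted p of 0.05, were added after the data had been seen. RMA and GC-RMA need the scanner images, which were not used here, nor were the Present calls, so the study's convergence of several processing methods was not repeated. Values from qRT-PCR, histology and promoter motifs were not analysed here. For a value that passed the test in neither setting, a change of sign was not counted as a reversal.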

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

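The test without the 100 brightest probe sets and the comparison and scaling with hybridisation controls were chosen after the results had been seen, as was the choice of which gene lists count as outside the paper's discussion. That choice left 3 lists that passed with the preset and with the estimated correlation. The lists were written after the study's cluster lists, drawn from the same arrays, had been read, so they are not independent evidence. FBXO32, DDIT4, SESN1 and GLUL, the called members of the glucocorticoid, FOXO and atrophy list, all stand in the study's FFFU list. Genes of fatty acid uptake and oxidation stood higher at 120 d than at 100 d by a median of 0.44 relative to all genes, with none of 29 past the test and 1 adjusted over the list alone (camera, adjusted p = 2.59e-08, and adjusted p = 0.0107 with an estimated correlation), in an interval with 1191 probe sets at an unadjusted p under 0.05. From 120 d to 150 d 18 of the 29 rose and none fell, with a median of 1.34 (20 adjusted over the list alone, camera, adjusted p = 3.09e-12, and adjusted p = 0.00185 with an estimated correlation), among them PDK4, a kinase that inhibits pyruvate dehydrogenase, from 216 ± 36.4 to 4680 ± 3120 (SD, n = 3 each, log2 fold change 4.19, adjusted p = 5.1e-05), UCP3, an uncoupling protein, by 3.00 (adjusted p = 0.00014) and SLC25A20, the carnitine carrier, by 2.76 (adjusted p = 3.6e-05, with 1.04 for its other probe set). Adipocyte markers, which share FABP4 with this list, stood higher in the same intervals, by 0.567 from 100 d to 120 d with 0 of 16 called and 1 adjusted over the list alone (camera, adjusted p = 0.0283, and adjusted p = 0.321 with an estimated correlation, call lost in 3 of 15 runs that left out 1 array, 0.248 to 0.622) and by 0.696 from 120 d to 150 d with 3 higher (3 adjusted over the list alone, camera, adjusted p = 0.0246, and adjusted p = 0.256 with an estimated correlation, call lost in 2 such runs, 0.618 to 0.719), so a larger share of fat cells was not separated from a change within muscle fibres. Of 64 mitochondrial ribosomal proteins 18 rose and none fell in that interval, with a median of 0.969 (27 adjusted over the list alone, camera, adjusted p = 4.52e-14, and adjusted p = 0.0207 with an estimated correlation), among them MRPL35 from 466 ± 42.5 to 1720 ± 352 (log2 fold change 1.87, adjusted p = 0.00033), and the list stood lower from 150 d to 230 d by a median of -0.265 with no member called (0 adjusted over the list alone, camera, adjusted p = 0.018, and adjusted p = 0.425 with an estimated correlation, call lost without 150 d replicate 2, -0.0843). Glucocorticoid, FOXO and atrophy genes stood higher at 230 d than at 150 d by a median of 1.14, with 4 of 20 higher and none lower (9 adjusted over the list alone, camera, adjusted p = 2.24e-07, and adjusted p = 0.0153 with an estimated correlation), which were FBXO32, DDIT4, a regulator of mTOR signalling, from 3450 ± 1410 to 14500 ± 4880 (SD, n = 3 each, log2 fold change 2.11, adjusted p = 0.0033, call lost without 230 d replicate 1, 1.85), SESN1, a sestrin, from 388 ± 127 to 1530 ± 297 (log2 fold change 2.02, adjusted p = 0.0023) and GLUL, glutamine synthetase (log2 fold change 1.34, adjusted p = 0.0074, call lost in 12 of 15 runs that left out 1 array, 1.16 to 1.57). The 18 hybridisation control probe sets, for which the paper gives no values, stood 0.692 higher on the log2 scale on the 6 postnatal than on the 9 fetal arrays (exact permutation test, p = 2e-04, the smallest that 5005 splits can give), at 10.40 to 11.06 and 9.76 to 10.25. The poly-A controls had log2 stage means of 7.60, 7.48 and 7.78 before birth and 8.28 and 8.24 after it. Among the fetal arrays 120 d replicate 3 stood at 8.49. A difference in array processing between fetal and postnatal arrays was not separated from the change between 120 d and 150 d.

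After division by each probe set's median over the stages, the SD over probe sets was 0.531 ± 0.047 (SD, n = 3 arrays) at 120 d, 0.282 below the other 12 arrays (difference -0.282, exact permutation test, p = 0.033), though single arrays of 120 d and 100 d overlapped, and without 120 d replicate 2 the difference was -0.27 and did not pass. The tables argue against differences in the overall distribution of signals as the whole cause, since the 120 d arrays still lay lower (exact permutation test, p = 0.024) after quantile normalization had given every array 1 distribution. The division itself may account for the pattern, since without it the difference was -0.0683 (exact permutation test, p = 0.23). The stages that set the centre may account for it as well, since a centre from the 3 fetal stages put the lowest SD at 100 d (0.475 ± 0.045, against 0.575 ± 0.025 at 120 d) and a centre from 120 d, 150 d and 230 d put it at 150 d (0.677). A narrower range in the muscle of the last fetal stage was not tested apart from these choices and stays open.

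A 2-fold difference without a test was reached by 865 probe sets between 80 d and 100 d and by 767 between 100 d and 120 d, of which 20 and 9 also passed the test (8 to 18 and 0 to 9 passed when 1 array was left out, a move of over 1.5 times in 11 and 5 of 15 runs). The tables argue against spread between animals as the whole account, since the 3 values of one stage lay apart from those of the next for 19.1% and 16% of all probe sets, where chance gives 10%, and 20 and 9 passed the test. Such spread without a change of the mean may still account for many of these differences. Simulated unchanged stages gave 73.7% and 82.1% of the numbers observed, against 18.2% between 120 d and 150 d and 27.3% after it. The simulation used 1 spread per probe set, while replicate arrays differed less at 80 d and 100 d than at 150 d. Their median log2 differences were 0.256 to 0.323, 0.258 to 0.382 and 0.415 to 0.469. The shares of 73.7% and 82.1% may therefore be too high, and the true share stays open. Weak signals may contribute, since between 80 d and 100 d the share of 2-fold differences was 7.71 times as high in the dimmest as in the brightest of 4 equal groups by mean signal (14.3% and 1.85%). A change with fetal age in the remaining probe sets stays open for single probe sets, but was tested for gene lists. Of 45 lists, camera called 14 between 80 d and 100 d and 19 between 100 d and 120 d. With an estimated correlation it called 0 and 2. Those 2 were the TCA list (median 0.62) and fatty acid uptake and oxidation (median 0.44), both higher at 120 d with no single member called.

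Of the probe sets that changed between 120 d and 150 d, 39.5% were higher, and 37.6% to 43.6% when 1 array was left out. With array medians set equal the share was 61.3% (59% to 70.6% without 1 array), past the range of 45% to 55% written for scaling to one trimmed mean as the cause and not under the 45% written against it, so that explanation cannot be told apart from the others. With the 100 brightest probe sets left out of the scaling the share was 42.5% (40.4% to 47.2% without 1 array), outside the range for a few abundant probe sets as the cause, but not under 45% in every run, so that this too stays open. Quantile normalization gave 48.2% and scaling to the hybridisation controls 4.02%. The difference in age and birth between the stages remains open as a biological explanation, untested, and which direction held more calls depended on the scaling.

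Other splits of the arrays were set against the counts of changed probe sets. In the fit of all 15 arrays as many probe sets as in the real split were called in 1 of 10 splits in each interval, the real one, with 20 against at most 1 in another split between 80 d and 100 d, 9 against 0 from 100 d to 120 d, 1789 against 0 from 120 d to 150 d and 324 against 4 from 150 d to 230 d, and 10 splits are too few for a share under 0.05. In fits of the 6 arrays alone the real split called 2, 0, 2 and 0, and the highest other split 0, 1, 0 and 0, with 1837, 1465, 4825 and 2509 of the real split at an unadjusted p under 0.05. The counts of 20, 9, 1789 and 324 came to 8 to 18, 0 to 9, 885 to 1763 and 137 to 262 when 1 array was left out. They moved by over 1.5 times in 11, 5, 4 and 10 of 15 runs. Over the 5 stages the moderated F-statistic called 4137 probe sets, against at most 2275 in 100 splits of the 15 arrays, of which 1, the real one, called as many, so that chance in the grouping can be excluded for this count.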

How the results depend on the processing

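Scaling to the hybridisation controls and the 6 arrays of an interval at an adjusted p under 0.05 were chosen after the results had been seen, and RMA and GC-RMA were not run. Signal over background limits which probe sets can be called, and the counts moved with the filter on low signals. The cause of the changes below was not tested, except that a filter alters the number of probe sets tested, the 6 arrays leave 4 residual degrees of freedom, and a threshold sets its own count. Complex I and the TCA list kept their direction and their call in every alternative run, with medians of 1.08 to 1.66 and 1.24 to 1.75. Quantile normalization moved no count of changed probe sets in an interval or in at least 1 by over 1.5 times, but turned the cytosolic ribosomal proteins from 0.166 to -0.0268 between 100 d and 120 d and from 0.43 to -0.245 between 120 d and 150 d, while 643 other results kept their call, 36 lost it, 8 gained it and 4, all counts of single patterns, moved. The main counts were 20, 9, 1789 and 324 in the 4 intervals and 2015 in at least 1, with 83% in FFUF or FFDF and 5 patterns of 50 or more.

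With array medians equal 14 changed between 100 d and 120 d, and FFDF held 592 (from 1019), FFUD 67 (from 37) and FFDU 26 (from 51) (656 other results kept their call, 26 lost and 6 gained it). The offset of 16 gave 19 there and a share of 80.2% (681, 1 and 5). Without a filter 9, 3, 1110 and 119 changed in the 4 intervals and 1199 in at least 1, with a share of 89.2%, 3 patterns of 50 or more, 52.9% in the same direction earlier (49.5% as reported) and a correlation of the last 2 intervals of -0.323 (-0.243 as reported), and 609 other results kept their call and 67 lost it. The stricter filter gave 35, 19 and 500 (150 d to 230 d), a share of 79.2%, a correlation of -0.172 and a Wnt median of -0.392 no longer called. On the 6 arrays of each interval 2, 0, 2 and 0 probe sets passed limma (1837, 1465, 4825 and 2509 at an unadjusted p under 0.05), 4 in all (MYH1, SOSTDC1, HBB and 1 without a gene symbol, SOSTDC1 named here after its values were seen), with a share of 50% and 0 patterns of 50 or more, and 187 other results lost their call. At an adjusted p under 0.05 the 6 arrays gave 12, 0, 1646 and 0. Trend and robust gave 39, 33 and 593 (150 d to 230 d) and a share of 76.4%. An adjusted p of 0.05 gave 43, 29, 3588 and 1073, 4217 in at least 1 interval and 73.4%. Adding a 2-fold minimum gave 80.9%. Letters by 2-fold difference gave 5581 in at least 1 interval, 40.7% and 13 patterns. The moderated F-statistic gave 836, 1124, 3307 and 1654, 4137 in at least 1, 41.4% and 17 patterns. With an estimated correlation glycolysis (0.897), Wnt signalling (-0.416) and cell adhesion (-0.443) were no longer called and the other list calls came to 11, from 76, and with the mean of all probe sets Wnt (-0.484) was lost. Scaling to the hybridisation controls gave 4032 between 120 d and 150 d and 209 between 150 d and 230 d. The spread at 120 d no longer passed without centring (-0.0683) or with a fetal (-0.274) or late centre (-0.0656), and passed when centred on the mean (-0.203).

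When 1 array was left out the ranges were 8 to 18, 0 to 9, 885 to 1763 and 137 to 262 for the 4 intervals, 1101 to 1892 for at least 1, 75.3% to 90.4% for the share, 3 to 5 patterns, 49.5% to 53.4% in the same direction and -0.34 to -0.223 for the correlation. The lists ranged over 1.45 to 1.66 (complex I), 1.43 to 1.75 (TCA), 0.851 to 0.988 (glycolysis), -0.446 to -0.328 (Wnt, not called without 150 d replicate 2) and -0.576 to -0.402 (cell adhesion), with 69 to 78 other list calls, and the spread over -0.321 to -0.256 (not passed without 120 d replicate 2, -0.27). Other results kept their call in 9501 such comparisons, lost it in 756, gained it in 35 and moved in 103.

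The replicate numbers were not taken as pairs, since arrays of different stages with the same number had deviations correlated at -0.0528 to 0.207, those with different numbers at -0.197 to 0.119, and 8 of 15 arrays correlated best with one of their own number. With the number as a replicate block 11 probe sets changed between 80 d and 100 d, 3 between 100 d and 120 d, 1702 between 120 d and 150 d and 260 between 150 d and 230 d, with a share of 85.6%, and among other results 658 kept their call, 31 did not pass and 1 was added.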

Differences from the paper's values

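The alternatives named in this part were set before the data were examined, and the second probe set of TOMM34 was looked up after its values had been seen. By a note in its supplement the paper's pattern counts rest on fold change, while the letters here come from an adjusted p under 0.01, so the thresholds differ. The paper's methods name a moderated F-statistic as the test, which was run here as an alternative only. The paper gives 77 patterns, which is the number in its supplement with the pattern flat throughout included. Without that pattern the test gave 20, while letters from a 2-fold difference without a test gave 74, within 1.5 times of the paper's number, and the number was not taken under the other alternatives. The paper's text has 12 patterns with 50 or more probe sets and the test gave 5. The 2-fold letters (13) and the moderated F-statistic (17) lie within 1.5 times of the paper's number, and quantile normalization (4), medians equal (5), the offset (6), no filter (3), the stricter filter (6), the 6 arrays (0, with 4825 at an unadjusted p under 0.05 between 120 d and 150 d), trend and robust (6), the replicate block (4), an adjusted p of 0.05 (7) and 0.01 with a 2-fold minimum (4) do not.

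For single patterns the paper's numbers and those of the test were 113 and 0 for FUFF, 104 and 1 (HES6) for FDFF, 221 and 6 for UFFF, 109 and 0 for DFFF, 150 and 37 for FFUD, 440 and 51 for FFDU, 545 and 88 for FFFU, and 612 and 124 for FFFD, with 1319 and 1191 probe sets at an unadjusted p under 0.05 in limma between 80 d and 100 d and between 100 d and 120 d. In the same order the 2-fold letters gave 102, 120, 209, 99, 152, 430, 594 and 596, each within 1.5 times of the paper's number. An adjusted p of 0.05 came within 1.5 times for FFUD (143) and not for the other 7 patterns. The moderated F-statistic gave 37, 54, 47, 25, 74, 86, 185 and 255 and differed by more for all 8, as did quantile normalization, medians equal, the offset, no filter, the stricter filter, the 6 arrays, trend and robust, the replicate block and 0.01 with a 2-fold minimum.

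For TOMM34 the paper gives a rise of 2.56-fold between 120 d and 150 d, and the probe set used here gave 0.845. It lay between 0.845 and 0.998 with quantile normalization, medians equal, the offset, no filter, the 6 arrays, trend and robust and the replicate block, and at 1.47 with the mean of all probe sets, none within 1.5 times of the paper's value, and the gene had no value with the stricter filter. The other probe set of TOMM34 gave 2.56-fold (log2 fold change 1.35, adjusted p = 0.15), at a mean signal of 32.1, under the minimum of 50. TOMM40 rose 2.34-fold and TOMM70A, listed as TOMM70, rose 1.95-fold, both within 1.5 times of the paper's values.

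The paper has the embryonic myosin MYH3 and the fetal myosin MYH8 go down at birth and again by 230 d. MYH8 fell between 120 d and 150 d (log2 fold change -3.66, adjusted p = 0.0022, call lost without 120 d replicate 3, -3.67) and was not called after 150 d (-3.27, adjusted p = 0.013), where it passes at 0.05, with the moderated F-statistic, the stricter filter, the offset or trend and robust, by 2-fold difference and without 150 d replicate 3 (-4.06). MYH3 was not called between 120 d and 150 d (-1.66, adjusted p = 0.036), where it passes at an adjusted p of 0.05, with the moderated F-statistic, by 2-fold difference and without 150 d replicate 2 (-2.39), and it fell after 150 d (-5.04, adjusted p = 0.00028). The paper lists SIRT1 as lower at 150 d, and it was not called (-1.47, adjusted p = 0.031), but passes at 0.05, by 2-fold difference and with the mean of all probe sets (-1.44). FOS stands in 2 of the paper's lists with a rise in this interval and was not called (2.59, adjusted p = 0.079), but differs 2-fold. By qRT-PCR, in part for genes poorly covered by the array, the paper has LPL, CD36, ACTA1 and PPARD higher after birth. None was called between 120 d and 150 d (0.10, 0.19, 0.54 and 0.63, adjusted p = 0.9, 0.63, 0.14 and 0.076). MYF5, lower by qRT-PCR, was not called at signals under 50 (adjusted p = 0.64). MYOD1, MYOG and MEF2A, whose fall the paper cites, were not called (0.03, -0.45 and 0.24, adjusted p = 0.97, 0.45 and 0.44). For ESR1, which the paper has rising in both fetal intervals, neither interval was called (adjusted p = 0.9 and 0.99) in any alternative, at signals near the minimum of 50, with geometric means under it at 80 d and 100 d, so no fold change is given.

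The paper has immune response as a theme of genes rising between 100 d and 120 d, and antigen presentation and interferon genes were not called in that interval (median -0.04, camera, adjusted p = 0.243) in any alternative, though they were called between 80 d and 100 d (0.70, camera, adjusted p = 1.73e-09, and adjusted p = 0.0772 with an estimated correlation). Complement and acute phase genes were not called between 100 d and 120 d either (0.32, camera, adjusted p = 0.0752), but were without a filter (0.38) and without 100 d replicate 1 (0.53) or 120 d replicate 2 (0.39). Their member C3, which the paper lists as rising there, was not called (1.40, adjusted p = 0.032), but passes at 0.05, with the stricter filter or trend and robust, and differs 2-fold. The paper has cell adhesion genes rising between 80 d and 100 d, where the list was not called (0.07, camera, adjusted p = 0.745) in any alternative, while CCL21, a chemokine, rose (2.21, adjusted p = 0.0091, call lost in 13 of 15 runs that left out 1 array, 2.08 to 2.39). Where the paper describes the changes around birth as preceded by smaller ones of the same kind, 49.5% of the probe sets that changed had moved the same way between 80 d and 100 d, against 50.4% in simulated unchanged groups and 49.5% to 53.4% when 1 array was left out, while 61.1% had between 80 d and 120 d, against 38.3% in simulation. For the paper's narrower range at 120 d than at every other stage, the SD of 120 d was lower with centring on the median or the mean of the stages (exact permutation test against the other 12 arrays together, p = 0.033 and 0.013), though single arrays of 120 d and 100 d overlapped with either centre (0.479 to 0.572 and 0.561 to 0.616 with the median, 0.516 to 0.634 and 0.624 to 0.661 with the mean), and was not lower past the test without centring (exact permutation test, p = 0.23), with the other centres (p = 0.25 and 0.53) or without 120 d replicate 2.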

Other observations

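The lists in this part were fixed with the others, and which of them to describe was chosen after the results had been seen. Imprinted growth genes went down around birth, with 9 of 15 lower, 1 higher and 5 not past the test between 120 d and 150 d (10 and 1 adjusted over the list alone) and a median of -1.10 (camera, adjusted p = 1.02e-05, and adjusted p = 0.0393 with an estimated correlation). The list had already stood lower in both fetal intervals. Its medians were -0.24 from 80 d to 100 d and -0.28 from 100 d to 120 d, with 1 member lower in each (camera, adjusted p = 0.000928 and 0.000161, and adjusted p = 0.16 and 0.089 with an estimated correlation). IGF2, a fetal growth factor, fell from 13600 ± 3320 (SD, n = 3) to 4190 ± 1740 (SD, n = 3), a log2 fold change of -1.76 (adjusted p = 0.0015), and to 908 ± 192 at 230 d (-2.14, adjusted p = 0.002), with other probe sets at -0.45 over the former interval and 0.32, 0.25 and -1.65 over the latter, whose call was lost with the mean of all probe sets (-0.81). MEST fell from 3200 ± 444 to 910 ± 84.8 and 244 ± 54.1 (SD, n = 3 each, log2 fold changes -1.81 and -1.92, adjusted p = 1e-04 and 0.00028), with -0.19 and -1.73 for another probe set. CDKN1C, a cell cycle inhibitor, had a log2 fold change of -1.79 between 120 d and 150 d (adjusted p = 0.00027), with -0.88 and -0.64 for its other probe sets, and its call was lost with the mean of all of them (-1.10). From 150 d to 230 d 4 of the 15 fell and none rose (5 and 1 adjusted over the list alone, median -0.51, camera, adjusted p = 0.00168, and adjusted p = 0.13 with an estimated correlation). Of 28 adult sarcomere proteins 6 rose and none fell between 120 d and 150 d (10 adjusted over the list alone), with a median of 0.86 (camera, adjusted p = 1.06e-07, and adjusted p = 0.152 with an estimated correlation), and MB, myoglobin, went from 1210 ± 320 to 7510 ± 4470 (log2 fold change 2.46, adjusted p = 0.00092). MYH7, the slow myosin heavy chain, was at 13700 ± 1560 and 24100 ± 2370 (0.82, adjusted p = 0.036) and did not pass, though it passes at an adjusted p of 0.05, with the moderated F-statistic, with trend and robust and with the mean of its probe sets (0.84). Of 31 proteasome subunits 9 rose and none fell (15 adjusted over the list alone), with a median of 0.76 (camera, adjusted p = 2.55e-08, and adjusted p = 0.129 with an estimated correlation), among them PSMC5, which rose by 1.20 (adjusted p = 0.00027).

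After 150 d the genes of collagen synthesis went down as a list, with 3 of 28 lower and none higher (8 adjusted over the list alone) and a median of -0.89 (camera, adjusted p = 1.81e-07, and adjusted p = 0.125 with an estimated correlation). SERPINH1, the collagen chaperone, fell from 2330 ± 491 (SD, n = 3) to 885 ± 185 (SD, n = 3), and P4HA2, a prolyl hydroxylase, from 192 ± 39.5 to 78 ± 14 (log2 fold changes -1.39 and -1.29, adjusted p = 0.0034 and 0.003). The call of SERPINH1 was lost without 150 d replicate 1 or 2 and 230 d replicate 1 or 2 (-1.32, -1.28, -1.41 and -1.23), and that of P4HA2 without 150 d replicate 1 or 2 and 230 d replicate 2 (-1.21, -1.20 and -1.13). In sterol and fatty acid synthesis 5 of 27 genes fell and 1 rose (8 and 1 adjusted over the list alone), with a median of -0.49 (camera, adjusted p = 6.08e-05, and adjusted p = 0.13 with an estimated correlation). Lymphocyte markers had a median of 0.64 in this interval, with 1 of 14 higher, CD3D (1 adjusted over the list alone, camera, adjusted p = 0.0183, and adjusted p = 0.309 with an estimated correlation), and were not called without 150 d replicate 2 (0.37) or 230 d replicate 1 (0.60). Antigen presentation and interferon genes had 2 of 27 higher, BOLA-DRA and BOLA-DRB3 of the major histocompatibility complex (3 adjusted over the list alone, median 0.50, camera, adjusted p = 0.00218, and adjusted p = 0.279 with an estimated correlation). BOLA-DRA rose from 45.7 ± 8.02 to 368 ± 281 and BOLA-DRB3 from 87.4 ± 35.6 to 521 ± 314 (log2 fold changes 2.74 and 2.45, adjusted p = 0.0081 and 0.0068), with BOLA-DRA at least 6.03-fold against the minimum of 50, calls lost in 12 and 10 of 15 runs that left out 1 array (2.15 to 3.24 and 2.00 to 2.95). Cell cycle genes stood lower at 120 d than at 100 d by a median of -0.58 (0 of 47 called and 0 adjusted over the list alone, with 1191 probe sets at an unadjusted p under 0.05, camera, adjusted p = 1.43e-08, and adjusted p = 0.212 with an estimated correlation). Among 11 red blood cell genes 3 fell between 120 d and 150 d, HBB, HBG and ALAS2, the heme synthesis enzyme of erythroid cells, and the list did not pass (3 and 1 adjusted over the list alone, median -0.17, camera, adjusted p = 0.43). ALAS2 fell from 71.5 ± 21 to 4.73 ± 1.5 (log2 fold change -3.94, adjusted p = 0.0013), at least 1.39-fold against the minimum of 50, and the call of HBG (-1.71, adjusted p = 0.0094, with -0.92 and -3.15 for other probe sets) was lost in 13 of 15 runs that left out 1 array (-2.18 to -1.45).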
